# Eomes directs the formation of spatially and functionally diverse extraembryonic hematovascular tissues

**DOI:** 10.1016/j.devcel.2025.06.001

**Published:** 2025-06-24

**Authors:** Bart Theeuwes, Luke T.G. Harland, Alexandra M. Bisia, Ita Costello, Mai-Linh N. Ton, Tim Lohoff, Stephen J. Clark, Ricard Argelaguet, Nicola K. Wilson, Wolf Reik, Elizabeth K. Bikoff, Elizabeth J. Robertson, Berthold Göttgens

## Abstract

During mouse gastrulation, extraembryonic mesoderm (ExEM) contributes to the extraembryonic yolk sac (YS) and allantois, both of which are essential for successful gestation. Although the genetic networks coordinating intra-embryonic mesodermal subtype specification are well studied, ExEM diversification remains poorly understood. Here, we identify that embryoid body (EB) *in vitro* differentiation generates distinct lineages of mesodermal cells, matching YS and allantois development. Combining *in vitro* and *in vivo* mouse models, we discover that Eomesodermin (Eomes) controls the formation of YS-fated ExEM but is dispensable for allantois formation. Furthermore, simultaneous disruption of Eomes and T impedes the specification of any YS or allantois mesoderm, indicating compensatory roles for T during allantois formation upon Eomes depletion. Our study highlights previously unrecognized functional and mechanistic diversity in ExEM diversification and endothelial development and introduces a tractable EB model to dissect the signaling pathways and transcriptional networks driving the formation of key extraembryonic tissues.

## Introduction

At the onset of murine gastrulation, extraembryonic mesodermal (ExEM) cells originating from the posterior region of the primitive streak (PS) migrate proximally to form hematovascular and mesenchymal cell types in both the visceral yolk sac (YS) and allantois (Figure 1A). These ExEM cells contribute to the formation of the YS blood islands, which contain primitive erythrocytes and endothelial cells by embryonic day (E)7.5.^1^ As development progresses, YS endothelial progenitors expand to form an intricate vascular plexus, which plays a dual role in regulating nutrient exchange and serves as a site of pro-definitive hematopoiesis from E8.25.^2^

By approximately E7.5, the allantoic bud begins to emerge from ExEM, traversing the posterior PS. The allantois extends into the exocoelomic cavity and, by E8.5, fuses with the chorionic plate, giving rise to the umbilical cord and fetal placental vasculature.^3–5^ Both the allantois and YS are major sites of *de novo* vasculogenesis during murine gastrulation.^4,5^ The molecular pathways regulating the initial diversification of ExEM into YS and allantois lineages, however, remain poorly understood.

T-box transcription factors (TFs) Eomesodermin (Eomes) and Brachyury (T) are dynamically expressed in the epiblast, PS, and ExEM precursors at the onset of murine gastrulation.^6–11^ Disrupting the functionality of Eomes or T has demonstrated their essential and partially redundant roles during gastrulation.^8–10,12,13^ T is dispensable for the initial specification of anterior intraembryonic mesoderm and ExEM but is required for sustained posterior mesoderm development and axial elongation,^14–16^ while Eomes is crucial for specifying cardiac mesoderm and the definitive endoderm lineage.^8,9^ Using an *in vitro* model of hematovascular formation, we recently demonstrated that Eomes is necessary for YS hematopoiesis and hemogenic endothelial formation but dispensable for non-hemogenic endothelium.^10^ While *in vivo* fate mapping experiments demonstrate that Eomes+ cells contribute to the allantois,^10^ the role of Eomes during allantois formation has not been investigated. More broadly, the underlying Eomes-dependent mechanisms that coordinate the formation of early hematovascular lineages remain poorly understood, and a cell-autonomous role for Eomes during blood and endothelial formation *in vivo* has yet to be determined.

Here, we utilized 10× Genomics multiome reagents to create a detailed, time-resolved single-cell atlas of gene expression (RNA) and chromatin accessibility (assay for transposase-accessible chromatin [ATAC]) during murine hematovascular embryoid body (EB) differentiation. This approach identified robust production of both YS and allantois cell types. Using a combination of *in vitro* and *in vivo* assays, we demonstrate that Eomes is essential for the formation of YS-fated ExEM but is not required for specification of the allantois lineage and allantois endothelium. Eomes dependence thus clearly defines the formation of distinct extraembryonic hematovascular tissues. The previously described block in YS hematopoiesis, caused by Eomes loss of function, reflects an earlier loss in YS-fated ExEM. Moreover, we demonstrate that simultaneous disruption of Eomes and T entirely blocks the specification of all YS and allantois mesoderm. Taken together, these findings reveal new insights into the mechanisms that allow TFs to coordinate ExEM diversification. Additionally, the ability to readily generate allantoic mesoderm during embryonic stem cell (ESC) differentiation *in vitro* has important implications for future studies of developmental biology and regenerative medicine.

## Results

### Efficient generation of ExEM subtypes *in vitro*

We recently described a mouse ESC-differentiation protocol that robustly generates extraembryonic populations, including YS-like hematopoietic progenitors, via the formation of EBs.^10^ However, a comprehensive and unbiased analysis exploring how this *in vitro* system recapitulates *in vivo* embryonic development is missing. Here, we characterized the transcriptional/chromatin accessibility profiles of over 19,000 single cells, isolated at 12-h intervals from days 3 to 5 of EB differentiation (Figures 1B and S1A–S1D). We annotated 12 cell types (see STAR Methods) by integrating our *in vitro* dataset with an *in vivo* mouse gastrulation reference, performing label transfer (Figures S1E–S1G), and analyzing marker gene and motif accessibility patterns (Figures 1C–1E, S1H, and S1I).^17–19^ Additionally, to aid motif interpretability, we predicted TF occupancy using *in silico* chromatin immunoprecipitation (ChIP) methodology^18^ (Figures 1D and 1E; see STAR Methods).

At day 3, EBs were primarily composed of cells expressing PS markers including Nanog, Zic3, and Pou5f1 (Figures 1B, 1C, and S1E–S1I).^20^ 12 h later, two early mesoderm (Early-Mes) cell populations emerged, which expressed mesodermal markers T, Eomes, Mixl1, Mesp1, and Lhx1 and primarily aligned with *in vivo* nascent mesoderm (Figures 1B, 1C, and S1E–S1I).^6,21–23^ However, these populations showed distinctive molecular profiles (Table S1). The population expressing higher levels of Fgf8, Rspo3, and Igfbp3 was labeled Early-Mes #1, and the population expressing higher levels of Kdr, Pdgfra, and Nrp1, Early-Mes #2 (Figure 1C). Day 3.5 EBs also contained hematoendothelial (HE) precursors, expressing Early-Mes #2 markers as well as Kdr, Etv2, and Fgf10 (Figure 1C).^24–26^

Beginning at day 4, we detected further differentiated HE cells, which had downregulated mesodermal markers and expressed high levels of Etv2, Kdr, and Fli1, with regions of increased chromatin accessibility enriched for ETV2, GATA2, and ERG motifs (Figures 1B–1E).^24–26^ During *in vivo* mouse gastrulation, Foxf1 and Dlk1 are broadly expressed in ExEM cells of the allantois, amnion, and chorion but excluded from hematopoietic cells in YS blood islands (Figures S1H and S1I),^27,28^ while Pitx1, Tbx4, and Hoxa10/11/13 expression is localized to the allantois bud (Figures S1H and S1I).^28–30^ Our day 4 EBs contained ExEM cell types that we labeled posterior mesoderm, mesenchyme, and allantois precursor based on the expression and/or motif accessibility patterns of Foxf1, Dlk1, Gata5/6, Tbx4, Pitx1, and Hoxa11 (Figures 1B–1E and S1E–S1I).

By days 4.5/5, EBs contained blood progenitors (Runx1, Hbb-bh1, Ikzf1, and RUNX1/GATA1/TAL1 motifs), endothelial cells (Cdh5, Tek, Fli1, and ETV2/SOX/ERG motifs),^17,19^ mesenchyme, and an allantois cell population (Tbx4/Pitx1 and CDX/HOX/PITX1 motifs) (Figures 1B–1E).^3,28^ We detected a few primordial germ cell (PGC)-like cells, expressing Gjb3 and Ifitm3, enriched for TFAP2C motifs, from day 3.5 onward (Figures 1B–1E).^31,32^ Notably, the gene expression and chromatin landscapes of EB cell types closely mirrored their *in vivo* counterparts (Figures S1H, S1I, S2A, and S2B). Altogether, these findings demonstrate that our EB differentiation system effectively recapitulates the formation of ExEM cell populations that arise in the YS and allantois, including downstream primitive hematopoietic cells, endothelium, and mesenchymal cell types.

### Multiome analysis identifies two distinct trajectories guiding the formation of the YS and allantois lineages

Next, we performed trajectory inference and identified two major trajectories (Figure 1F). Trajectory #1 generates allantois-like cells from posterior mesodermal precursors arising from Early-Mes #1, whereas trajectory #2 resembles YS formation from HE precursors arising from Kdr+ Early-Mes #2. Notably, the PS and Early-Mes #1 are included in both trajectories prior to an early (day 3.5) lineage bifurcation (Figures 1B and 1F) and are therefore likely common precursors for both lineages, consistent with transplantation studies showing continuous generation of YS- and allantois-fated mesoderm from the posterior PS.^1^

Using TradeSeq, we identify gene sets and chromatin regions that display distinctive patterns of expression/accessibility across the pseudo-times for both trajectories (Figures 1G, 1H, S2C, and S2D; Table S1). Eomes, Lhx1, and Etv2 increased in expression and motif accessibility at the onset of the YS trajectory, whereas Snai2 and Hand1 were upregulated early in the allantois trajectory (Figures 1G and 1H). At later pseudo-times, Sry-box TFs, Sox7, and Sox6 exhibited specificity for the YS and allantois trajectories, respectively (Figure 1H). Signaling-related genes were also differentially expressed. Early in the YS trajectory, the ligand Vegfc and its receptor Kdr were upregulated (Figure S2D), consistent with lineage tracing experiments tracking Kdr+ mesoderm to YS blood islands.^33^ Wnt and Fgf receptors/ligands (Wnt: Fzd7, Frzb, Wnt5a, and Lgr4; Fgf: Fgf10/15/18) as well as transforming growth factor β (Tgf-β)/BMP pathway elements, including receptors (Tdgf1 and Tgfbr3), inhibitors (Lefty2 and Bambi), ligands (Bmp2, Bmp7, and Tgfb2), and downstream effectors (Smad9), also exhibit distinctive expression patterns (Figure S2D). Overall, our analyses identify dynamic and distinctive expression patterns of inductive cues and TFs, which potentially direct cell fate specification at various stages of YS and allantois differentiation.

### Eomes expression in ExEM progenitors is required for the YS lineage but dispensable for allantois cell populations

Using Eomes knockout (KO) ESC, we previously identified an essential role for Eomes in YS-like hematopoiesis, with chromatin changes of day 4 KDR+ cells suggesting that Eomes primes Early-Mes with hemogenic competence.^10^ The trajectory analyses presented above suggest Eomes acts at the onset of ExEM diversification (days 3–3.5), when bifurcation toward the YS versus allantois lineage occurs (Figure 1H). To further investigate Eomes requirements during this early time window, we employed flow cytometry, functional assays, and multiomics using a Runx1^Venus^ Eomes^mCherry-degron^ ESC line (Figure 2A).^34^ This line features a degron tag attached to the C terminus of Eomes, which enables rapid EOMES protein depletion by adding the small molecule dTAG13 to culture media.^34^ Additionally, the Venus reporter in this line monitors Runx1 expression, which marks nascent hematopoietic progenitors.^35^

At day 3 of EB differentiation, flow cytometry shows ~70% of cells expressed EOMES protein prior to upregulation of mesodermal markers KDR and PDGFRA (Figures S3A and S3B). The proportion of EOMES-expressing cells dropped substantially by day 4 (~15%), and by day 4.5 EOMES was no longer detectable (Figure S3A). Addition of dTAG13 from days 3 to 4, hereafter referred to as Eomes knockdown (Eomes-KD), rapidly abolished EOMES protein and blocked formation of a day 3.5 KDR^+^PDGFRA^+^ population (Figures S3A and S3B). In line with previous Eomes-KO experiments,^10^ Eomes-KD abrogated formation of Runx1-Venus+/CD41+ blood progenitors and primitive erythrocytes but failed to block generation of CDH5+ endothelial cells (Figures S3C and S3D). Kinetics of RNA versus protein expression for these markers were highly similar during wild-type (WT) EB differentiation (Figures S3A, S3B, S3D, and S3E).

To further investigate the molecular consequences of Eomes-KD, we conducted multiomic profiling of Eomes-KD EBs at 12-h intervals from days 3.5 to 5 and compared these profiles to equivalent DMSO-treated WT EBs shown in Figure 1 (Figure 2A). Strikingly, Eomes-KD cells display a markedly reduced ability to contribute to cell types of the YS trajectory (Figures 2B–2D). By day 3.5, Eomes-KD cultures produced far fewer Early-Mes #2 and HE precursors compared with WT cultures, with later stages showing a notable reduction in HE and blood progenitors. By contrast, cell types associated with the allantois trajectory, including Early-Mes #1, posterior mesoderm, allantois precursors, and allantois populations, were abundantly generated (Figures 2B–2D). These results demonstrate that Eomes governs the formation of an early subset of YS-fated ExEM and its downstream progeny but is dispensable for allantois formation.

To further explore Eomes’ role during the initial step of ExEM diversification, we examined Eomes-dependent molecular changes in PS and Early-Mes #1 cell types, the relatively undifferentiated common precursors for both trajectories (Figure 2E; Table S1). Notably, Eomes disruption caused downregulation of Etv2, a key regulator of YS hematovascular formation,^26,36–38^ as well as Eomes target genes Lhx1, Mixl1, and Mesp1^9,10,39^ (Figure 2E). Additionally, motifs for EOMES, mesoderm-related TFs (MESP1/2, MIXL1, and SNAI1), and pluripotency factors (ZIC2/3 and POU5F1) were enriched in regions with decreased chromatin accessibility (Figure 2E). Conversely, Eomes-KD led to premature upregulation of TFs and signaling molecules (Cdx2, Nodal, Dlk1, and Igf2) (Figures 2E and S3F) as well as increased chromatin accessibility in regions enriched for motifs (HOX, CDX4, and PITX1) linked to later stages of the allantois trajectory (Figures 1D, 1E, and 1G). Interestingly, Eomes expression was also reduced, implying an autoregulatory mechanism likely drives Eomes expression during YS formation (Figure 2E). Thus, Eomes controls chromatin and transcriptional biases during ExEM diversification that pattern allantois versus YS fates in an early posterior PS population.

### Eomes depletion promotes allantois endothelium production *in vitro*

The YS and allantois are primary sites of *de novo* vasculogenesis during embryogenesis, distinguished by specific endothelial molecular signatures.^17,19^ YS endothelium is marked by Lyve1, Stab2, Oit3, and Mrc1, whereas developing endothelium of the allantois expresses Dlk1, Jag1, Hoxa10/11, and Tbx4.^19^ At days 4.5/5, Eomes-KD and WT EBs contained similar proportions of developing endothelial cells (Figure 2C). To investigate endothelial heterogeneity, we sub-clustered Eomes-KD and WT endothelium and explored the expression of arterial, venous,^40^ and YS versus allantois endothelial marker genes (Figures 2F–2I).

Eomes-KD EBs abundantly generated endothelial precursors with an allantois signature (Figures 2F–2I, clusters 1 and 2), characterized by high expression of markers such as Kdr, Etv2, Hoxa10/11, Tbx4, Dlk1, and Jag1, which were less prominent in WT EBs. Both Eomes-KD and WT EBs contained more differentiated endothelial cells, including cells expressing arterial markers (Unc5b, Dll4, Efnb2, etc.—cluster 3). However, cluster 4 endothelial cells differed between conditions: WT EBs abundantly generated these cells, which expressed some YS endothelial markers (Mrc1 and Oit3) and the hemogenic marker Runx1. In contrast, Eomes-KD EBs produced cluster 4 endothelial cells, which displayed reduced YS-specific marker expression. These results suggest Eomes-KD EBs preferentially generate endothelium via an allantois differentiation pathway.

### Chimeric embryo analyses validate critical functions of Eomes for YS but not allantois formation

To investigate the predictive power of our EB model and further explore a role for Eomes during YS and allantois formation *in vivo*, we conducted single-cell RNA sequencing (scRNA-seq) on 4 pools of chimeric embryos generated by injecting WT blastocysts with 4 independent Eomes-KO ESC clones expressing TdTomato (Figures 3A and S3F). At E8.25–E8.5, chimeric embryo pools were dissociated, WT host cells and TdTomato+ Eomes-KO cells were sorted using fluorescence-activated cell sorting (FACS) and analyzed by 10× Genomics scRNA-seq (Figure 3A). 

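Sorting gave 8 libraries, 4 of tdTomato+ Eomes-KO cells and 4 of tdTomato− WT host cells. tdTomato is a red fluorescent protein carried only by the injected embryonic stem cells (ESC), so it separates mutant from host cells of the same embryos. No library held injected WT ESC, so an effect of Eomes loss cannot be told from an effect of ESC origin. The 4 Eomes-KO libraries held 602, 1153, 3346 and 3465 cells after the authors' filters, and the 4 WT host libraries held 2414, 3791, 5819 and 8133. Summed over cells, the Eomes-KO libraries held 19370600 to 57481950 UMIs and the WT host libraries 20512404 to 66414390. The labels give the embryos as E8.5 and the paper as E8.25 to E8.5. The authors counted UMIs with Cell Ranger 6.0.1 on mm10, kept cells by their number of UMIs and genes and their mitochondrial and ribosomal percentages, removed doublets, and transferred cell type labels from the atlas. The deposited table has 1 row per cell with these labels and quality measures and no gene counts. From it, cells were counted per library and per cell type, with the authors' combined annotation of 42 labels. Visceral endoderm, ExE endoderm, ExE ectoderm and parietal endoderm were set aside as the authors did for their abundance tests, which left 8561 Eomes-KO and 19284 WT host epiblast-derived cells as the denominators. Types with at least 10 cells were compared between genotypes with edgeR's quasi-likelihood test, with each library as 1 replicate, so a log2 fold change compares shares of epiblast-derived cells and a lineage that is lost raises the shares of those that remain. The paper's own test has the embryo pool as a further term. The library names in the table do not say which pool a library came from, so genotype was the only term here.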

The transcriptional profiles of WT and Eomes-KO cells from chimeric embryos were aligned with a gastrulation reference atlas,^17^ enabling cell type annotation and identification of cellular and molecular disruptions caused by Eomes-KO (Figures 3B and S3G).

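The median number of UMIs per cell was 8901, 16995, 19296 and 32559.5 in the Eomes-KO libraries and 5124, 8352.5, 10758 and 11002 in the WT host libraries. The difference of the means did not pass an exact permutation test of 4 against 4 libraries (two-sided p = 0.086, adjusted p = 0.17 over 4 quality measures). Median genes per cell were 4167 ± 1110 (SD, n = 4) in Eomes-KO and 2713.0 ± 511 (SD, n = 4) in WT host libraries. Mitochondrial transcripts took a median 1.61% ± 0.274 (SD, n = 4) of UMIs in Eomes-KO and 1.69% ± 0.231 (SD, n = 4) in WT host libraries. The label score, the fraction of a cell's 15 nearest atlas cells that carry its label, had a median of 0.867 in every Eomes-KO library. It was 0.933 in 1 WT host library and 1 in the other 3 (exact permutation test, two-sided p = 0.029, the smallest that 4 against 4 allow). Within single lineages the scores did not pass exact permutation tests over 4 lineages. They were 0.908 ± 0.032 (SD, n = 4) in Eomes-KO against 1 in WT host libraries for the allantois lineage and 0.85 ± 0.033 against 0.967 ± 0.038 for neural ectoderm (exact tests, adjusted p = 0.057 each), 0.8 against 0.75 ± 0.033 for posterior mesoderm (adjusted p = 0.19) and 0.883 ± 0.033 against 0.908 ± 0.074 for caudal progenitors (adjusted p = 0.71). For the allantois lineage and neural ectoderm the exact p before correction was 0.029, the smallest possible. Their failure to pass is therefore no evidence of equal scores.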

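Erythroid cells, the primitive red blood cells of the yolk sac, were the most frequent type at 23.4% ± 7.27 (SD, n = 4 libraries) of epiblast-derived WT host cells. They were followed by forebrain, midbrain and hindbrain at 11.1% ± 2.28 and by surface ectoderm at 6.77% ± 1.84. Non-epiblast lineages, the trophoblast-derived ectoderm and primitive endoderm derivatives that surround the embryo, made up 4.33% of all WT host cells (873 of 20157, exact binomial 95% interval 4.05% to 4.62%, which covers counting error only), or 1.44% (207 of 14338) without the WT host library of 5819 cells, left out after the data were seen. Among them over all 4 libraries were 659 ExE ectoderm, 119 parietal endoderm, 50 visceral endoderm and 45 ExE endoderm cells.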

WT cells successfully mapped to the ectodermal, mesodermal, and endodermal cell types typically found in E8.25 embryos, as well as non-epiblast-derived lineages such as extraembryonic endoderm and ectoderm (Figure 3B). By contrast, Eomes-KO cells fail to form non-epiblast-derived lineages, reflecting the restricted potency of ESC (Figure 3B). 

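Only 5 of 8566 Eomes-KO cells carried a non-epiblast label, a share of 0.0584% (exact binomial 95% interval 0.019% to 0.136%). They were 1 ExE ectoderm, 2 ExE endoderm, 1 parietal endoderm and 1 visceral endoderm cell. The largest Eomes-KO library, with 3465 cells, held none, where the floor of 3 cells is a share of 0.0866%. Per library the share was 0.114% ± 0.121 (SD, n = 4) in Eomes-KO and 3.75% ± 5.15 (SD, n = 4) in WT host cells, and every Eomes-KO library lay below every WT host library (exact permutation test, two-sided p = 0.029). The wide spread among WT host libraries came from 1 library at 11.4%, while the other 3 lay between 0.787% and 1.91%. Without that library of 5819 cells, the difference of the means, Eomes-KO minus WT host, was -1.07 percentage points in place of -3.64.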

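Of 33 cell types compared, 16 made up a lower and 7 a higher share of Eomes-KO than of WT host epiblast-derived cells, and 10 did not pass an adjusted p of 0.05 in edgeR's quasi-likelihood test. Most types were grouped into 9 lineages fixed before the data were examined, and all 9 passed. Outside them, as single types, stayed 1021 Eomes-KO and 3523 WT host cells, mostly surface ectoderm, paraxial mesoderm, mesenchyme, amniotic ectoderm and YS mesothelium. YS blood and endothelium, endoderm with notochord, anterior mesoderm, endothelium outside the yolk sac and allantois, neural ectoderm and non-epiblast lineages were lower. Posterior mesoderm, the allantois and caudal progenitors were higher. Endothelium outside the yolk sac and allantois, which joins embryo proper, venous and endocardial cells, had a log2 fold change of -2.61 (standard error 0.94, adjusted p = 0.014). Mesenchyme fell by 2.59 on the log2 scale (standard error 0.44, adjusted p = 8.0e-05). YS mesothelium counted 87 WT host cells and no Eomes-KO cell, a share at least 12.9-fold lower against a floor of 3 cells over the group. Caudal progenitors, which join NMPs, caudal epiblast and PGCs, had a log2 fold change of 1.07 (standard error 0.24, adjusted p = 0.00057). Against these fold changes, those of the lineages had a median shift on the log2 scale of 0.51 under TMM, -0.87 under DESeq2's ratio and 1.46 under its poscounts size factors, and those of the cell types of -0.14, -0.90 and 0.61. Under TMM scaling, endothelium outside the yolk sac and allantois had a log2 fold change of -2.06 (adjusted p = 0.061) and neural ectoderm -0.25 (adjusted p = 0.39, against -0.75 in the main fit). Under DESeq2's poscounts size factors, the former had -1.15 (adjusted p = 0.21) and neural ectoderm turned to 0.55 (adjusted p = 0.12). Under DESeq2's ratio size factors, caudal progenitors had 0.19 (adjusted p = 0.29). The same factors gave larger falls for neural ectoderm (-1.61, adjusted p = 4.0e-07) and for endothelium outside the yolk sac and allantois (-3.54, adjusted p = 5.3e-05). Each of these 3 lineages therefore did not pass under every scaling.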

To investigate statistical differences in the contribution of WT versus Eomes-KO cells to various cellular populations, we performed neighborhood-level differential abundance testing (Figures 3C and S3H).^41^ Consistent with previous fate mapping and functional studies,^8–10^ Eomes-KO cells were deficient in generating gut tube and anterior mesodermal derivatives, such as cranial and pharyngeal mesoderm and cardiomyocytes (Figures 3B and 3C). However, Eomes-KO cells efficiently contribute to posterior mesodermal derivatives, including caudal and somitic mesoderm, although formation of paraxial mesoderm was impaired (Figures 3B and 3C).

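Gut, definitive endoderm, notochord, cardiomyocytes and pharyngeal mesoderm all made up a lower share of Eomes-KO than of WT host cells. Gut counted 10 Eomes-KO and 793 WT host cells, or 0.102% ± 0.076 (SD, n = 4) against 4.12% ± 0.74 (SD, n = 4) of epiblast-derived cells, a log2 fold change of -5.11 (standard error 0.51, adjusted p = 4.9e-07 from edgeR's quasi-likelihood test). Definitive endoderm counted no Eomes-KO cell against 64 WT host cells, a share at least 9.47-fold lower against a floor of 3 cells over the group. The notochord, the axial rod that patterns the neural tube, counted 1 against 58 cells, a WT host share 25.7 times that of Eomes-KO (exact 95% counting interval 4.44 to 1034). Cardiomyocytes, the contractile cells of the heart tube, counted 2 against 423 cells, a WT host share 93.9 times that of Eomes-KO (exact 95% counting interval 25.8 to 778). Pharyngeal mesoderm, which contributes to the heart and head muscles, kept 53 cells against 1010, a log2 fold change of -3.03 (standard error 0.42, adjusted p = 1.5e-05 from the same test). Cranial mesoderm has a label of its own only in the extended atlas annotation, where it counted 270 WT host cells and no Eomes-KO cell. As shares of all retained cells relative to WT host cells, 12.3% (95% interval 9.19% to 16.3%) of the pharyngeal mesoderm share and 2.97% (1.42% to 5.49%) of the gut share remained, against 1.35% (0.437% to 3.16%) for non-epiblast lineages, a value that was 4.04% without the WT host library of 5819 cells. Endoderm with notochord as one lineage had a log2 fold change of -5.16 with the combined labels and of -2.12 with the extended ones (edgeR, adjusted p = 3.2e-06 and 0.00026), where 93 Eomes-KO cells were labelled pharyngeal endoderm, 90 of them surface ectoderm in the combined annotation.

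**Figure D1:**
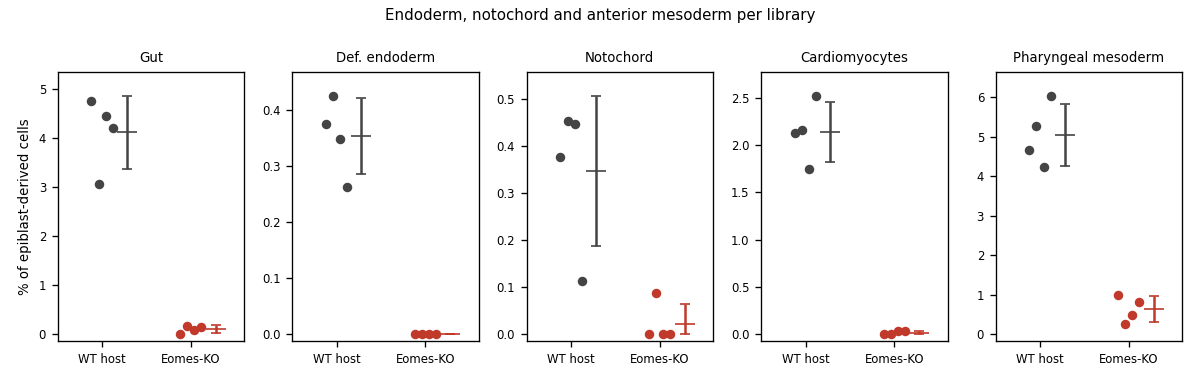
Share of epiblast-derived cells (%, vertical axis of each panel) labelled gut, definitive endoderm, notochord, cardiomyocytes and pharyngeal mesoderm in each WT host (dark grey) and Eomes-KO (red) library. Points are libraries, bars the mean and SD of 4, with lower bars ending at 0. Gut averages 4.12% in WT host and 0.102% in Eomes-KO libraries.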

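Posterior mesoderm as a lineage, which joins lateral plate, intermediate, caudal and somitic mesoderm and leaves out paraxial mesoderm, made up 45.8% ± 7.82 (SD, n = 4) of epiblast-derived Eomes-KO cells and 12.0% ± 2.28 (SD, n = 4) of WT host cells, a log2 fold change of 1.93 (standard error 0.23, adjusted p = 2.3e-06 from edgeR's quasi-likelihood test). With paraxial mesoderm joined to it, an alternative chosen after the data were seen, it made up 45.9% ± 7.79 and 17.6% ± 2.29, a log2 fold change of 1.38 (standard error 0.18, adjusted p = 9.7e-06). Without paraxial mesoderm, its size depended on the scaling, at 1.05 under DESeq2's ratio and 3.44 under its poscounts size factors (adjusted p = 3.7e-05 and 3.5e-18). Caudal mesoderm, at the tail end of the embryo, rose from 0.955% ± 0.546 to 5.31% ± 1.83 (SD, n = 4 each), a log2 fold change of 2.45 (standard error 0.44, adjusted p = 0.00013). Intermediate mesoderm, from which the kidney forms, rose from 4.51% ± 1.15 to 16.6% ± 2.27, a log2 fold change of 1.88 (standard error 0.28, adjusted p = 2.7e-05). Somitic mesoderm stood at 4.12% ± 1.84 in Eomes-KO and 2.90% ± 0.745 in WT host cells (log2 fold change 0.49, standard error 0.41, adjusted p = 0.29), and under DESeq2's ratio size factors its log2 fold change was -0.56 (adjusted p = 0.28). Paraxial mesoderm went the other way. It fell to 11 cells against 1074, or 0.129% ± 0.034 against 5.63% ± 0.599, a log2 fold change of -5.42 (standard error 0.44, adjusted p = 4.2e-08). In the extended annotation, whose labels cover other cells, paraxial mesoderm counted 92 Eomes-KO and 379 WT host cells and caudal mesoderm 48 and 60. Further labels there include presomitic mesoderm (768 and 338), anterior somitic tissues (3 and 264) and dermomyotome (3 and 165). Neuro-mesodermal progenitors (NMPs) were 3.95% ± 1.37 of Eomes-KO and 3.59% ± 1.49 of WT host cells (log2 fold change 0.15, adjusted p = 0.71), with a sign that depended on the scaling. Caudal epiblast had a log2 fold change of 1.41 (standard error 0.47, adjusted p = 0.013), and the value was 1.35 without the WT host library of 8133 cells (adjusted p = 0.057) and 0.56 under DESeq2's ratio size factors (adjusted p = 0.22). With only the 17 types that were not lower in the denominator, chosen from the result itself, the edgeR log2 fold changes were 1.17 for caudal mesoderm (adjusted p = 0.060), 0.13 for caudal epiblast (0.82), 0.57 for intermediate mesoderm (0.041), -0.88 for somitic mesoderm (0.071) and -1.27 for NMPs (0.0085).

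**Figure D2:**
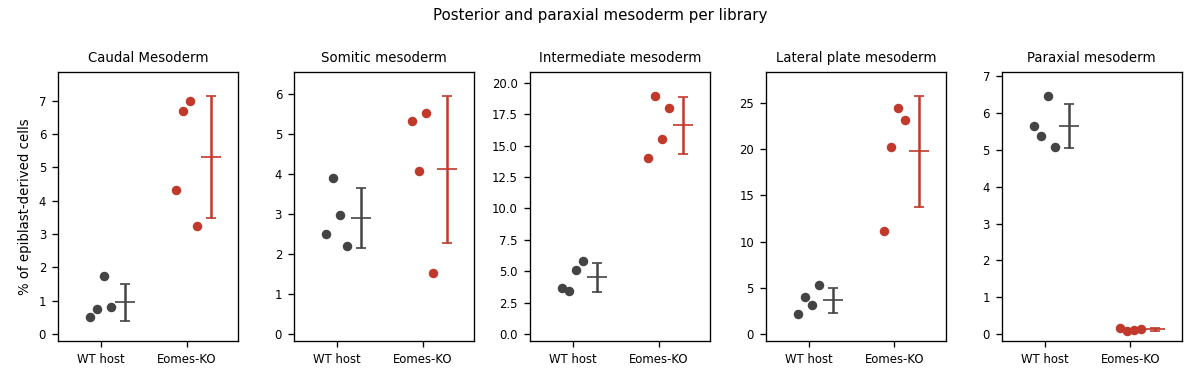
Share of epiblast-derived cells (%, vertical axis of each panel) labelled caudal, somitic, intermediate, lateral plate and paraxial mesoderm in each WT host (dark grey) and Eomes-KO (red) library. Points are libraries, bars the mean and SD of 4. Caudal mesoderm averages 0.955% in WT host and 5.31% in Eomes-KO libraries, and paraxial mesoderm 5.63% and 0.129%.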

Notably, Eomes-KO cells failed to form YS endothelium and blood progenitors but were able to generate allantois and allantois endothelial cells (Figures 3B and 3C), aligning with the block in YS differentiation observed in our EB model system. 

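Cells of the yolk sac were missing from Eomes-KO libraries, while those of the allantois were present. YS endothelium counted 51 WT host cells and no Eomes-KO cell, blood progenitors 1 and 2 counted 61 and 408 against 0 each, and erythroid cells counted 4069 against 1. With a floor of 3 cells over the group, the Eomes-KO share was at least 7.55-fold lower for YS endothelium, 9.03-fold lower for blood progenitors 1 and 60.4-fold lower for blood progenitors 2. The single erythroid cell makes the WT host share 1806 times that of Eomes-KO (exact 95% counting interval 324 to 71367). The adjusted p values from edgeR's quasi-likelihood test were 0.005, 0.0028, 1.3e-05 and 2.3e-09 in that order. EMPs, the erythro-myeloid progenitors of the yolk sac, counted 16 WT host cells and no Eomes-KO cell, which did not pass the test (adjusted p = 0.078, and 0.032 with no filter on rare types). In the extended annotation, whose labels cover other cells, EMPs counted 103 WT host cells and no Eomes-KO cell. That label was not compared by name. The allantois, the bud of extraembryonic mesoderm that forms the umbilical vessels, rose from 3.10% ± 1.19 to 12.7% ± 2.55 of epiblast-derived cells (SD, n = 4 each), a log2 fold change of 2.02 (standard error 0.33, adjusted p = 6.8e-05). It was 1.12 under DESeq2's ratio and 2.66 under its poscounts size factors (adjusted p = 0.0041 and 7.4e-09). Allantois endothelium counted 179 Eomes-KO and 247 WT host cells, or 1.39% ± 1.37 against 1.27% ± 0.311, and did not pass the test (log2 fold change 0.28, standard error 0.63, adjusted p = 0.70). The Eomes-KO libraries differed in it, with 83 and 91 cells in those of 3465 and 3346 cells, 5 in that of 1153 and none in that of 602, and the sign of its fold change depended on the scaling (-0.61 under DESeq2's ratio size factors, adjusted p = 0.36). With only the 17 types that were not lower in the denominator, chosen from the result itself, edgeR gave log2 fold changes of 0.74 for the allantois (adjusted p = 0.039) and -1.05 for allantois endothelium (0.18). EMPs passed as lower there (adjusted p = 0.033), but with no Eomes-KO cell the size of their fall is not known. Of all endothelial cells, 85.2% in Eomes-KO (179 of 210, exact binomial 95% interval 79.7% to 89.7%) and 38.1% in WT host libraries (247 of 649, 34.3% to 41.9%) were allantois endothelium. Over the 3 Eomes-KO libraries with endothelial cells and the 4 WT host libraries, every Eomes-KO value was higher (exact permutation test, two-sided p = 0.057, the smallest that 3 against 4 allow). Venous endothelium fell to 9 cells against 165 (log2 fold change -3.12, standard error 0.73, adjusted p = 0.0011) and embryo proper endothelium to 22 against 177 (log2 fold change -1.95, standard error 0.65, adjusted p = 0.013). Embryo proper endothelium did not pass with doublet scores under 0.25 (adjusted p = 0.16) or under DESeq2's poscounts size factors (log2 fold change -1.25, adjusted p = 0.088). The paper reasons from the failure to form YS endothelium and blood progenitors, beside the presence of allantois and allantois endothelium, to a role of Eomes in the yolk sac that the allantois does not share (Fig. 3), and it sets this beside the block in its EB model.

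**Figure D3:**
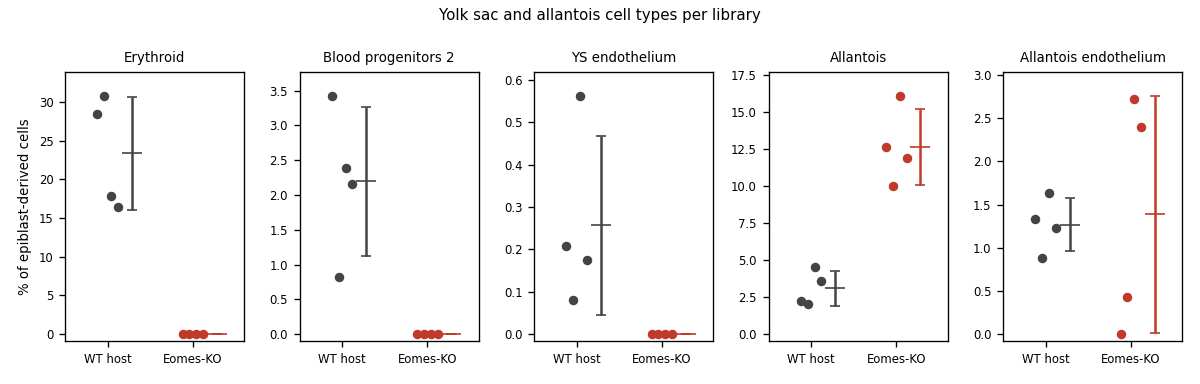
Share of epiblast-derived cells (%, vertical axis of each panel) labelled erythroid, blood progenitors 2, YS endothelium, allantois and allantois endothelium in each WT host (dark grey) and Eomes-KO (red) library. Points are libraries, bars the mean and SD of 4, with lower bars ending at 0. Blood progenitors 2 and YS endothelium are at 0 in the 4 Eomes-KO libraries, and allantois averages 12.7% there against 3.10% in WT host libraries.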

The transcriptional profiles of Eomes-KO versus WT allantois endothelium were highly concordant (Figure S3I; Table S2); however, numerous genes were differentially expressed in allantois and lateral plate mesoderm cell populations (Figure S3I; Table S2). Finally, to corroborate our chimera-seq findings, we additionally performed whole-mount immunofluorescence confocal imaging of Eomes-KO chimeric embryos, which confirmed a complete absence of tdTomato+ Eomes-KO cells in the YS but a significant contribution to the allantois, including Pecam1+ allantois endothelium (Figures 3D and S4A; Video S1).

### Eomes and T play distinct and compensatory roles during ExEM formation

During gastrulation, T expression begins shortly after Eomes in the proximal posterior epiblast and the nascent mesoderm along the length of the PS.^10^ It is subsequently observed in various mesodermal derivatives, such as the cell population at the base of the allantoic bud, including the PGCs,^42^ as well as in the notochord and neuro-mesodermal progenitors (Figure 4A).^5,7,11,17^ We previously conducted scRNA-seq on T-KO chimeric embryos at E8.5.^14^ Reanalysis of these data identifies no evident disruption of YS blood and endothelium, cells, or allantois cell types, including allantois endothelium (Figure 4B). These findings are consistent with earlier studies that show T-deficient ESC can contribute to the developing allantois region in chimeric embryos at E8.25.^16^ Chorio-allantois fusion, which occurs at slightly later developmental stages, is impaired in highly chimeric T-deficient allantoizes, mimicking T-null embryos.^15,43^

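In the Eomes-KO chimeras, lateral plate mesoderm, the sheet next to the allantois that lines the body cavity, was the most frequent label among Eomes-KO cells. It made up 19.7% ± 5.99 of their epiblast-derived cells and 3.65% ± 1.34 of those of the WT host (SD, n = 4 each), a log2 fold change of 2.43 (standard error 0.34, adjusted p = 1.5e-05 from edgeR's quasi-likelihood test), or 1.43 under DESeq2's ratio size factors (adjusted p = 0.0024) and 1.11 by edgeR with only the 17 types that were not lower in the denominator, chosen from the result itself (adjusted p = 0.00029). Joined as one lineage, allantois and allantois endothelium had a log2 fold change of 1.69 (standard error 0.29, adjusted p = 7.0e-05 from the same test), or 0.81 under DESeq2's ratio and 3.24 under its poscounts size factors (adjusted p = 0.015 and 2.6e-17). Of the cells of this lineage, those mapped to E7.75, E8.0, E8.25 and E8.5 of the atlas made up 2.34% ± 1.20, 18.1% ± 6.58, 51.3% ± 4.88 and 28.2% ± 9.66 in Eomes-KO and 4.60% ± 2.10, 25.9% ± 2.54, 42.8% ± 7.65 and 26.6% ± 11.4 in WT host libraries (SD, n = 4 each). None of these passed the exact permutation test (adjusted p = 0.25, 0.21, 0.26 and 0.84 over 20 tests). The smallest exact p that 4 against 4 libraries allow is 0.029, so no single difference can pass over 20 tests on its own. Failing the test does not show that the mapped stages are alike. T-KO chimeras were not analysed here.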

Several ExEM populations, including the allantois, allantois endothelium, and the lateral plate mesoderm, form successfully in both Eomes-KO and T-KO chimeric embryos (Figures 3C and 4B). Interestingly, Eomes-KO alters the transcriptomes of allantois and lateral plate mesoderm cells, while equivalent cells in T-KO chimeras remain largely unaffected (Figure 4C). The formation and molecular characteristics of Eomes-KO and T-KO allantois endothelium, however, are highly similar and not disrupted (Figure 4C). Therefore, disrupting T alone does not impact the formation or the transcriptional properties of YS or allantois cell types. Rather, neuro-mesodermal progenitors (NMPs) are the major cell type transcriptionally dysregulated in T-KO chimeras (Figures 4B and 4C). By contrast, Eomes is essential for the formation of YS cell types, and, while Eomes-KO allantois cells are specified, they exhibit aberrant gene expression profiles that may impact downstream functional properties.

Disrupting both Eomes and T simultaneously completely blocks intra-embryonic mesoderm formation in ESC models^12,13^; however, the impact on specification of ExEM lineages has not been formally explored. In line with our transcriptional analyses of single KO chimeras, imaging confirms that T-KO tdTomato+ and Eomes-KO tdTomato+ ESC contributed to the allantois region in E8.25 chimeric embryos, including Pecam1+ allantoic endothelium (Figures 3D, 4D, S4A–S4C, and S4E; Videos S2A and S2B). In striking contrast, Eomes/T double-KO (dKO) tdTomato+ ESC were absent from both the allantois and YS, indicating a complete block in the ability of Eomes/T dKO ESC to form cell types of these extraembryonic tissues (Figure 4D; Videos S2A and S2B). Furthermore, depleting Eomes protein in Runx1^Venus^ Eomes^mCherry-degron^ T-KO EBs blocked the production of KDR+ and/or PDGFRA+ mesodermal cell populations (Figures 4E and S4B–S4D). Together, these findings demonstrate that while individual KO of Eomes or T does not disrupt the initial generation of allantois mesodermal cells, simultaneous disruption of both T-box factors does.

To further explore the interplay between Eomes and T, we compared the Eomes-KD and WT molecular profiles along allantois differentiation in our *in vitro* multiomics dataset. Notably, in the absence of Eomes, T RNA expression is upregulated during early allantois differentiation (Figure S4F; Table S1). Additionally, we identified a cluster of chromatin regions that exhibit increased accessibility upon Eomes-KD, of which approximately 60% are bound by T in a previously published Eomes/T ChIP-seq dataset from Tosic et al.^13^ (Figure S4G, cluster 3; Table S1). These analyses highlight putative T-bound chromatin regions that may compensate for loss of Eomes and facilitate allantois differentiation, providing insights for future studies into this regulatory interplay.

## Discussion

The specification and diversification of ExEM lineages are crucial for the growth and development of the mammalian embryo within the uterine environment. Here, we show a robust EB model mimics temporal induction of ExEM subtypes that arise during gastrulation, generating cell populations that adopt distinct YS or allantoic ExEM fates. Using this system, we identify TFs, signaling pathways, and chromatin accessibility changes associated with the emergence of two major ExEM trajectories. Additionally, we identify a mesenchyme population that potentially represents precursors of two additional ExEM lineages, the amnion and chorion. Our model, therefore, highlights unexpected mesodermal and endothelial diversity during EB differentiation, thus enabling a more precise interpretation of stem cell differentiation pathways, which is essential for downstream therapeutic applications.

Using a degron-based approach in our EB model, alongside validation experiments in chimeric embryos, we identify a seminal role for Eomes in directing specification of YS but not allantoic fates. Eomes depletion induces premature activation of TFs and signaling pathways associated with later stages of allantois formation, suggesting Eomes likely represses allantoic ExEM specification in the early posterior PS when YS formation predominates. Notably, our work identifies a downstream network of hematovascular TFs that Eomes activates, including Mixl1, Mesp1, and the key regulator Etv2, in agreement with a recent study showing Etv2 upregulation upon Eomes overexpression in a similar EB model system.^44^ Etv2 is an upstream component of the transcriptional hierarchy regulating induction of hematovascular fate in the embryo proper, YS, and allantois.^26,36–38^ Here, we show that Eomes controls Etv2 expression at the onset of YS ExEM specification prior to KDR expression, but not during allantois endothelial formation (Figure 4F). Therefore, we demonstrate that distinct regulatory mechanisms drive Etv2 expression in diverse ExEM lineages and place Eomes at the top of a transcriptional hierarchy specifically regulating YS hematovascular formation.

The T-box family TFs Eomes and T exhibit distinctive expression patterns during murine gastrulation. Eomes is transiently expressed in ExEM precursors that traverse the posterior PS starting at E6.5, while T appears slightly later throughout the PS and nascent mesoderm.^10^ Unlike Eomes, which is crucial for cardiac^9^ and YS mesoderm specification, T directs mesodermal formation from NMPs, facilitating posterior axis extension.^14–16^ Our chimera studies show that neither TF individually has roles in the initial formation of the allantois mesoderm. Previous studies have shown that disrupting both TFs completely blocks intraembryonic mesoderm formation, pointing to partial redundancy.^12,13^ Importantly, our study demonstrates similar redundancy applying to the extraembryonic compartment, since elimination of both Eomes and T ablates ExEM formation both *in vitro* and *in vivo*. Our integrative analysis with ChIP-seq datasets suggests that increased T activity upon Eomes loss-of-function compensates for allantois mesoderm specification.

Altogether, our findings suggest Eomes and T likely act in a balancing mechanism to control YS versus allantois mesoderm specification as the PS elongates and their expression patterns shift during gastrulation. While this study sheds light on their partially redundant roles, further research is needed to fully elucidate the molecular mechanisms underpinning this balance. Importantly, the comprehensive datasets and EB model we provide offer a robust foundation for further investigations into the genetic networks that specify and pattern extraembryonic tissues—an often overlooked but crucial aspect of embryogenesis.

### Limitations of the study

We delineate the molecular dynamics of YS and allantois differentiation using *in vitro* datasets; however, direct comparison to *in vivo* references is constrained by limited single-cell data for this developmental window and ground truth lineage information. The Eomes and T ChIP-seq data in Figure S4G, generated in a different *in vitro* system,^13^ may not fully capture their chromatin binding dynamics during ExEM differentiation.

## Resource Availability

### Lead contact

Further information and requests for resources should be directed to and will be fulfilled by the lead contact, Berthold Gottgens ().

### Materials availability

Cell lines and other reagents generated in this study are available upon request from the lead contact, and other materials in this study are commercially available.

## Star★Methods

Detailed methods are provided in the online version of this paper and include the following:

- KEY RESOURCES TABLE
- EXPERIMENTAL MODELS AND STUDY PARTICIPANTS
  ○ ESC genetic modification using CRISPR-Cas9
  ○ ESC maintenance
  ○ In vitro hematovascular EB differentiation protocol
  ○ Chimera generation
- METHOD DETAILS
  ○ Western blot
  ○ Flow cytometry
  ○ Collecting EB samples for 10x multiomics and flow cytometry
  ○ Nuclear extraction and 10x genomics multiome library preparation
  ○ *In vitro* RNA+ATAC Multiome pre-processing
  ○ *In vitro* RNA+ATAC Multiome wild-type analysis
  ○ *In vitro* RNA+ATAC Multiome Eomes knock-down analysis
  ○ Chimera imaging
  ○ Chimera-seq analysis
- QUANTIFICATION AND STATISTICAL ANALYSIS

## Star★Methods

### Key Resources Table

**Table:** 

REAGENT or RESOURCE	SOURCE	IDENTIFIER
Antibodies		
Pecam/CD-31 rat IgG antibody	BD Pharmingen	Cat# 550274; RRID: AB_393571
RFP rabbit IgG	Rockland antibodies	Cat# 600-401-379
Alexa Fluor 594 donkey anti-rabbit IgG	Invitrogen/Life Technology	Cat# A21207; RRID: AB_141637
Alexa Fluor 488 donkey anti-rat IgG	Invitrogen/Life Technology	Cat# A21208; RRID: AB_2535794
polyclonal HRP conjugated Anti-goat IgG	abcam	Cat# ab6741; RRID: AB_955424
polyclonal HRP conjugated Anti-rat IgG	Cell Signaling	Cat# 7077S; RRID: AB_10694715
Anti-T goat polyclonal	Santa Cruz	Cat# sc-17745; RRID: AB_2200243
Anti-EOMES rat monoclonal	Thermo Fisher	Cat# 14-4875-82; RRID: AB_11042577
Alexa Fluor™ 488 anti-EOMES rat monoclonal	Invitrogen	Cat# 53-4875-82; RRID: AB_10854265
Pe/Cy7 anti-mouse FLK-1	BioLegend	Cat# 136414; RRID: AB_2561606
BV605 rat anti-mouse PDGFRA	BD Biosciences	Cat# 740380; RRID: AB_2740111
APC anti-mouse DLK1	R&D Systems	Cat# FAB8634A; RRID: AB_2890004
Pe/Cy7 anti-mouse CDH5	Thermo Fisher Scientific	Cat# 25-1441-82; RRID: AB_2573402
APC anti-mouse CD41	Thermo Fisher Scientific	Cat# 17-0411-82; RRID: AB_1603237
Chemicals, peptides, and recombinant proteins		
Vectashield mounting medium with DAPI	Vector Laboratories	Cat# H-1200
DAPI	BD Bioscience	Cat# 564907
eBioscience™ Fixable Viability Dye eFluor™ 450	Invitrogen	Cat# 65-0863-14
PD0325901	Synthesized by the MRC Protein Phosphorylation Unit, Division of Signal Transduction Therapy at the University of Dundee, UK	N/A
CHIR99021	Synthesized by the MRC Protein Phosphorylation Unit, Division of Signal Transduction Therapy at the University of Dundee, UK	N/A
LIF	Millipore	Cat# ESG1107
Recombinant human VEGF	R&D Systems	Cat# 293-VE
Recombinant human BMP4	R&D Systems	Cat#314-BP
Recombinant human/mouse/rat Activin A	R&D Systems	Cat# 338-AC
dTAG-13	Tocris / Bio-Techne	Cat# 6605
β-mercaptoethanol	Sigma-Aldrich	Standard reagent
TrypLE Express	Thermo Fisher Scientific	Cat# 12605010
Neurobasal media	Gibco	Cat# 21103049
DMEM/F12	Gibco	Cat# 11320033
B27	Gibco	Cat# 17504044
BSA	Gibco	Cat# 15260037
Pen/Strep	Thermo Fisher Scientific	Cat# 15140122
L-glutamine	Thermo Fisher Scientific	Cat# 25030024
DMSO	Merck	D2650-100ML
Critical commercial assays		
DC™ Protein Assay Kit I	Biorad	Cat# 5000111
Laemmli buffer	Biorad	Cat# 1610747
EveryBlot blocking buffer	Biorad	Cat# 12010020
ECL™ prime Western Blotting Detection Reagent	Sigma-Aldrich	Cat# GERPN2236
eBioscience™ Fixable Viability Dye eFluor™ 450	Invitrogen	Cat# 65-0863-14
eBioscience™ Foxp3/Transcription Factor Staining Buffer Set	Invitrogen	Cat# 00-5523-00
Deposited data		
*In vivo* Eomes chimera 10x scRNA-seq	This paper	GEO: GSE274166
*In vitro* differentiation 10x genomics RNA+ATAC	This paper	GEO: GSE274167
*In vitro* chromatin accessibility profiles	This paper	https://genome.ucsc.edu/s/Barttheeuwes/Theeuwes_Harland_vitro_multiome
Code for all bio-informatics analysis	This paper	https://github.com/BartTheeuwes/Eomes_ExEM
Experimental models: Cell lines		
tdTomato-wildtype mESCs	Pijuan-Sala et al.^17^	N/A
T-KO tdTomato mESCs	Guibentif et al.^14^	N/A
Eo-KO tdTomato mESCs	This paper	N/A
Eo/T-KO tdTomato mESCs	This paper	N/A
E14 Runx-Venus Eo^deg/deg^ (clone G9)	Bisia et al.^34^	N/A
E14 Runx-Venus Eo^deg/deg^ T-null (clones G9/A11, G9/F9)	This paper	N/A
Experimental models: Organisms/strains		
C57BL/6 wildtype mice	Charles River	C57BL/6J
Oligonucleotides		
Alt-R® CRISPR-Cas9 tracrRNA	IDT DNA	N/A
Alt-R CRISPR-Cas9 crRNA: Mm.Cas9.T.1.AD [sequence(PAM)] [GGTGGTCCACTCGGTACTGC(AGG)]	IDT DNA	N/A
ssODN:t*c*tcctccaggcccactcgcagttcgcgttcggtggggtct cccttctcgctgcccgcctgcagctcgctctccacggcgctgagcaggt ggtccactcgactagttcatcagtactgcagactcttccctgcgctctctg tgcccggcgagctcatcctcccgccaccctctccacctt*c*c	IDT DNA	N/A
Primer AB_289: CTCCGCAGAGTGACCCTTTT	IDT DNA	N/A
Primer AB_290: TACCTGCCGTTCTTGGTCAC	IDT DNA	N/A
Alt-R CRISPR-Cas9 crRNA: gRNA#2 [sequence(PAM)] [GGTTTGCAGCAGGCGATTTG(TGG)]	Harland et al.^10^	N/A
Alt-R CRISPR-Cas9 crRNA: gRNA#3 [sequence(PAM)] [AGAGGCATCCCGGCACCCTG(AGG)]	Harland et al.^10^	N/A
ssODN#2 (SphI): C*C*CTCTTAACCTCCCTCCCCATG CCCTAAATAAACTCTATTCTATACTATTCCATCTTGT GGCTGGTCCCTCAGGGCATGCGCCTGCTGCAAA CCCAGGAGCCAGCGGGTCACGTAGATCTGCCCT CAAGGGTTCATTCCCAAATTTCCATC*T*C	Harland et al.^10^	N/A
ssODN#3 (SpeI): C*C*CTCTTAACCTCCCTCCCCATG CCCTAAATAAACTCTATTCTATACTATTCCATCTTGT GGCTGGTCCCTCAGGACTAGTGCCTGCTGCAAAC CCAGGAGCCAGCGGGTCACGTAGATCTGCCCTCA AGGGTTCATTCCCAAATTTCCATC*T*C	Harland etal.^10^	N/A
Software and algorithms		
cellranger-arc	10x Genomics Inc.	N/A
R	N/A	https://www.R-project.org/
Scran	Bioconductor	https://bioconductor.org/packages/release/bioc/html/scran.html
Scuttle	Bioconductor	https://bioconductor.org/packages/release/bioc/html/scuttle.html
Scds	Bioconductor	https://www.bioconductor.org/packages/release/bioc/html/scds.html
Batchelor	Bioconductor	https://bioconductor.org/packages/release/bioc/html/batchelor.html
BiocNeighbors	Bioconductor	https://www.bioconductor.org/packages/release/bioc/html/BiocNeighbors.html
irlba	Cran	https://cran.r-project.org/web/packages/irlba/index.html
Seurat	Cran	https://cloud.r-project.org/web/packages/Seurat/
Scater	Bioconductor	https://www.bioconductor.org/packages/release/bioc/html/scater.html
ArchR	GitHub	https://github.com/GreenleafLab/ArchR
motifmatchr	Bioconductor	https://bioconductor.org/packages/release/bioc/html/motifmatchr.html
MOFA+	Bioconductor	https://www.bioconductor.org/packages/release/bioc/html/MOFA2.html
uwot	Cran	https://cran.r-project.org/web/packages/uwot/
edgeR	Bioconductor	https://bioconductor.org/packages/release/bioc/html/edgeR.html
Slingshot	Bioconductor	https://www.bioconductor.org/packages/release/bioc/html/slingshot.html
TradeSeq	Bioconductor	https://www.bioconductor.org/packages/release/bioc/html/tradeSeq.html
CellRanger	10x Genomics Inc.	N/A
MouseGastrulationData	Bioconductor	https://bioconductor.org/packages/release/data/experiment/html/MouseGastrulationData.html
MiloR	Bioconductor	https://www.bioconductor.org/packages/release/bioc/html/miloR.html
FlowJo (10.10.0)	BD Biosciences	https://www.flowjo.com/
Other		
10x Genomics single-cell 3’ RNA-seq (v3)	10x Genomics Inc.	N/A
10x Genomics Epi Multiome ATAC + Gene Expression	10x Genomics Inc.	N/A

### Experimental Models and Study Participants

#### ESC genetic modification using CRISPR-Cas9

##### Generating TdTomato+ Eo-KO and TdTomato+ Eo/T dKO for chimera-seq

For the generation of TdTomato+ Eo-KO and TdTomato+ Eo/T dKO, two custom crRNAs were used to generate an Eomes loss-of-function allele^8^ as described previously^10^ using TdTomato+^17^ (male) and tdTomato+ T-null ESCs lines^14^ (male), respectively. Briefly, ssODNs were designed that contained a 5′ homology arm upstream of the Eomes intron 1 DNA double-strand break site, followed by insertion of a new EcoRV, Sph1 or Spe1 restriction site and a 3^′^ homology arm located downstream of the Eomes intron 5 DNA break site (key resources table). 10 μl of 2 × 10^4^ ESCs in Buffer R were electroporated with 1 μl of a 1:1 mix of the RNPs and 2 μl of the ssODN. Low-density plating was performed after 72 hours, and after 7–10 days clones were picked and screened using a three-primer PCR strategy that simultaneously amplified the WT allele and the null allele (key resources table). Genotypes of clones were verified using PCR, followed by restriction enzyme digests and Western blotting.

##### Eo-deg T-KO for EB differentiations

Feeder-free E14 Runx-Venus Eomes^deg/deg^ ESCs^34^ were targeted with a Cas9-mediated strategy like that described above, using ssODN template and crRNA guides designed to generate a T-null modification (key resources table). Genotypes of clones were verified using PCR, followed by restriction enzyme digests and Western blotting.

#### ESC maintenance

All TdTomato+ mouse ESC lines were cultured at 37C under 2i+LIF conditions^45^ prior to blastocyst injection for chimera-seq experiments. Runx1^Venus^ Eomes^mCherry-degron^ ESC lines and their derivatives were maintained in feeder free culture conditions in serum + LIF on gelatinized plates.^9^

#### In vitro hematovascular EB differentiation protocol

48-72 hours prior to induction of hematovascular differentiation ESC were washed with PBS and cultured in serum free ESC media containing 50% Neurobasal Media (Gibco, Cat #21103049), 50% DMEM/F12 (Gibco, Cat#11320033), supplemented with 0.5X of both N2 (Gibco, Cat #17502048) and B27 (Gibco, Cat #17504044), 1% Pen/Strep, 1% glutamine, 0.05% BSA (Gibco, Cat #15260037), 1 μM PD0325091, 3 μM CHIR99021 and 1000 U/ml LIF. At day 0 cells were dissociated using TrypLE Express (Thermo Fisher Scientific, Cat# 12605010) and seeded at a density of 1x10^5^ cells/mL in serum-free differentiation (SF-D) media^46^ and cultured on an orbital shaker at 70 rpm for ~18 hours in the absence of growth factors to form EBs. At day 2, EBs were split 1:3 in SF-D media containing recombinant human (rh) VEGF (5 ng ml-1; R&D Systems), rhBMP4 (10 ng ml-1; R&D Systems) and Activin A (5 ng ml-1; R&D Systems) for 48 hr. At day 3, EBs were treated with either DMSO for WT controls or dTAG-13 for Eomes-KD (100 nM, Biotechne Tocris, Cat #6605). At day 4, EBs were split 1:2 in SF-D media containing rhVEGF (5 ng ml-1; R&D Systems), rhBMP4 (10 ng ml-1; R&D Systems) and Activin A (5 ng ml-1; R&D Systems) for 24 hours.

#### Chimera generation

tdTomato-ESC clones used for chimera generation included Eomes-KO (this study), T-KO,^14^ Eomes/T-DKO cells (this study) and wild-type controls.^17^ E3.5 blastocysts (male and female) were derived from wildtype C57BL/6 matings, injected with 4-6 ESC and transferred into 2.5 day pseudopregnant recipient females. This protocol allows the recovery of chimeric embryos with a 5-50% ESC contribution as previously described.^14,17,47^ Chimeric embryos were harvested at E8.5, dissected and processed for either imaging or scRNA-seq. Embryos for scRNA-seq were dissociated using TrypLE Express dissociation reagent (Thermo Fisher Scientific) incubation for 7-10 min at 37°C under agitation followed by sorting of single-cell suspensions into tdTomato+ (KO) and tdTomato-(WT) samples using a BD Influx sorter with DAPI at 1 mg/ml (Sigma) and subsequent 10x Genomics single-cell 3’ RNA-seq (v3). 4 separate Eomes-KO clones were used, and each replicate consists of multiple embryos pooled together from individual clones. Chimeric embryo pool efficiencies ranged from approximately 5 to 30%. All mice were bred and maintained in microisolator cages and provided continuously with sterile food, water, and bedding. All mice were kept in specified pathogen-free conditions. All Experiments were performed in accordance with EU guidelines for the care and use of laboratory animals and under the authority of appropriate UK governmental legislation. Use of animals in this project was approved by the Animal Welfare and Ethical Review Body for the University of Cambridge and University of Oxford, covered by relevant Home Office licences.

### Method Details

#### Western blot

EBs were lysed in RIPA (50 mM Tris pH8.0, 150 mM NaCl, 1% Igepal, 0.5% Na deoxycholate, 0.1% SDS). Protein quantification by Bradford was carried out using DC™ Protein Assay Kit I (BioRad) on a Jenway Genova DNA Life Science Analyzer. Samples were denatured at 98°C for 10 min in Laemmli buffer (BioRad) with 10% β-mercaptoethanol, run on a Mini-Protean® PAGE gel (BioRad) at 90V and transferred onto PVDF membrane for 75 min at 90V. The membrane was rinsed with dH2O, washed in 0.1% TBST (Tris-buffered saline-Tween20) for 10 min, blocked with EveryBlot blocking buffer (BioRad) for 10 min at room temperature incubated with primary antibody on a shaking platform overnight at 4°C, washed with TBST, incubated in secondary antibody, and washed with TBST. ECL prime (Sigma-Aldrich) was added per manufacturer’s instructions and exposed to X-ray film. When required, the membrane was stripped with stripping buffer (2.9 g glycine, 20 ml SDS in 2L H2O, pH 2.2), blocked, washed, and exposed to antibody as above. Antibodies used are listed in the key resources table.

#### Flow cytometry

##### Live flow cytometry

For live flow cytometry, EBs were washed with PBS, dissociated with TrypLE and neutralised with FACS buffer (PBS with 1% Pen/Strep, 2% FCS (fetal calf serum)). Cells were resuspended in FACS buffer containing fluorophore-conjugated antibodies and stained on ice for 30 min. Cells were washed and resuspended in FACS buffer with 1:5,000 DAPI (BD Biosciences) for 15 min on ice, washed and resuspended again in FACS buffer. Antibodies used are listed in the key resources table.

##### Intracellular flow cytometry

For intracellular flow cytometry, EBs were washed with PBS, dissociated with TrypLE and neutralized with FACS buffer (PBS with 1% Pen/Strep, 2% FCS (fetal calf serum)). Next, cells were stained with an eBioscience™ Fixable Viability Dye eFluor™ 450 (Invitrogen, Cat# 65-0863-14) in a 96-well plate for approximately 30 min, washed with PBS and subsequently fixed and permeabilized using the eBioscience™ Foxp3/Transcription Factor Staining Buffer Set (Invitrogen, Cat# 00-5523-00) following manufacturer instructions. Cells were stained with an anti-Eomes AF88 antibody (Invitrogen, Cat# 53-4875-82) at a concentration of 1:400 for 30 min at room temperature, washed and resuspended again in FACS buffer for flow cytometric analyses.

#### Collecting EB samples for 10x multiomics and flow cytometry

In two separate experiments (EB differentiations performed weeks apart) live and intracellular flow cytometry were performed on day 3, 3.5, 4, 4.5 and 5 WT and Eomes-KD EB samples to track the emergence of HE and blood progenitor populations by assessing the expression of key markers: CD41 and Runx1 (blood progenitor markers), CDH5 (endothelial marker), and KDR/PDGFRA (Figure S3). In the same experiments we also performed the 10x Genomics multiomic workflow (Figures 1 and 2), on day 3, 3.5, 4, 4.5 and 5 EB samples. Notably, the start time of the differentiation setup was staggered, which allowed the collection and dissociation of day 3, 3.5, 4, 4.5, and 5 EBs from both DMSO and dTAG treated conditions on the same collection day. After dissociating the EBs into single cells using TrypLE each sample was split: half of the cells were taken for 10x Genomics multiomic workflow and the other half for live and intracellular flow cytometry. Intracellular flow cytometry confirmed the depletion of Eomes protein expression levels after dTAG addition to the cultures in these experiments (Figure S3).

#### Nuclear extraction and 10x genomics multiome library preparation

Cell suspensions in 2 mL eppendorf tubes were centrifuged at 300 xg for 5 min, resuspended in 1 mL of PBS supplemented with 0.04% BSA then filtered using a 40 μM flowmi cell strainer. After centrifuging again, the supernatant was removed and the cell pellet resuspended in 100 μl of ice-cold nuclear extraction (NE) buffer (10 mM Tris pH 7.5, 10 mM NaCl, 3 mM MgCl2, 1% BSA, 0.1% Tween, 1 mM DTT, 1 U/μl RNaseIn (Promega), 0.1% NP40, 0.01% Digitonin) and incubated on ice for 4 min. 1mL of wash buffer (identical to NE buffer but lacking NP40 and digitonin) was added and nuclei were centrifuged at 500 xg for 5 min at 4°C. Nuclei washed twice by resuspension in 1 mL of wash buffer and centifugation at 500 xg for 5 min at 4°C. Nuclei were resuspended in 50 μl of diluted nuclei buffer (10x Genomics) and 1 μl was used to assess quality using a microscope and count nuclei using a Countess II instrument. >99% of nuclei stained positive for trypan blue and the nuclei were found to have the expected morphology. Nuclei were diluted such that a maximum of 16,000 were taken forward for 10x Genomics multiome library preparation. Libraries were prepared using the 10x Genomics Multiome reagents and sequenced on a Novaseq 6000 instrument (Illumina) using the recommended read-lengths.

#### *In vitro* RNA+ATAC Multiome pre-processing

##### Mapping sequencing data

10x Genomics multiome raw base call BCL were first demultiplexed using cellranger-arc mkfastq (Cell Ranger ARC version 2.0.1) to get separate FASTQ files for the GEX (RNA) and ATAC libraries. Next, FASTQ files were mapped to the mm10 reference genome supplied by 10x Genomics (arc-mm10-2020-A-2.0.0) using cellranger-arc count. All downstream processing and analysis were performed in R (v4.2.2). Analysis started with the pre-processing of the RNA data, followed by pre-processing the ATAC and analysis of the combined modalities.

##### scRNA-seq pre-processing

From the scRNA-seq, high quality cells were retained using the following thresholds: log_10_(number of reads) > 3 & < 5, number of genes > 2.5e3 & < 12e3, percentage mitochondrial RNA < 25%, percentage ribosomal RNA < 30%. Count normalization was performed by first calculating size factors using the computeSumFactors function from scran^48^ (Version 1.26.0), where cells were pre-clustered using scran’s quickCluster with method=igraph, minimum and maximum sizes of 100 and 3000 cells per cluster, respectively, followed by logNormCounts from scuttle^49^ (Version 1.8.0). Doublet calling was performed with the scds^50^ (Version 1.14.0) package using the hybrid approach and doublet score > 1.25 as threshold. A total of 35,125 cells passed RNA QC.

##### scRNA label transfer from the scRNA-seq atlas of gastrulation and early organogenesis

Label transfer for cell-type assignment was conducted by mapping to the E6.5 – E8.5 stages of the gastrulation atlas, with additional cell type annotation from an updated extended gastrulation atlas.^17,19^ First, the reference atlas was subset to a maximum of 15,000 cells per embryonic stage, including all cells for the ‘mixed-gastrulation’ stage. Mapping was performed for each sample separately using the batchelor package^51^ (Version 1.14.0), with each sample referred to as the ‘query’. For mapping to the reference atlas, non-informative and batch-effect genes were excluded, including those with names starting or ending with Rik, Mt, Rps, Rpl, or Gm, as well as haemoglobin genes, imprinted genes Grb10 and Nnat. Subsequently, the top 2,500 genes with the highest variability in expression across atlas cell types were selected for integration. Joint normalization was performed using multiBatchNorm with batch being either ‘query’ or ‘atlas’, followed by multiBatchPCA with the same batch variable and d = 50. Batch correction was executed in multiple rounds using ReducedMNN. Initially, the atlas was corrected within each embryonic stage, ordering samples from largest to smallest. This was followed by correcting the atlas between embryonic stages, ordered from latest to earliest. Lastly, batch correction was applied between the reference atlas and the query. Nearest neighbors (NN) of each query cell in the reference atlas were identified using queryKNN from the BiocNeighbors package (Version 1.16.0) with k=25. Cell-type label transfer was then performed by determining the mode of the cell types of the NN, with ties resolved by assigning the cell type of the reference atlas cell closest to the query.

##### scRNA dimensionality reduction

Dimensionality reduction was performed on lognormalized counts by first calculating the top variable genes using Seurat’s^52^ (Version 4.3.0) FindVariableFeatures with nfeatures = 1500 after excluding the same non-informative and batch-effect genes as described above. Next, the number of reads and genes, as well as the percentage of mitochondrial and ribosomal reads were regressed out for the lognormalized counts. PCA was then performed using scater’s^49^ (Version 1.26.0) runPCA with ncomponents = 15.

##### scATAC pre-processing

Full scATAC-seq analysis was performed using the ArchR package^53^ (Version 1.0.1). Arrow files were created from CellRangers fragment files using createArrowFiles using initial, relaxed, quality threshold for the transcription start site enrichment (min/max TSS) and number of frags (min/max Frags): minTSS = 2.5, minFrags = 1e3, and maxFrags = 1e6, while excluding chromosomes ‘chrM’ and ‘chrY’, followed by creation of the ArchR object using the ArchRProject function for the arrow files from all samples. After inspecting quality, cells were retained using the following, more stringent, thresholds: minTSS = 9, maxTSS = 35, and minFrags = 3.5e3, as well as a maximum proportion of reads in blacklisted genomic regions of 0.05. Cells detected as doublets in the RNA were excluded from downstream analysis, while cells that were only detected in the ATAC but not in the RNA, while passing ATAC QC thresholds, were kept. A total of 35,864 cells passed ATAC QC.

##### scATAC peak detection and dimensionality reduction

The mouse genome was split into 500 bp bins to create a count matrix with accessibility per bin for each cell using ArchR’s add-TileMatrix. Next, Latent Semantic Indexing (LSI) dimensionality reduction was performed on the TileMatrix using addIterativeLSI with iterations = 4, varFeatures = 2e4, dimsToUse = 1:30, and clusterParams’ resolution = c(0.4, 1, 2) and maxClusters = NULL. The LSI was used for clustering data using addClusters with resolution = 0.5. Next, insertion coverage files were created for pseudobulked replicates of each TileMatrix LSI cluster and Eomes condition (KD or WT) combination using addGroupCoverages with groupBy = the cluster & condition combination, minCells = 50, maxCells = 5000. These insertion coverage files were used for Macs2 peak calling using the function addReproduciblePeakSet with groupBy = the cluster & condition combination, cutOff = 1e-3, and extendSummits = 300, for peaks with a width of 600 bp. A count matrix for the accessibility of those peaks per cell was created using addFeatureMatrix with the Granges object of the peaks as features, and ceiling = 4. LSI dimensionality reduction was performed on the PeakMatrix in the same way as described above for the TileMatrix, but with varFeatures = 2.5e4, dimsToUse = 1:20.

##### In-silico ChIP of the in vivo multiome atlas of murine embryology

In order to predict TF occupancy at each of the identified peaks from the *in vitro* 10x Genomics multiome data, we implemented the *in silico* ChIP method on the *in vivo* multiome gastrulation atlas as previously described.^18^ Briefly, for all cells that pass quality thresholds in both the RNA and ATAC modality of the *in vivo* data, we first identified high resolution clusters needed to correlate TF expression with peak accessibility. Transcriptomics counts were lognormalised using Scuttle’s logNormCounts, followed by identification of the top 5,000 highly variable genes, ordered by FDR, using Scran’s modelGeneVar function with samples as block. Next, PCA was performed using runPCA with ncomponents = 40 on all HVGs. High resolution clustering was then performed using seurat’s functions FindNeighbors across all PC dimensions and FindClusters with a resolution of 20 in order to identify 222 clusters. These clusters were used to pseudobulk the count matrices for the RNA expression and the ATAC accessibility of the *in vitro* peak set using Scuttle’s aggregateAcrossCells. Pseudobulk matrices were normalized by dividing counts by total counts per cluster, multiplying by 1e6 and adding a pseudocount of 1, followed by taking the natural log. Next, motif detection in the *in vitro* peaks was performed using the cisbp dataset of the chromVARmotifs package (Version 0.2.0). To make motif names consistent with gene names, the Tcfap family was renamed to tfap. Motif annotation was performed using motifmatchr’s (Version 1.20.0) matchMotifs function with out = ‘scores’, p.cutoff = 5e-5, and w = 7. Next, for every TF, we used psych’s (Version 2.2.9) corr.test function to calculate the pearson correlation between the normalized counts of its expression with the normalized counts of the accessibility of peaks containing its respective motif. The *in silico* binding score for each TF to a peak was calculated by multiplying this correlation with the minmax normalized product of the TF motif score of the peak and the maximum normalized accessibility of the peak across all clusters. An *in silico* binding score of > 0.2 was set as a threshold for a peak to be predicted as ‘bound’ by a specific TF. The *in silico* ChIP motif annotation is used for any motif analysis throughout the paper.

##### scATAC ChromVAR

To calculate TF activity on a per-cell basis, we employ ArchR’s ChromVAR implementation using the addDeviationsMatrix function, with the matches being the peak annotation for motifs with a predicted binding score of >0.2. TFs with fewer than 40 peaks predicted to be bound were excluded from downstream analysis.

##### scRNA & scATAC integration

For integration of the scRNA and scATAC modalities, we used the PCA and LSI calculated from the RNA and ATAC, respectively, scaled each component to achieve comparable ranges for both PCA and LSI, and performed MOFA+^54^ (Version 1.8.0) using default settings on the subset of cells that passed QC for both modalities. This resulted in a total of 19 MOFA factors that were used for downstream analysis. UMAP was calculated from MOFA factors using uwot’s (Version 0.1.14) umap function with n_neighbors = 25 and min_dist = 0.15. Clustering was performed on MOFA factors using Seurat’s FindNeighbors with k.param = 35, followed by FindClusters with resolution = 1.5 in order to identify a total of 18 clusters.

Cluster marker genes were identified using Seurat’s FindAllMarkers with min.pct = 0.5, logfc.threshold = 0.5, and only.pos = TRUE. Marker peaks were identified using ArchR’s getMarkerFeatures, followed by motif enrichment using peakAnnoEnrichment with cut-Off = “FDR <= 0.1 & Log_2_FC >= 0.5” and plotting data was retrieved using plotEnrichHeatmap with returnMatrix = TRUE. Clusters with high overlap of transcriptomic markers and motif enrichment in chromatin accessibility markers were grouped together into 11 cell types. Cells annotated as PGCs via label transfer got their separate annotation. Annotation of these cell types is described in the following section (“Wild-type analysis: Cell type specific markers”).

#### *In vitro* RNA+ATAC Multiome wild-type analysis

##### Cell type specific markers

The annotation of the final cell types was based on a combination of marker identification at the transcriptomic and chromatin accessibility level, as well as the proportion of each *in vivo* cell type that the *in vitro* cell types mapped to. Marker genes for the 12 cell types in the WT EBs were identified using Seurat’s FindAllMarkers with min.pct = 0.1, logfc.threshold = 0.5, and only.pos = TRUE. ChromVAR marker motifs were identified using ArchR’s getMarkerFeatures with useSeqnames=“z”, with Figure 1D showing -log_10_(FDR) displayed as the size and chromVAR Z-scores minmax normalized per motif. Marker peaks were identified using ArchR’s getMarkerFeatures, followed by motif enrichment using peakAnnoEnrichment with cutOff = “FDR <= 0.1 & Log_2_FC >= 0.5” and plotting data was retrieved using plotEnrichHeatmap with returnMatrix = TRUE. Atlas cell type label transfer proportions were plotted for the WT samples for each final cell type. Projection of in vitro cells on the Atlas UMAP was performed by taking the UMAP coordinates of their nearest neighbor in the *in vivo* atlas.^17^ Finally, the identified markers in both molecular layers were extensively cross-referenced with the literature, their patterns were matched with published atlases of gastrulation, and *in vivo* label transfer proportions were considered in order to acquire the final cell type label as used throughout the manuscript. Bigwigs for the 12 cell types were generated using ArchR’s getGroupBW with default parameters.

##### Genome wide correlation of accessibility with in vivo cell types

To compare the chromatin accessibility profiles of the cell types identified *in vitro* with their closest *in vivo* counterparts from Argelaguet et al.,^18^ we correlated peak accessibility levels between the two datasets. Atlas peaks were used to generate a new peak matrix of the *in vitro* data using ArchR’s addFeatureMatrix with ceiling = 4. Next, we pseudobulked peak matrices by cell types using scuttle’s aggregateAcrossCells function for both the *in vitro* cell types and the relevant cell types from the Argelaguet et al.^18^ *in vivo* atlas using only WT samples. Pre-calculated marker peaks for the *in vivo* cell types were used to perform correlation between *in vitro* and *in vivo* cell types using the cor function with method = ‘pearson’.

##### Trajectory inference and differential testing

Trajectory inference was performed using the slingshot package^55^ (Version 2.6.0). Briefly, the data was limited to the cell types of Primitive Streak, Early Mes #1 and #2, Posterior Mesoderm, Allantois Precursor, HE Precursor, and HE. Slingshot trajectories and pseudo-times were calculated using the slingshot function, with cell types as clusterLabels, the ‘Primitive Streak’ as start.clus, and the first 10 dimensions of the MOFA factors as reducedDim. Cells were assigned to either the allantois or YS trajectory using the.assignCells function of the tradeSeq package^56^ (Version 1.12.0), with the slingshot weights as input. Differential testing was restricted to WT cells within pseudo-time 2 and 10, and to the top 1e4 highly variable genes. Differential testing along pseudo-time was performed by first running Tradeseq’s fitGAM, with the described cells and slingshot pseudo-time, the hvgs as genes, nknots = 8, and with the multiome replicates used as the design matrix. Next, differential genes were detected by using patternTest and diffEndTest, both with l2fc = 1, and genes with an FDR < 0.05 were labelled as significant. For the differential chromatin accessibility, fitGAM was run using the same parameters, with the exception that the count matrix was replaced by the ATAC count matrix and the hvgs were the top 42,261 most variable peaks. patternTest and diffEndTest were used with l2fc = 0.25 and peaks with an FDR < 0.05 were labelled as significant. Smoothed peak accessibility was acquired via TradeSeq’s predictSmooth function followed by min-max normalization per peak and clustered using kmeans clustering with centers = 10. Motif enrichment for peak clusters was performed using ArchR’s.computeEnrichment.

#### *In vitro* RNA+ATAC Multiome Eomes knock-down analysis

##### Differential abundance testing

Differential abundance testing was performed at a single-cell level after excluding the day 3 WT cells. Briefly, for each timepoint we determined the global expected KD ratio (KD cells/total cells). Next, for each cell, we identified the top 100 nearest neighbours using BiocNeighbors’ findKNN function using the MOFA factors. For each cell we then calculate the per cell expected KD ratio by taking the sum of global expected KD ratios normalized for the number of neighbours belonging to each timepoint and dividing by 100. P-values were calculated by performing a two-sided binomial test with a confidence level of 0.95, testing if the observed KD ratio is different from the per cell expected KD ratio, followed by FDR multiple testing comparison. Levels of differential abundance were defined as the per cell observed KD ratio divided by the per cell expected KD ratio, as displayed in Figure 2C.

##### Differential genes and accessibility in early cell types

Differential expression and accessibility testing between KD and WT cells was performed using edgeR^57^ (Version 3.40.0) on pseudobulk replicates. Briefly, for each cell type – genotype condition we generated 5 pseudobulk replicates by randomly sampling 40% of cells for each replicate. Genes were filtered by setting minimum thresholds for expression levels and cellular detection rates and a set of non-informative genes were removed before running edgeR identify DEGs between Eomes KD and WT. Significance was determined as an absolute logFC > 0.5 and FDR < 0.05. Differentially accessible regions were determined in the same way, using the peak count matrix rather than the RNA expression count matrix.

##### Endothelium detailed analysis

The endothelium sub-population was further analyzed to identify differences between Eomes-KD and WT samples at higher resolution. An endothelium specific UMAP was generated with Scater’s runUMAP function with n_neighbors = 15 and min_dist = 0.3 using the MOFA factors. Clustering was performed on MOFA factors using Seurat’s FindNeighbors with k.param = 20, followed by FindClusters with resolution = 0.4. Endothelial related gene expression patterns per cluster and condition were visualized using Seurat’s DotPlot function.

##### Eomes-KD vs WT analysis along allantois trajectory

To perform differential expression/accessibility analysis between the Eomes-KD and WT samples along the allantois trajectory, we used the slingshot trajectory inference from ‘Trajectory inference and differential testing’ while excluding the day 3 WT samples. Cells were assigned to either the allantois or YS trajectory using the.assignCells function of the tradeSeq package, with the slingshot weights as input. Differential testing was restricted to cells assigned to the allantois trajectory within pseudo-time 2 and 10. Differential gene expression testing along pseudo-time was performed by first running Tradeseq’s fitGAM, with the described cells and slingshot pseudo-time, nknots = 8, the genes parameter was set to those genes that are expressed in at least 15% of Eomes-KD or WT cells, and with the multiome replicates used as the design matrix. Next, differential genes were detected by using conditionTest with l2fc = 0.5 and FDR correction was performed to correct for multiple testing. Genes with an FDR < 0.05 were labelled as significant. For the differential chromatin accessibility, fitGAM was performed using the same parameters, with the exception that the count matrix was replaced by the ATAC count matrix and the hvgs were the top 43255 most variable peaks. conditionTest was performed with default parameters, followed by FDR correction. Peaks with an FDR < 0.05 were labelled as significant. Smoothed peak accessibility was acquired via TradeSeq’s predictSmooth function followed by min-max normalization per peak, and clustering using kmeans clustering with centers = 10. T and Eomes ChIP-seq data was downloaded from GSE128466.^13^ Overlaps between ChIP-seq peak and accessibility peak were determined using Granges’ findOverlaps function with minoverlap = 100.

#### Chimera imaging

Embryos were washed in PBS and fixed in 4% paraformaldehyde overnight at 4°C. After three washes in PBS containing 0.1% Triton X-100 (PBS-T), samples were permeabilised in PBS containing 0.5% Triton X-100 at RT for 20 mins, followed by further washes in PBS-T. Embryos were blocked in 5% donkey serum, with 0.2% BSA in PBS-T at RT for 2 hours then incubated overnight with primary antibodies in blocking buffer at 4°C. After multiple washes in PBS-T, embryos were incubated with fluorophore-conjugated secondary antibodies in blocking buffer for 2 hours at RT, followed by further washes in PBS-T, including a PBS-T/DAPI wash. Embryos were mounted in Vectashield with DAPI on coverslip dishes and imaged on an Olympus FluoView FV1000 microscope and image data were processed using ImageJ software. Antibodies are listed in key resources table.

#### Chimera-seq analysis

##### Mapping sequencing data and Pre-processing

Eomes 10x Genomic scRNA-seq FASTQ files were mapped to the mm10 reference genome and counted with the GRCm38.p5 annotation including the Tomato-Td gene using CellRanger count (v6.0.1) with chemistry=SC3Pv3. E8.5 T chimera data for reanalysis was downloaded using the package MouseGastrulationData (Version 1.12.0) with the function TChimeraData with type = ‘processed’ and samples = c(1:2, 5:10). Eomes and T chimera scRNA-seq analysis was performed with the same parameters unless indicated. Chimera scRNA-seq pre-processing was performed in the same way as described above for the scRNA of the multiome assay, with a few exceptions. The thresholds were adjusted to log_10_(number of reads) > 3.5 & < 5, number of genes > 1.5e3 & < 1e4, percentage mitochondrial RNA < 5%, percentage ribosomal RNA < 35%. Doublet detection was performed as described, with a threshold of > 0.5 set as a doublet call. 

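The table analysed here holds 20157 WT host and 8566 Eomes-KO cells. The paper's values are 22600 and 9768. No cell lay outside the stated thresholds on UMIs and on mitochondrial or ribosomal percentage, 4 cells had exactly 1500 genes, the stated lower bound, and none had a doublet score above 0.5. The median cell had 9061 UMIs and 2831 genes. Cells with at least 10000 UMIs made up 34.4%, 90.8%, 91.8% and 95.3% of the Eomes-KO libraries. They made up 27.7%, 59.7% and 61.0% of 3 WT host libraries and 1.08% of the one with 8133 cells.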

For the newly generated Eomes chimera-seq, a total of 22,600 WT and 9768 Eomes-KO cells were retained for downstream analysis. For the re-analysis of the E8.5 T chimera-seq, a total of 13,771 WT and 14,460 T-KO were retained.

##### Mapping and refined cell type annotation

Chimera scRNA-seq mapping to the reference atlas was performed in the same way as described above for the scRNA of the multiome assay in the ‘scRNA label transfer from the scRNA-seq atlas of gastrulation and early organogenesis’ section, with a few exceptions. Query cells were only mapped to atlas cells spanning stages E7.5 to E8.5. Additionally, genes starting or ending with Rik, Mt, Rps, Rpl, or Gm, haemoglobin genes, imprinted genes, sex related genes Xist, Tsix, and y-chromosomal genes, and td-Tomato itself were excluded for mapping and multiBatchPCA was performed on the top 4,000 most variable genes in the atlas with d = 40. After batch correction, the label of the 15 NN of the reference were used for label transfer. In order to increase the resolution in annotation for the cell types of interest, relevant labels from the original and extended gastrulation atlas were combined and used for downstream analysis.^17,19^

##### Milo differential abundance testing

Differential abundance testing was performed for each embryonic stage separately using the MiloR package^41^ (Version 1.6.0). Cells with an annotation of “Visceral_endoderm”, “ExE_endoderm”, “ExE_ectoderm”, or “Parietal_endoderm” were removed from the analysis. Dimensionality reduction was performed by first selecting the top 4000 highly variable genes of the WT samples, identified by Seurat’s FindVariableFeatures, excluding genes starting or ending with Rik, Mt, Rps, Rpl, or Gm, haemoglobin genes, imprinted genes, sex related genes Xist, Tsix, and y-chromosomal genes, and td-Tomato itself. Next, the number of reads and genes, as well as the percentage of mitochondrial and ribosomal reads were regressed out for the lognormalized counts. Principle component analysis was performed using multiBatchPCA with the genotype set as batch variable and d = 40, followed by batch correction using reducedMNN. Next, Milo was performed on batch corrected PCs by first running buildGraph with k = 20 for Eomes and k = 40 for T chimeras, followed by makeNhoods with the same values for k and prop=0.1. Cells per neighbourhood were counted using countCells and differential abundance testing was performed using testNhoods with design = ~ embryo pool + genotype, where each embryo pool contains one sample for both the KO and the WT condition that were collected as chimeric embryos and separated by the presence or absence of tdTomato expression by fluorescence-activated cell sorting.

##### Differential gene expression testing

Differential gene expression testing was performed by first aggregating cells by their sample, genotype, and cell type annotation. Then, using scran’s pseudoBulkSpecific with design = ~ embryo pool + genotype, we identified genes that were differentially expressed between the KO and WT cells in a cell type specific way, with p-values being calculated by comparing gene specific logFC to the average logFC across all cell types. Significance was determined as an absolute logFC > 0.5 and FDR < 0.05. For comparison between T and Eomes DEGs, genes that were excluded from one of the cell types in one of the KOs were set as a logFC of 0.

## Quantification and Statistical Analysis

Statistical details for each analysis, including how significance was defined, are described in the relevant section of the “method details“ in the STAR Methods.

## Supplementary Material

**Supplemental Information**

Supplemental information can be found online at https://doi.org/10.1016/j.devcel.2025.06.001.

Supplementary Materials

## Figures and Tables

**Figure 1:**
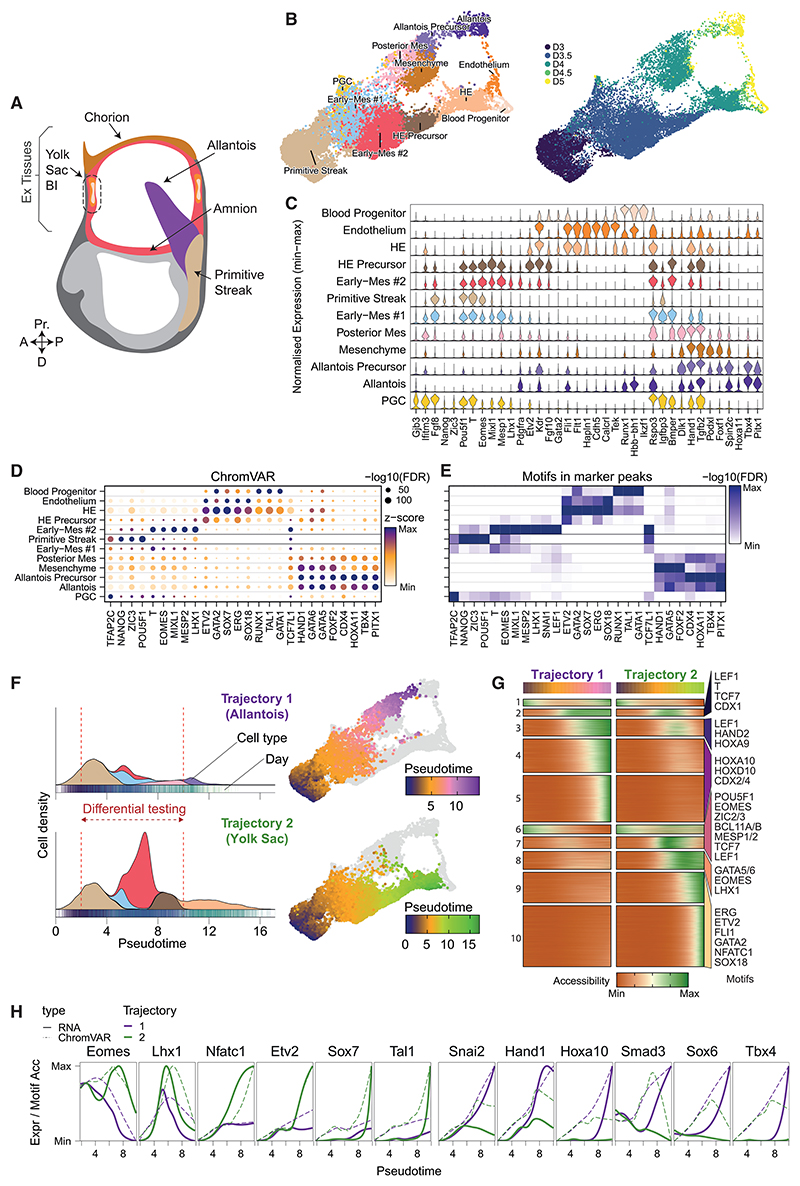
Multiomic characterization of EBs identifies YS and allantois lineage differentiation (A) Schematic of an E8.25 mouse gastrula. Ex, extraembryonic; Pr, proximal; A, anterior; P, posterior; D, distal; BI, blood islands. (B) Uniform manifold approximation and projection (UMAP) of shared scRNA-seq and single-cell ATAC-seq (scATAC-seq), colored by cell type annotation (left) and day (right). D, day; Mes, mesoderm; PGC, primordial germ cell; HE, hematoendothelial. (C–E) Molecular characterization of EB cell types, displaying marker gene expression (C), ChromVAR scores (D), and motif enrichment in ATAC marker peaks (E). (F) Left-side, cell type densities displayed along pseudo-times for allantois trajectory #1 (top) and YS trajectory #2 (bottom). Right-side, pseudo-times for trajectory #1 (top) and trajectory #2 (bottom) overlaid on UMAPs. Cell types and days are colored as in (B). (G) Heatmap showing normalized chromatin accessibility for peaks along pseudo-time for both trajectories, clustered by peak accessibility patterns. Enriched motifs for cluster(s) are displayed on the right. Differential testing was performed on pseudo-time range indicated in (F). (H) Gene expression (solid lines) and chromVAR motif accessibility (dashed lines) for allantois (purple, trajectory 1) and YS (green, trajectory 2) trajectories plotted along pseudo-time.

**Figure 2:**
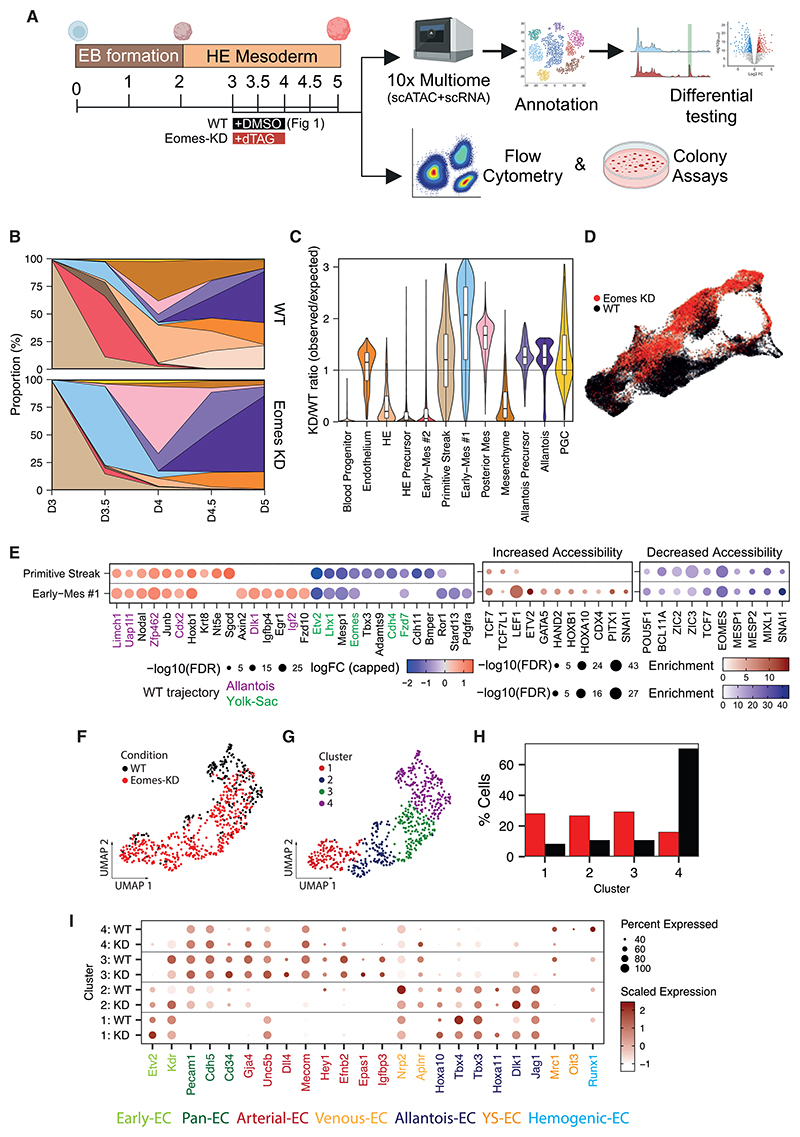
Allantois cell types predominate downstream of Eomes protein KD in EB cultures due to a disruption in Early-Mes formation (A) Experimental design: 10× Genomics multiome workflow, flow cytometry, and colony assays were conducted on WT and Eomes-KD EB cultures. WT cultures received DMSO, and Eomes-KD cultures received dTAG13 from days 3 to 4. (B) Cell type proportions per time point for WT (top) and Eomes-KD cultures (bottom). At day 3 WT proportions are displayed, as Eomes-KD was induced from day 3 onward. Cell type colored as in Figure 1B. (C) Ratio of Eomes-KD to WT cells, calculated using the 100 nearest neighbors for each cell, colored by cell type. Values above one indicate enrichment of Eomes-KD cells, while values below one indicate depletion. (D) UMAPs colored by EB culture condition showing Eomes-KD cells in red and WT cells in black. (E) Left panel shows differential gene expression between Eomes-KD and WT early cell types. Colored gene names indicate allantois (purple) and YS (green) trajectory marker genes from Figure 1. Middle/right panels display motif enrichment for peaks with increased (middle) or decreased (right) chromatin accessibility. (F and G) Detailed analysis of endothelium displaying UMAP colored by EB culture condition (F) or sub-cluster (G). (H) Proportion of cells in each of the endothelial subclusters, colored by EB culture condition. (I) Gene expression dotplot of endothelial marker genes for each of the endothelial subclusters and EB culture conditions.

**Figure 3:**
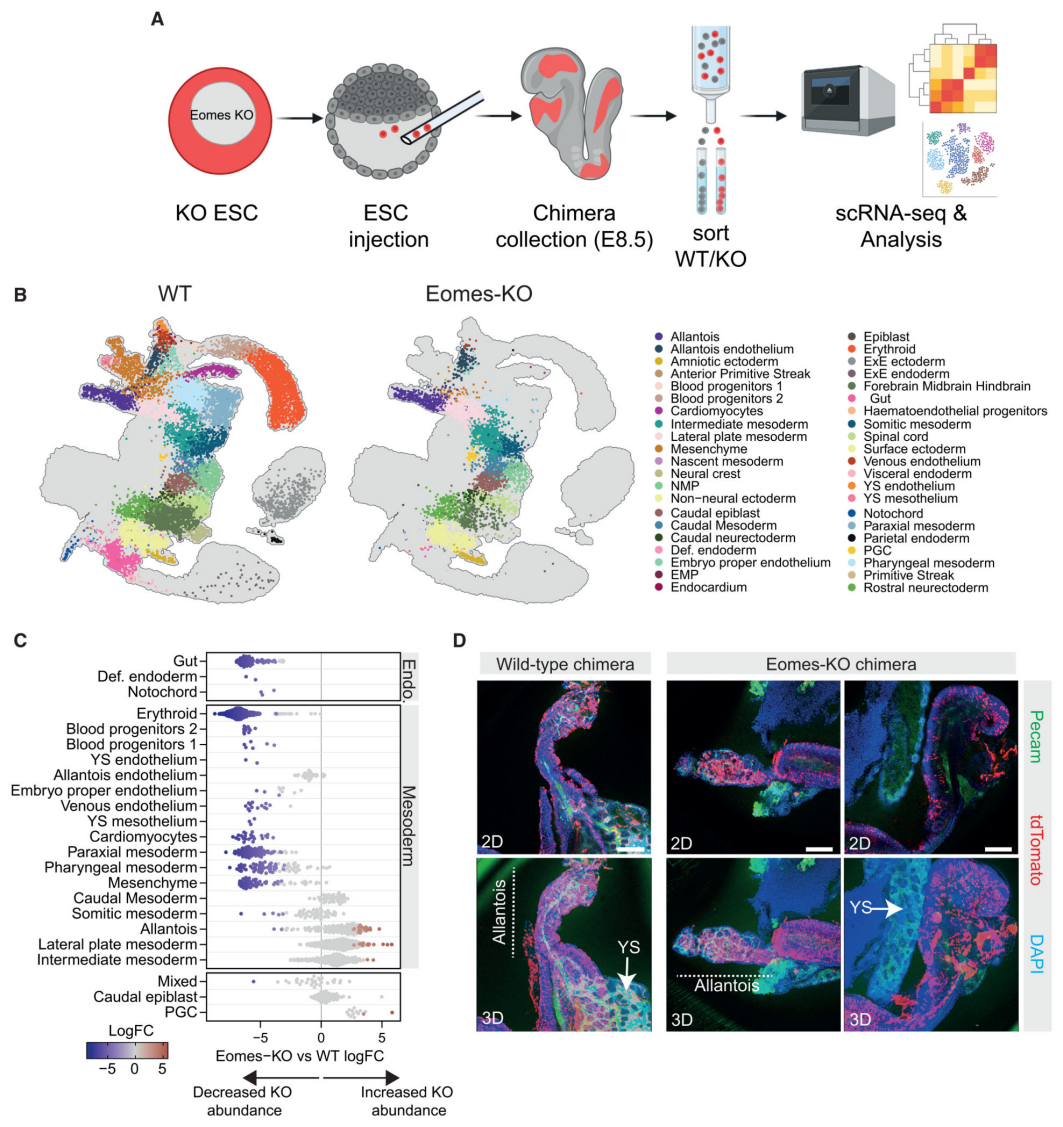
Eomes is essential for YS but dispensable for allantois development *in vivo* (A) Experimental design for Eomes-KO/WT chimaera-seq. Created with BioRender.com. (B) Projection of chimera-seq WT (left) and Eomes-KO (right) cells onto the gastrulation atlas UMAP from Pijuan-Sala et al.,^17^ colored by cell type annotation. (C) Neighborhood-level differential abundance testing between Eomes-KO and WT cells. Negative logFC values indicate depletion of KO cells, while positive logFC values indicate enrichment, and neighborhoods without statistical significance are colored gray. (D) Confocal imaging of chimeras generated by injecting WT (left) or Eomes-KO (right) tdTomato+ ESCs into WT blastocysts. Samples are stained for DAPI (blue), injected tdTomato+ cells (red), and Pecam-1 (green). YS and allantois structures are indicated. Scale bars: 200 μm.

**Figure 4:**
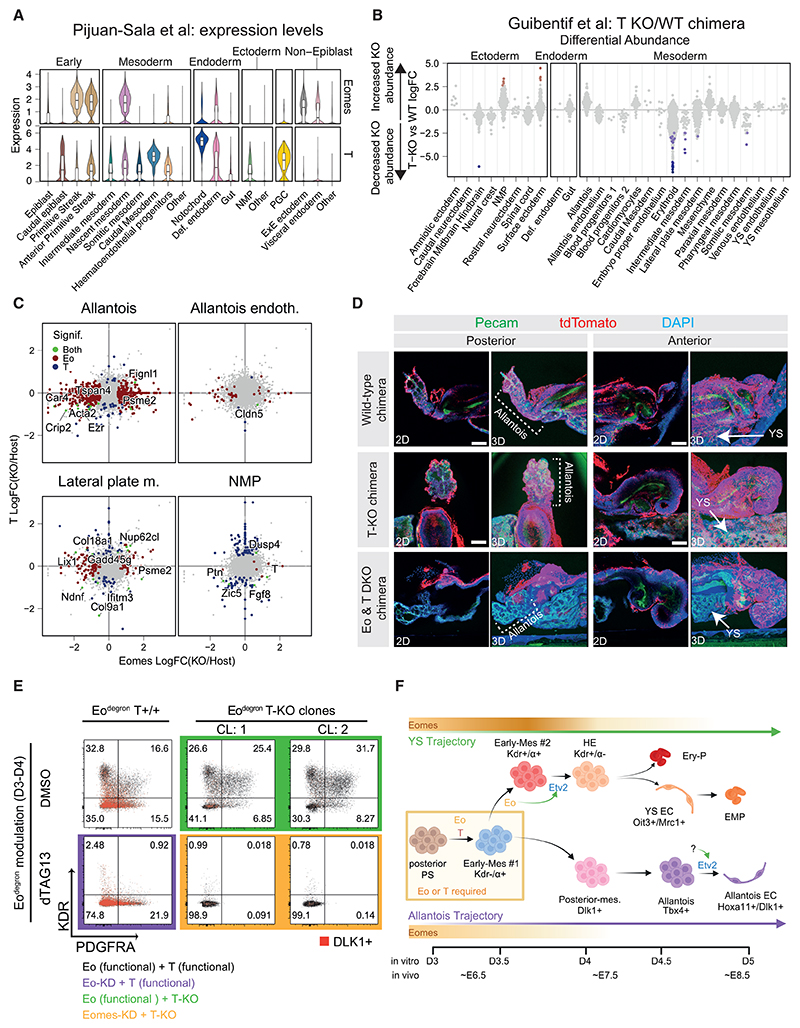
Eomes and T have distinct and compensatory roles during ExEM formation (A) Violin plots displaying Eomes (top) and T (bottom) RNA expression patterns from the Pijuan-Sala et al.,^17^ gastrulation atlas, which covers E6.5–E8.5 of mouse development. Cell types with low expression are relabeled as “other.” Def. endoderm, definitive endoderm; NMP, neuro-mesodermal progenitor. (B) Neighborhood-level differential abundance testing between T-KO and WT cells. Negative logFC values indicate depletion of KO cells, while positive logFC values indicate enrichment, and neighborhoods without statistical significance are colored gray. YS, yolk sac; Def. endoderm, definitive endoderm; NMP, neuro-mesodermal progenitor. (C) Comparison of DEGs between injected KO and host WT cells for Eomes (*x* axis) and T (*y* axis) chimera-seq experiments within specific cell types. Highlighted genes are significant in either T (blue), Eomes (red), or both KO conditions (green). (D) Confocal imaging of chimeras generated by injecting WT (row 1), T-KO (row 2), Eomes/T dKO (row 3), and TdTomato+ ESC into a WT host blastocyst. Samples are stained for DAPI (blue), injected tdTomato+ cells (red), and Pecam-1 (green). YS and allantois structures are indicated. Scale bars, 200 μm. (E) Flow cytometric analyses of PDGFRA and KDR expression for Eomes^WT^/T^WT^, Eomes^KD^/T^WT^, Eomes^WT^/T^KO^, and Eomes^KD^/T^KO^ at day 4 of EB differentiation. Red dots indicate DLK1+ cells. (F) Model summarizing molecular regulation of YS and allantois mesodermal lineage specification. Eomes plays a crucial role in differentiation toward the YS mesoderm fate, causing Eomes loss-of-function cells to be redirected toward the allantois lineage. Etv2, required for hematovascular differentiation, is controlled by Eomes during YS formation but not during the formation of allantois endothelium. The simultaneous KO of Eomes and T, but not their individual KOs, completely ablates the formation of ExEM. Orange bars indicate Eomes expression levels along differentiation trajectories. α, Pdgfra; EC, endothelial cell; YS, yolk sac; PS, primitive streak; Ery-P, primitive erythroid; HE, hematoendothelium; Posterior-Mes, posterior mesoderm; Early-Mes, early mesoderm; EMP, erythro-myeloid progenitor.

## Data Availability

Data from this study have been deposited at the Gene Expression Omnibus (GEO: GSE274166 and GEO: GSE274167). Chromatin accessibility profiles can be explored using the UCSC Genome Browser at https://genome.ucsc.edu/s/Barttheeuwes/Theeuwes_Harland_vitro_multiome. Previously published T-KO chimera scRNA-seq was reanalyzed and can be found on Arrayexpress under code E-MTAB-8811 or accessed via the R package “MouseGastrulationData” via the “TChimeraData” function. Reference atlas data used throughout the paper can be accessed at https://marionilab.github.io/ExtendedMouseAtlas/ for scRNA-seq^17,19^ and GEO: GSE205117 for the multiome gastrulation atlas.^18^ Previously published T and Eomes ChIP-seq data can be found at GEO: GSE128466.^13^ All code used to process and analyze the data is available at https://github.com/BartTheeuwes/Eomes_ExEM. Any additional information required to reanalyze the data reported in this paper is available from the lead contact upon request.

# Supplementary material for: Eomes directs the formation of spatially and functionally diverse extraembryonic hematovascular tissues
**Source:** Dev Cell. Author manuscript; Available in PMC 2025 Dec 11.
**Supplement:** Supplementary Materials

**Developmental Cell, Volume 60**

## **Supplemental information**

### **Eomes directs the formation of spatially and functionally diverse extraembryonic hematovascular tissues**

**Bart Theeuwes, Luke T.G. Harland, Alexandra M. Bisia, Ita Costello, Mai-Linh N. Ton, Tim Lohoff, Stephen J. Clark, Ricard Argelaguet, Nicola K. Wilson, Wolf Reik, Elizabeth K. Bikoff, Elizabeth J. Robertson, and Berthold Göttgens**

**Supplementary Figure 1: Multiome quality control, related to Figure 1.**

- A) Violin plots displaying the natural log(number of counts), natural log(number of genes), percentage of mitochondrial and ribosomal counts per sample. WT and Eomes-KD samples are colored in shades of black and red, respectively.
- B) Violin plots displaying natural log(number of fragments) and Transcription Start Sites (TSS) enrichment score, samples colored as in A.
- C) Genome wide normalized enrichment score around TSS (top) and Fragment length distribution per sample (bottom), samples colored as in A.
- D) Bar graph displaying number of chromatin peaks per genomic feature.
- E) Transferred cell type label from integration with scRNA-seq gastrulation atlas<sup>17</sup> for each of the final cell type labels.
- F) Projection of *in vitro* data on the scRNA-seq gastrulation atlas UMAP<sup>17</sup>, colored by transferred cell type label. Cell types coloured as in E.
- G) *In vitro* UMAP colored by transferred cell type label. Cell types coloured as in E.
- H) Expression pattern of marker genes from Fig 1C per cell type in the *in vivo* multiome gastrulation atlas<sup>18</sup>.
- I) ChromVAR pattern of marker genes from Fig 1D per cell type in the *in vivo* multiome gastrulation atlas<sup>18</sup>.

SUPP. FIGURE 2

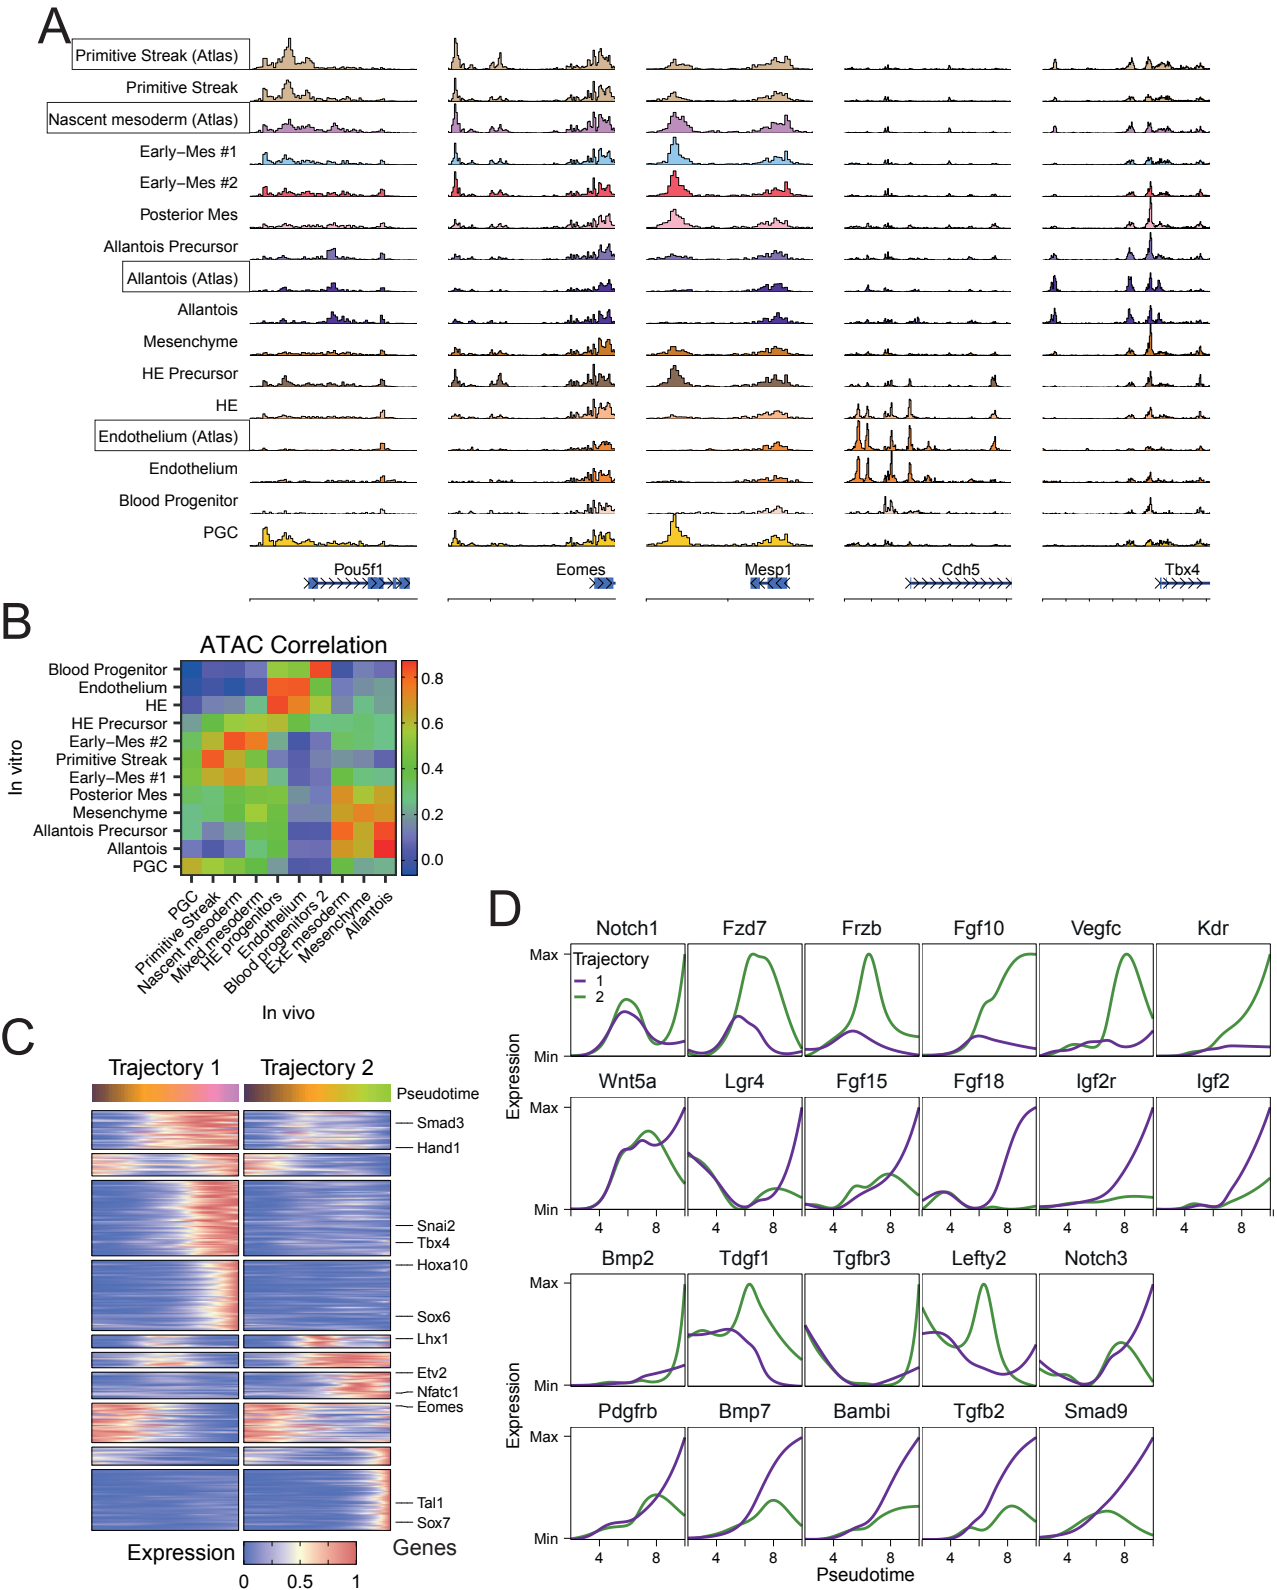

**Supplementary Figure 2: EB differentiation additional information, related to Figure 1.**

- A) Chromatin accessibility around marker genes for PS (Pou5f1), Early Mesoderm (Eomes/Mesp1), Endothelium (Cdh5), and Allantois (Tbx4). EB cell types are compared to a subset of cell types from a mouse gastrulation *in vivo* multiomic dataset (labelled as Atlas)<sup>18</sup>.
- B) Comparison between accessibility profiles of *in vitro* cell types and *in vivo* cell types from an *in vivo* multiome gastrulation atlas<sup>18</sup> using cell type marker peaks identified for the *in vivo* cell types, colored by pearson correlation score.
- C) Heatmap showing normalized gene expression along pseudo-time for both trajectories, clustered by expression patterns. Differential testing was performed on pseudo-time range indicated in Fig 1F.
- D) Gene expression (solid lines) for allantois (purple – trajectory 1) and YS (green – trajectory 2) trajectories plotted along pseudo-time.

# SUPP. FIGURE 3

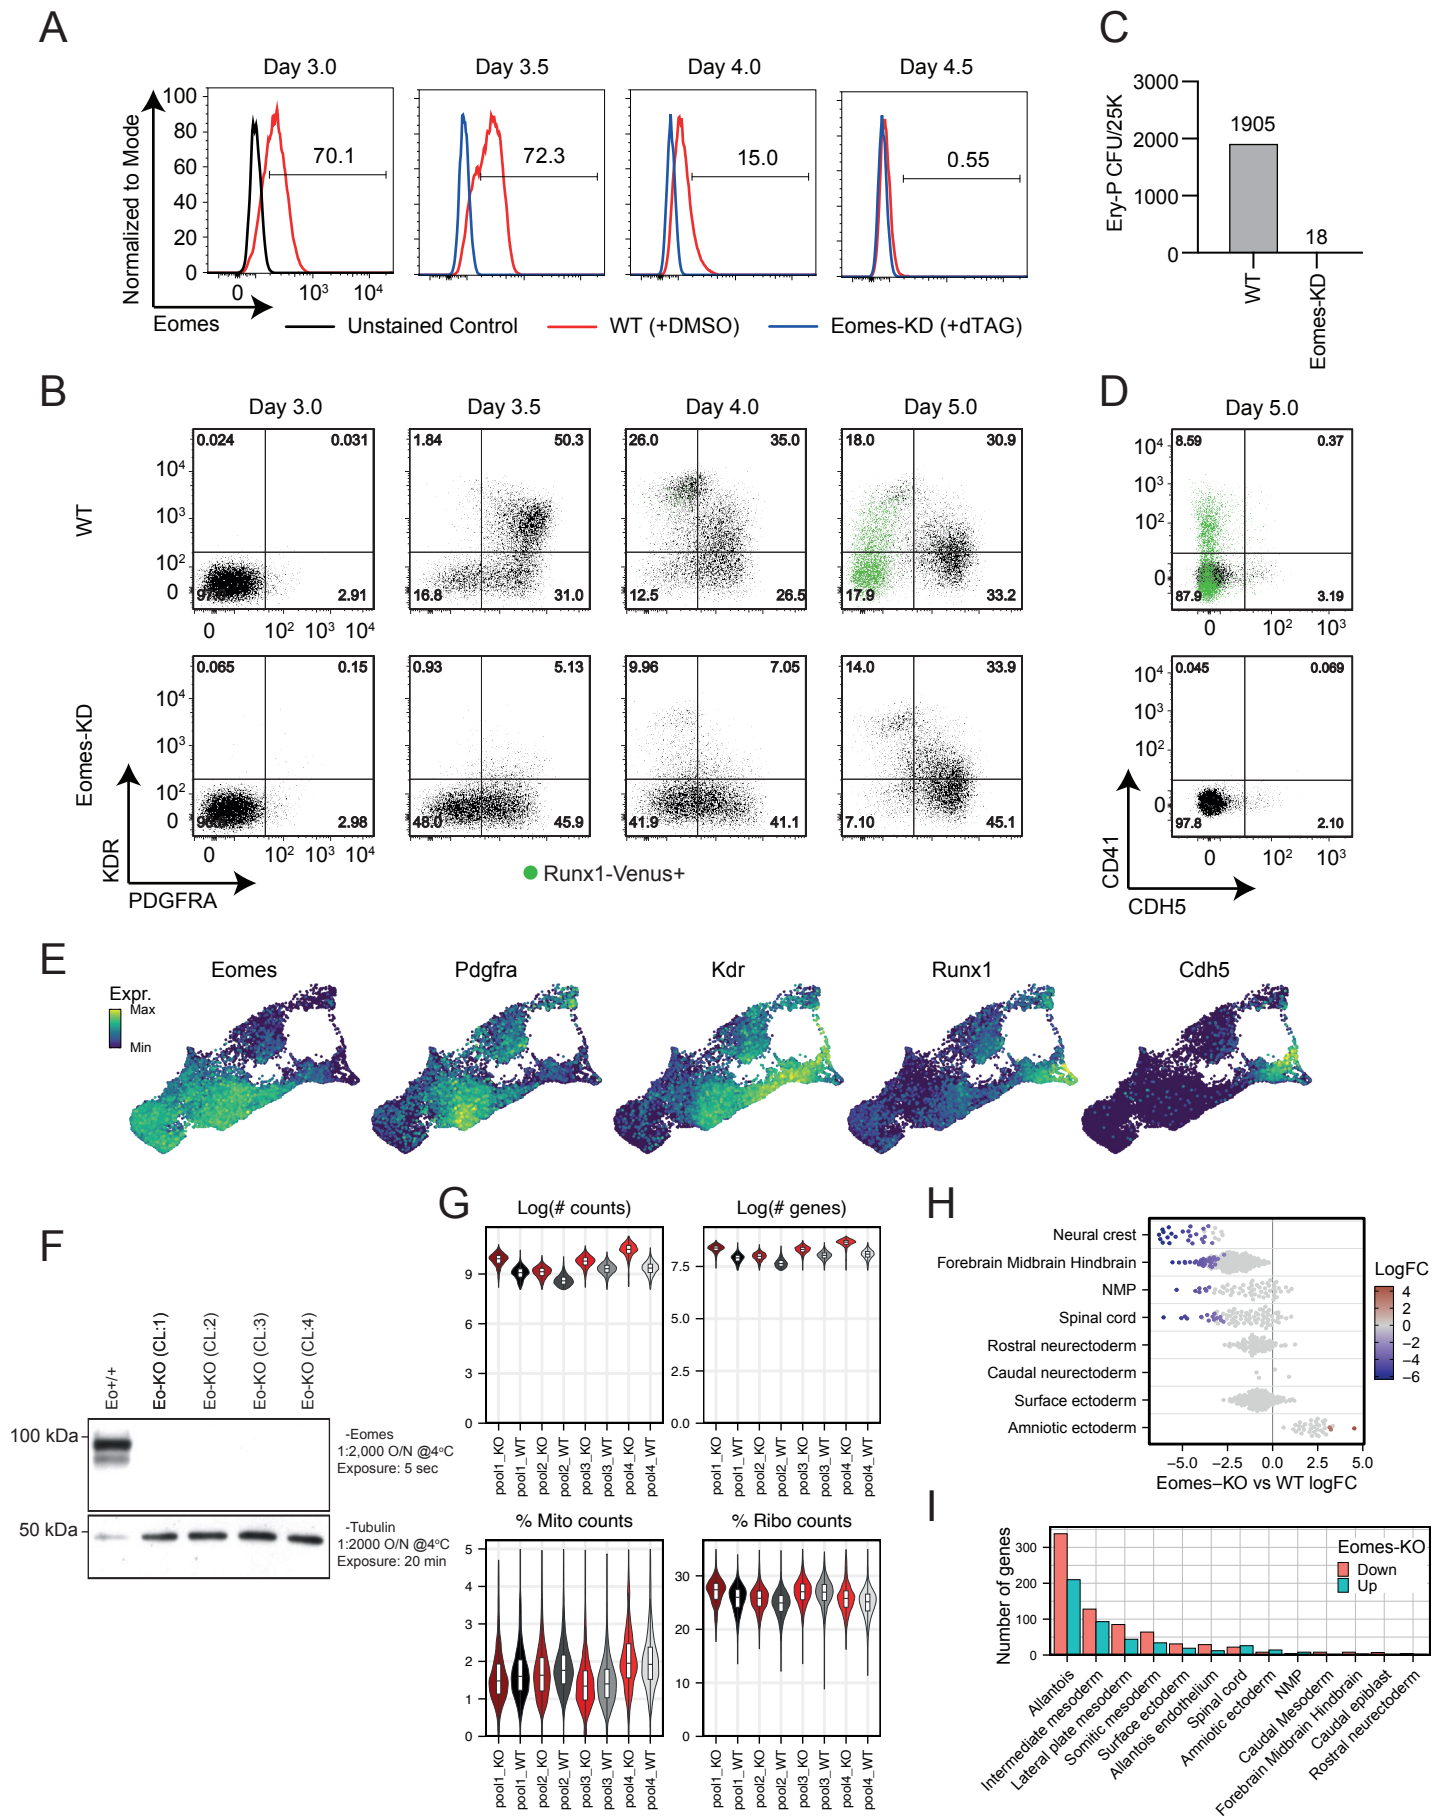

**Supplementary Figure 3: Eomes-KD EB differentiation additional information, related to Figure 2 and 3.**

- A) Intracellular flow cytometric analyses of Eomes protein expression at different timepoints of EB differentiation. The black line at day 3 indicates the signal for the unstained control. EB cultures were treated with DMSO (red lines) and dTAG13 (blue lines) from day 3-4.
- B) Flow cytometric analyses of KDR and PDGFRA expression at different timepoints of WT (top) or Eomes-KD (bottom) EB cultures. Green dots indicate Runx1-Venus+ cells.
- C) Primitive erythrocyte colony forming units counted after 5 days of growth in Methocult M3434. Cells were plated at day 5 from single cell suspensions of either WT or Eomes-KD EBs. Ery-P; Primitive Erythrocytes, CFU; Colony Forming Units, 25K; 25,000 cells.
- D) Flow cytometric analyses of CD41 and CDH5 expression at day 5 of WT (top) or Eomes-KD (bottom) EB culture when DMSO or dTAG13 was added to cultures from days 3-4. Green dots indicate Runx1-Venus+ cells.
- E) UMAPs of WT multiome cultures colored by expression levels of indicated genes.
- F) Western blot for Eomes and  $\alpha$ -tubulin expression in tdTomato+ Eomes (Eo) +/- parental and four KO clones collected at day 4 of EB differentiation, confirming Eomes-KO for all four clones used in chimera-seq experiments displayed in Fig 3.
- G) Violin plots displaying natural log(number of counts), natural log(number of genes), percentage of mitochondrial and ribosomal counts per sample of Eomes-KO chimera-seq, with shades of black and red indicating WT host Eomes-KO samples, respectively.
- H) Differential abundance for Eomes-KO as in Fig 3D, for ectodermal lineages. 

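Ectodermal types differed in direction. Neural crest, the migratory cells of the dorsal neural tube, fell to 12 Eomes-KO cells against 347 WT host cells, a log2 fold change of -3.56 (standard error 0.60, adjusted p = 8.0e-05 from edgeR's quasi-likelihood test). Forebrain, midbrain and hindbrain, labelled as one type, fell to 3.49% ± 0.769 of epiblast-derived cells (SD, n = 4), a log2 fold change of -1.66 (standard error 0.30, adjusted p = 0.00014 from the same test). Amniotic ectoderm, which lines the amnion, rose to 5.49% ± 4.24 from 0.518% ± 0.299 (SD, n = 4 each), a log2 fold change of 3.32 (standard error 0.59, adjusted p = 0.00012). Caudal neurectoderm had a log2 fold change of 1.27 (adjusted p = 0.060), rostral neurectoderm 0.28 (adjusted p = 0.66), surface ectoderm 0.22 (adjusted p = 0.56) and spinal cord -0.42 (adjusted p = 0.29). None of these 4 passed the test, and the sign of each but caudal neurectoderm depended on the scaling or the filter. Caudal neurectoderm passed as higher over cells with at least 10000 UMIs (adjusted p = 0.037), a label score of at least 0.5 (0.046) or a doublet score under 0.25 (0.014), and under DESeq2's poscounts size factors (0.00076). Surface ectoderm and spinal cord passed as lower under DESeq2's ratio size factors (log2 fold changes -0.81 and -1.46, adjusted p = 0.041 and 0.00021). With only the 17 types that were not lower in the denominator, chosen from the result itself, edgeR gave log2 fold changes of 2.07 for amniotic ectoderm (adjusted p = 0.0080), -1.003 for rostral neurectoderm (0.039), -1.10 for surface ectoderm (0.00075), -1.76 for spinal cord (0.00075) and 0.0014 for caudal neurectoderm (0.999).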

Negative logFC values indicate depletion of KO cells, while positive logFC values indicate enrichment, neighborhoods without statistical significance are colored grey.
- I) Number of detected differentially expressed genes that are up (blue) and down (red) regulated in Eomes-KO compared to WT for each cell type.

SUPP. FIGURE 4

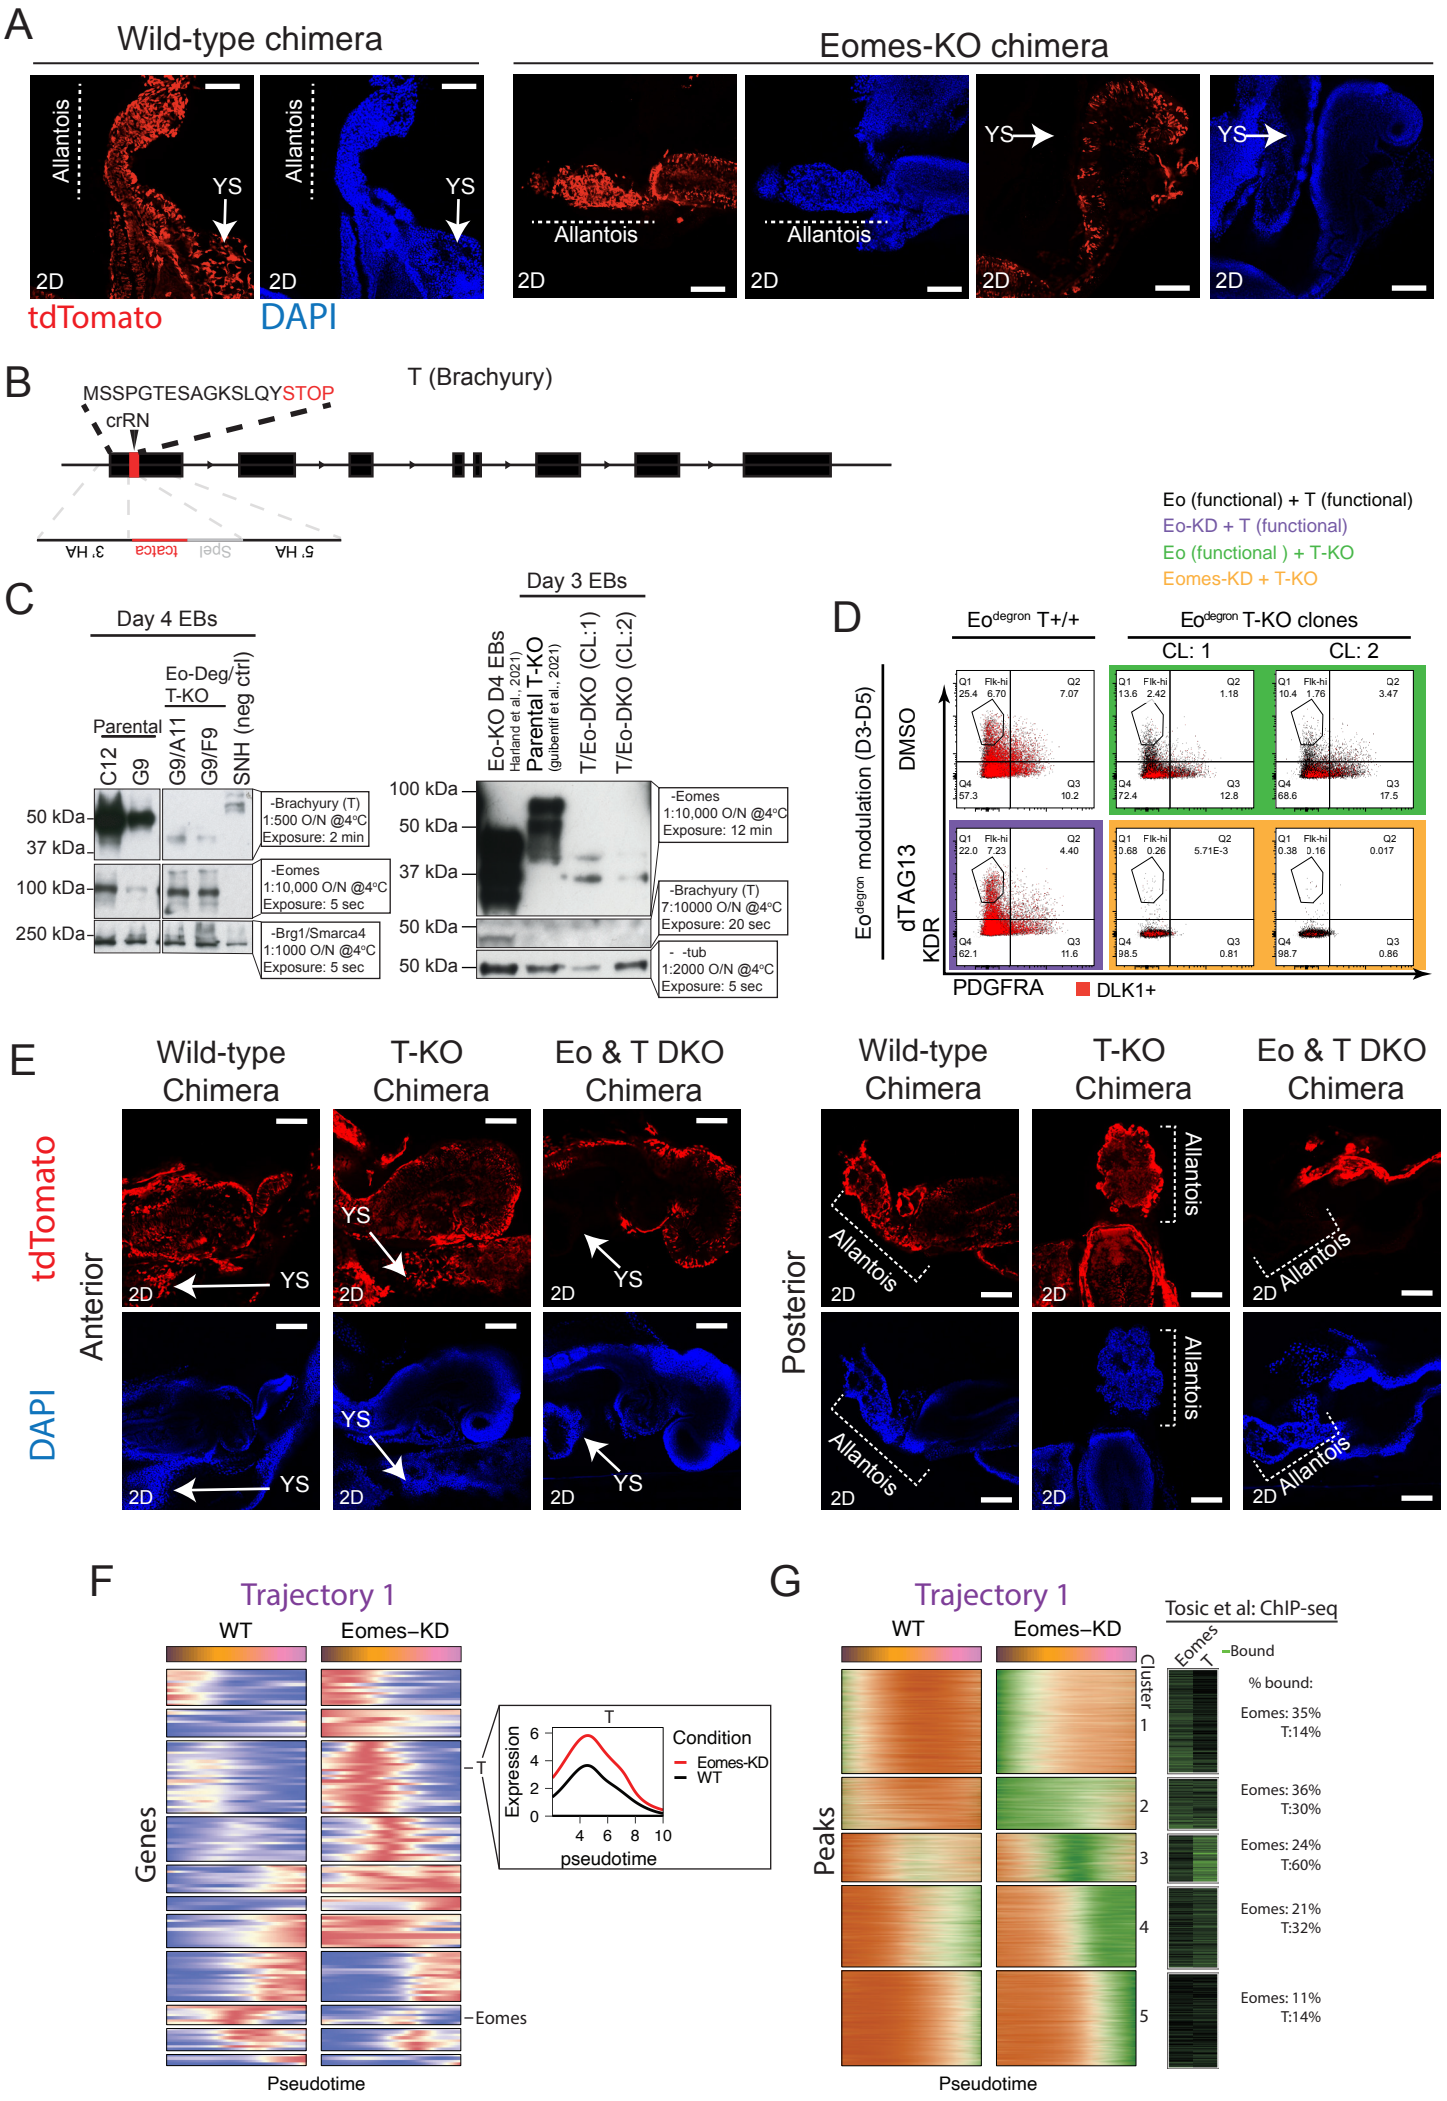

**Supplementary Figure 4: Eomes and T Chimera-seq additional information, related to Figure 3 and 4.**

- A) Single-channel tdTomato and DAPI images of WT and Eomes Chimeric embryos from Fig 3D. Scale bars; 200  $\mu$ m
- B) KO strategy for T-KO used for generation of the Eo-Deg/T-KO ESC lines.
- C) Western blot for T, Eomes, and Smarca4 or  $\alpha$ - $\beta$ -tubulin (loading controls) protein expression collected from day 3 and 4 EBs (as indicated) to confirm correct generation of T-KO in Eo-Deg/T-KO (left) and Eomes-KO in Eo/T-dKO lines (right).
- D) Flow cytometric analyses of PDGFRA and KDR expression for Eomes<sup>WT</sup>/T<sup>WT</sup>, Eomes<sup>KD</sup>/T<sup>WT</sup>, Eomes<sup>WT</sup>/T<sup>KO</sup>, Eomes<sup>KD</sup>/T<sup>KO</sup> at day 5 of EB differentiation. Red dots indicate DLK1 + cells. dTAG or DMSO was added from day 3 onwards.
- E) Single-channel tdTomato and DAPI images from anterior (left) and posterior (right) of WT, T, and Eomes/T double KO Chimeric embryos from Fig 4D. Scale bars; 200  $\mu$ m
- F) Differential expression of genes between the Eomes-KD and WT conditions along the allantois trajectory (left), with normalized expression of T highlighted (right).
- G) Differential accessibility of peaks between the Eomes-KD and WT conditions along the allantois trajectory (left) alongside Eomes and T ChIP seq binding to those peaks (right) from Tosic et al.<sup>13</sup>.

# Supplementary material for: Eomes directs the formation of spatially and functionally diverse extraembryonic hematovascular tissues
**Source:** Dev Cell. Author manuscript; Available in PMC 2025 Dec 11.
**Supplement:** Supplementary Materials

# Developmental Cell

## Eomes directs the formation of spatially and functionally diverse extraembryonic hematovascular tissues

### Graphical abstract

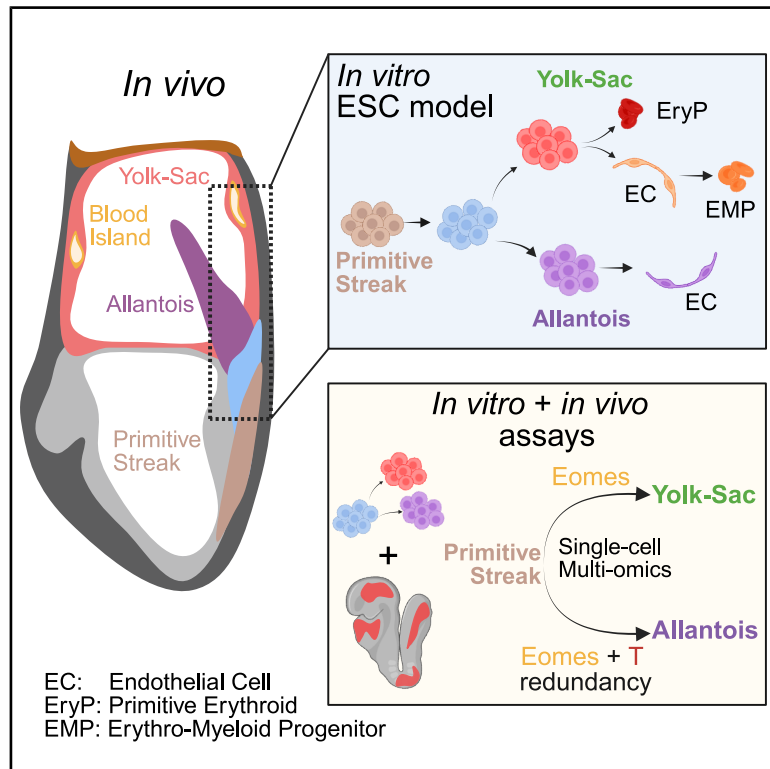

### Authors

Bart Theeuwes, Luke T.G. Harland, Alexandra M. Bisia, ..., Elizabeth K. Bikoff, Elizabeth J. Robertson, Berthold Göttgens

### In brief

Theeuwes, Harland, et al. show that an ESC-derived differentiation system mimics the formation of extraembryonic mesodermal tissues, including the yolk sac and allantois. Using this system alongside *in vivo* models, they identify novel requirements for Eomes and Brachyury during early steps in extraembryonic mesoderm diversification.

### Highlights

- ESC-differentiation system mimics extraembryonic mesoderm development
- Identification of gene networks coordinating yolk sac and allantois formation
- Eomes is essential for the development of early yolk-sac mesoderm progenitors
- Eomes and T double knockout impedes yolk sac and allantois formation

## Short article

# Eomes directs the formation of spatially and functionally diverse extraembryonic hematovascular tissues

Bart Theeuwes,<sup>1,2,8</sup> Luke T.G. Harland,<sup>1,2,3,8,\*</sup> Alexandra M. Bisia,<sup>4</sup> Ita Costello,<sup>4</sup> Mai-Linh N. Ton,<sup>1,2</sup> Tim Lohoff,<sup>5</sup> Stephen J. Clark,<sup>6,7</sup> Ricard Argelaguet,<sup>5,7</sup> Nicola K. Wilson,<sup>1,2</sup> Wolf Reik,<sup>5,6,7</sup> Elizabeth K. Bikoff,<sup>4</sup> Elizabeth J. Robertson,<sup>4,\*</sup> and Berthold Göttgens<sup>1,2,9,\*</sup>

<sup>8</sup>These authors contributed equally

<https://doi.org/10.1016/j.devcel.2025.06.001>

## SUMMARY

During mouse gastrulation, extraembryonic mesoderm (ExEM) contributes to the extraembryonic yolk sac (YS) and allantois, both of which are essential for successful gestation. Although the genetic networks coordinating intra-embryonic mesodermal subtype specification are well studied, ExEM diversification remains poorly understood. Here, we identify that embryoid body (EB) *in vitro* differentiation generates distinct lineages of mesodermal cells, matching YS and allantois development. Combining *in vitro* and *in vivo* mouse models, we discover that Eomesodermin (Eomes) controls the formation of YS-fated ExEM but is dispensable for allantois formation. Furthermore, simultaneous disruption of Eomes and T impedes the specification of any YS or allantois mesoderm, indicating compensatory roles for T during allantois formation upon Eomes depletion. Our study highlights previously unrecognized functional and mechanistic diversity in ExEM diversification and endothelial development and introduces a tractable EB model to dissect the signaling pathways and transcriptional networks driving the formation of key extraembryonic tissues.

## INTRODUCTION

At the onset of murine gastrulation, extraembryonic mesodermal (ExEM) cells originating from the posterior region of the primitive streak (PS) migrate proximally to form hematovascular and mesenchymal cell types in both the visceral yolk sac (YS) and allantois (Figure 1A). These ExEM cells contribute to the formation of the YS blood islands, which contain primitive erythrocytes and endothelial cells by embryonic day (E)7.5.<sup>1</sup> As development progresses, YS endothelial progenitors expand to form an intricate vascular plexus, which plays a dual role in regulating nutrient exchange and serves as a site of pro-definitive hematopoiesis from E8.25.<sup>2</sup>

By approximately E7.5, the allantoic bud begins to emerge from ExEM, traversing the posterior PS. The allantois extends into the exocoelomic cavity and, by E8.5, fuses with the chorionic plate, giving rise to the umbilical cord and fetal placental vasculature.<sup>3–5</sup> Both the allantois and YS are major sites of *de novo* vasculogenesis during murine gastrulation.<sup>4,5</sup> The molecu-

lar pathways regulating the initial diversification of ExEM into YS and allantois lineages, however, remain poorly understood.

T-box transcription factors (TFs) Eomesodermin (Eomes) and Brachyury (T) are dynamically expressed in the epiblast, PS, and ExEM precursors at the onset of murine gastrulation.<sup>6–11</sup> Disrupting the functionality of Eomes or T has demonstrated their essential and partially redundant roles during gastrulation.<sup>8–10,12,13</sup> T is dispensable for the initial specification of anterior intraembryonic mesoderm and ExEM but is required for sustained posterior mesoderm development and axial elongation,<sup>14–16</sup> while Eomes is crucial for specifying cardiac mesoderm and the definitive endoderm lineage.<sup>8,9</sup> Using an *in vitro* model of hematovascular formation, we recently demonstrated that Eomes is necessary for YS hematopoiesis and hemogenic endothelial formation but dispensable for non-hemogenic endothelium.<sup>10</sup> While *in vivo* fate mapping experiments demonstrate that Eomes+ cells contribute to the allantois,<sup>10</sup> the role of Eomes during allantois formation has not been investigated. More broadly, the underlying Eomes-dependent mechanisms that coordinate the formation of

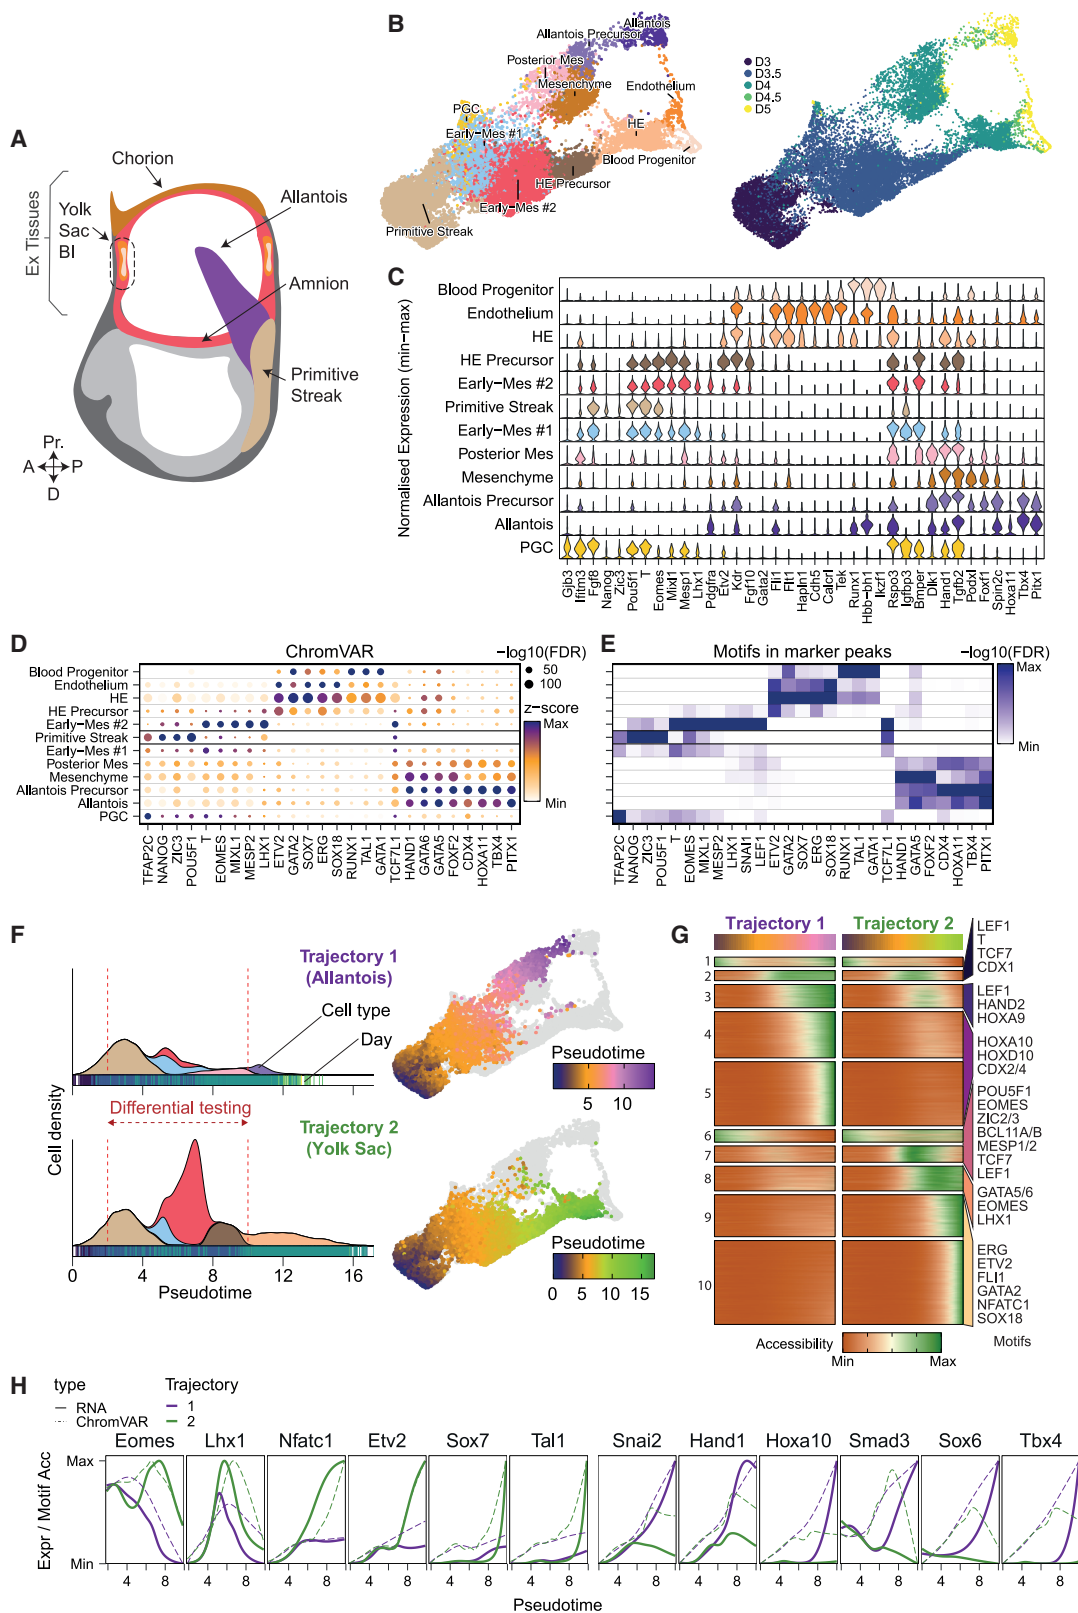

(legend on next page)

early hematovascular lineages remain poorly understood, and a cell-autonomous role for Eomes during blood and endothelial formation *in vivo* has yet to be determined.

Here, we utilized 10× Genomics multiome reagents to create a detailed, time-resolved single-cell atlas of gene expression (RNA) and chromatin accessibility (assay for transposase-accessible chromatin [ATAC]) during murine hematovascular embryoid body (EB) differentiation. This approach identified robust production of both YS and allantois cell types. Using a combination of *in vitro* and *in vivo* assays, we demonstrate that Eomes is essential for the formation of YS-fated ExEM but is not required for specification of the allantois lineage and allantois endothelium. Eomes dependence thus clearly defines the formation of distinct extraembryonic hematovascular tissues. The previously described block in YS hematopoiesis, caused by Eomes loss of function, reflects an earlier loss in YS-fated ExEM. Moreover, we demonstrate that simultaneous disruption of Eomes and T entirely blocks the specification of all YS and allantois mesoderm. Taken together, these findings reveal new insights into the mechanisms that allow TFs to coordinate ExEM diversification. Additionally, the ability to readily generate allantoic mesoderm during embryonic stem cell (ESC) differentiation *in vitro* has important implications for future studies of developmental biology and regenerative medicine.

## RESULTS

### Efficient generation of ExEM subtypes *in vitro*

We recently described a mouse ESC-differentiation protocol that robustly generates extraembryonic populations, including YS-like hematopoietic progenitors, via the formation of EBs.<sup>10</sup> However, a comprehensive and unbiased analysis exploring how this *in vitro* system recapitulates *in vivo* embryonic development is missing. Here, we characterized the transcriptional/chromatin accessibility profiles of over 19,000 single cells, isolated at 12-h intervals from days 3 to 5 of EB differentiation (Figures 1B and S1A–S1D). We annotated 12 cell types (see STAR Methods) by integrating our *in vitro* dataset with an *in vivo* mouse gastrulation reference, performing label transfer (Figures S1E–S1G), and analyzing marker gene and motif accessibility patterns (Figures 1C–1E, S1H, and S1I).<sup>17–19</sup> Additionally, to aid motif interpretability, we predicted TF occupancy using *in silico* chromatin immunoprecipitation (ChIP) methodology<sup>18</sup> (Figures 1D and 1E; see STAR Methods).

At day 3, EBs were primarily composed of cells expressing PS markers including Nanog, Zic3, and Pou5f1 (Figures 1B, 1C, and

S1E–S1I).<sup>20</sup> 12 h later, two early mesoderm (Early-Mes) cell populations emerged, which expressed mesodermal markers T, Eomes, Mixl1, Mesp1, and Lhx1 and primarily aligned with *in vivo* nascent mesoderm (Figures 1B, 1C, and S1E–S1I).<sup>6,21–23</sup> However, these populations showed distinctive molecular profiles (Table S1). The population expressing higher levels of Fgf8, Rspo3, and Igfbp3 was labeled Early-Mes #1, and the population expressing higher levels of Kdr, Pdgfra, and Nr1, Early-Mes #2 (Figure 1C). Day 3.5 EBs also contained hematoendothelial (HE) precursors, expressing Early-Mes #2 markers as well as Kdr, Etv2, and Fgf10 (Figure 1C).<sup>24–26</sup>

Beginning at day 4, we detected further differentiated HE cells, which had downregulated mesodermal markers and expressed high levels of Etv2, Kdr, and Flt1, with regions of increased chromatin accessibility enriched for ETV2, GATA2, and ERG motifs (Figures 1B–1E).<sup>24–26</sup> During *in vivo* mouse gastrulation, Foxf1 and Dlk1 are broadly expressed in ExEM cells of the allantois, amnion, and chorion but excluded from hematopoietic cells in YS blood islands (Figures S1H and S1I),<sup>27,28</sup> while Pitx1, Tbx4, and Hoxa10/11/13 expression is localized to the allantois bud (Figures S1H and S1I).<sup>28–30</sup> Our day 4 EBs contained ExEM cell types that we labeled posterior mesoderm, mesenchyme, and allantois precursor based on the expression and/or motif accessibility patterns of Foxf1, Dlk1, Gata5/6, Tbx4, Pitx1, and Hoxa11 (Figures 1B–1E and S1E–S1I).

By days 4.5/5, EBs contained blood progenitors (Runx1, Hbb-bh1, Ikzf1, and RUNX1/GATA1/TAL1 motifs), endothelial cells (Cdh5, Tek, Flt1, and ETV2/SOX/ERG motifs),<sup>17,19</sup> mesenchyme, and an allantois cell population (Tbx4/Pitx1 and CDX/HOX/PITX1 motifs) (Figures 1B–1E).<sup>3,28</sup> We detected a few primordial germ cell (PGC)-like cells, expressing Gjb3 and Ifitm3, enriched for TFAP2C motifs, from day 3.5 onward (Figures 1B–1E).<sup>31,32</sup> Notably, the gene expression and chromatin landscapes of EB cell types closely mirrored their *in vivo* counterparts (Figures S1H, S1I, S2A, and S2B). Altogether, these findings demonstrate that our EB differentiation system effectively recapitulates the formation of ExEM cell populations that arise in the YS and allantois, including downstream primitive hematopoietic cells, endothelium, and mesenchymal cell types.

### Multiome analysis identifies two distinct trajectories guiding the formation of the YS and allantois lineages

Next, we performed trajectory inference and identified two major trajectories (Figure 1F). Trajectory #1 generates allantois-like cells from posterior mesodermal precursors arising from Early-Mes #1, whereas trajectory #2 resembles YS formation from HE precursors arising from Kdr+ Early-Mes #2. Notably, the PS

#### Figure 1. Multiomic characterization of EBs identifies YS and allantois lineage differentiation

(A) Schematic of an E8.25 mouse gastrula. Ex, extraembryonic; Pr, proximal; A, anterior; P, posterior; D, distal; BI, blood islands. (B) Uniform manifold approximation and projection (UMAP) of shared scRNA-seq and single-cell ATAC-seq (scATAC-seq), colored by cell type annotation (left) and day (right). D, day; Mes, mesoderm; PGC, primordial germ cell; HE, hematoendothelial. (C–E) Molecular characterization of EB cell types, displaying marker gene expression (C), ChromVAR scores (D), and motif enrichment in ATAC marker peaks (E). (F) Left-side, cell type densities displayed along pseudo-times for allantois trajectory #1 (top) and YS trajectory #2 (bottom). Right-side, pseudo-times for trajectory #1 (top) and trajectory #2 (bottom) overlaid on UMAPs. Cell types and days are colored as in (B). (G) Heatmap showing normalized chromatin accessibility for peaks along pseudo-time for both trajectories, clustered by peak accessibility patterns. Enriched motifs for cluster(s) are displayed on the right. Differential testing was performed on pseudo-time range indicated in (F). (H) Gene expression (solid lines) and chromVAR motif accessibility (dashed lines) for allantois (purple, trajectory 1) and YS (green, trajectory 2) trajectories plotted along pseudo-time.

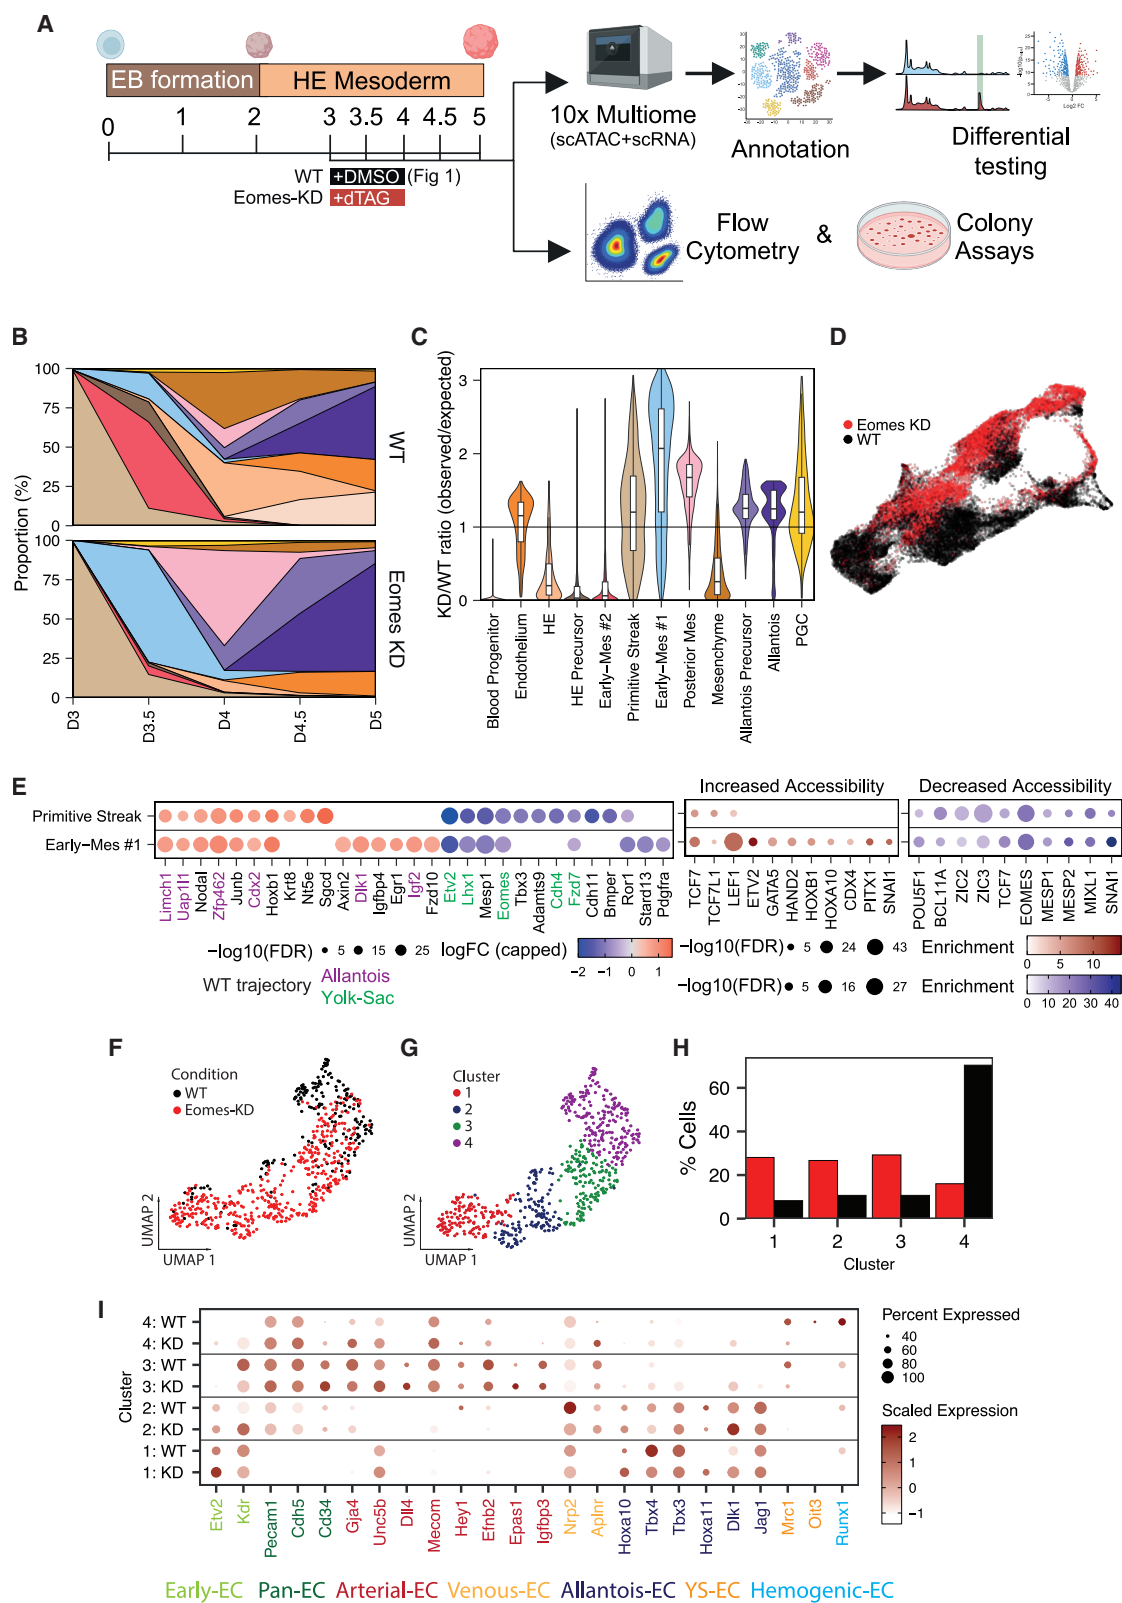

**Figure 2. Allantois cell types predominate downstream of Eomes protein KD in EB cultures due to a disruption in Early-Mes formation**  
(A) Experimental design: 10× Genomics multiome workflow, flow cytometry, and colony assays were conducted on WT and Eomes-KD EB cultures. WT cultures received DMSO, and Eomes-KD cultures received dTAG13 from days 3 to 4.

(legend continued on next page)

and Early-Mes #1 are included in both trajectories prior to an early (day 3.5) lineage bifurcation (Figures 1B and 1F) and are therefore likely common precursors for both lineages, consistent with transplantation studies showing continuous generation of YS- and allantois-fated mesoderm from the posterior PS.<sup>1</sup>

Using TradeSeq, we identify gene sets and chromatin regions that display distinctive patterns of expression/accessibility across the pseudo-times for both trajectories (Figures 1G, 1H, S2C, and S2D; Table S1). Eomes, Lhx1, and Etv2 increased in expression and motif accessibility at the onset of the YS trajectory, whereas Snai2 and Hand1 were upregulated early in the allantois trajectory (Figures 1G and 1H). At later pseudo-times, Sry-box TFs, Sox7, and Sox6 exhibited specificity for the YS and allantois trajectories, respectively (Figure 1H). Signaling-related genes were also differentially expressed. Early in the YS trajectory, the ligand Vegfc and its receptor Kdr were upregulated (Figure S2D), consistent with lineage tracing experiments tracking Kdr+ mesoderm to YS blood islands.<sup>33</sup> Wnt and Fgf receptors/ligands (Wnt: Fzd7, Frzb, Wnt5a, and Lgr4; Fgf: Fgf10/15/18) as well as transforming growth factor  $\beta$  (Tgf- $\beta$ )/BMP pathway elements, including receptors (Tdgf1 and Tgfbr3), inhibitors (Lefty2 and Bambi), ligands (Bmp2, Bmp7, and Tgfb2), and downstream effectors (Smad9), also exhibit distinctive expression patterns (Figure S2D). Overall, our analyses identify dynamic and distinctive expression patterns of inductive cues and TFs, which potentially direct cell fate specification at various stages of YS and allantois differentiation.

### Eomes expression in ExEM progenitors is required for the YS lineage but dispensable for allantois cell populations

Using Eomes knockout (KO) ESC, we previously identified an essential role for Eomes in YS-like hematopoiesis, with chromatin changes of day 4 KDR+ cells suggesting that Eomes primes Early-Mes with hemogenic competence.<sup>10</sup> The trajectory analyses presented above suggest Eomes acts at the onset of ExEM diversification (days 3–3.5), when bifurcation toward the YS versus allantois lineage occurs (Figure 1H). To further investigate Eomes requirements during this early time window, we employed flow cytometry, functional assays, and multiomics using a Runx1<sup>Venus</sup> Eomes<sup>mCherry-degron</sup> ESC line (Figure 2A).<sup>34</sup> This line features a degron tag attached to the C terminus of Eomes, which enables rapid EOMES protein depletion by adding the small molecule dTAG13 to culture media.<sup>34</sup> Additionally, the Venus reporter in this line monitors Runx1 expression, which marks nascent hematopoietic progenitors.<sup>35</sup>

At day 3 of EB differentiation, flow cytometry shows ~70% of cells expressed EOMES protein prior to upregulation of mesodermal markers KDR and PDGFRA (Figures S3A and S3B). The

proportion of EOMES-expressing cells dropped substantially by day 4 (~15%), and by day 4.5 EOMES was no longer detectable (Figure S3A). Addition of dTAG13 from days 3 to 4, hereafter referred to as Eomes knockdown (Eomes-KD), rapidly abolished EOMES protein and blocked formation of a day 3.5 KDR<sup>+</sup>PDGFRA<sup>+</sup> population (Figures S3A and S3B). In line with previous Eomes-KO experiments,<sup>10</sup> Eomes-KD abrogated formation of Runx1-Venus<sup>+</sup>/CD41<sup>+</sup> blood progenitors and primitive erythrocytes but failed to block generation of CDH5<sup>+</sup> endothelial cells (Figures S3C and S3D). Kinetics of RNA versus protein expression for these markers were highly similar during wild-type (WT) EB differentiation (Figures S3A, S3B, S3D, and S3E).

To further investigate the molecular consequences of Eomes-KD, we conducted multiomic profiling of Eomes-KD EBs at 12-h intervals from days 3.5 to 5 and compared these profiles to equivalent DMSO-treated WT EBs shown in Figure 1 (Figure 2A). Strikingly, Eomes-KD cells display a markedly reduced ability to contribute to cell types of the YS trajectory (Figures 2B–2D). By day 3.5, Eomes-KD cultures produced far fewer Early-Mes #2 and HE precursors compared with WT cultures, with later stages showing a notable reduction in HE and blood progenitors. By contrast, cell types associated with the allantois trajectory, including Early-Mes #1, posterior mesoderm, allantois precursors, and allantois populations, were abundantly generated (Figures 2B–2D). These results demonstrate that Eomes governs the formation of an early subset of YS-fated ExEM and its downstream progeny but is dispensable for allantois formation.

To further explore Eomes' role during the initial step of ExEM diversification, we examined Eomes-dependent molecular changes in PS and Early-Mes #1 cell types, the relatively undifferentiated common precursors for both trajectories (Figure 2E; Table S1). Notably, Eomes disruption caused downregulation of Etv2, a key regulator of YS hematovascular formation,<sup>26,36–38</sup> as well as Eomes target genes Lhx1, Mixl1, and Mesp1<sup>9,10,39</sup> (Figure 2E). Additionally, motifs for EOMES, mesoderm-related TFs (MESP1/2, MIXL1, and SNAI1), and pluripotency factors (ZIC2/3 and POU5F1) were enriched in regions with decreased chromatin accessibility (Figure 2E). Conversely, Eomes-KD led to premature upregulation of TFs and signaling molecules (Cdx2, Nodal, Dlk1, and Igf2) (Figures 2E and S3F) as well as increased chromatin accessibility in regions enriched for motifs (HOX, CDX4, and PITX1) linked to later stages of the allantois trajectory (Figures 1D, 1E, and 1G). Interestingly, Eomes expression was also reduced, implying an autoregulatory mechanism likely drives Eomes expression during YS formation (Figure 2E). Thus, Eomes controls chromatin and transcriptional biases during ExEM diversification that pattern allantois versus YS fates in an early posterior PS population.

(B) Cell type proportions per time point for WT (top) and Eomes-KD cultures (bottom). At day 3 WT proportions are displayed, as Eomes-KD was induced from day 3 onward. Cell type colored as in Figure 1B.

(C) Ratio of Eomes-KD to WT cells, calculated using the 100 nearest neighbors for each cell, colored by cell type. Values above one indicate enrichment of Eomes-KD cells, while values below one indicate depletion.

(D) UMAPs colored by EB culture condition showing Eomes-KD cells in red and WT cells in black.

(E) Left panel shows differential gene expression between Eomes-KD and WT early cell types. Colored gene names indicate allantois (purple) and YS (green) trajectory marker genes from Figure 1. Middle/right panels display motif enrichment for peaks with increased (middle) or decreased (right) chromatin accessibility.

(F and G) Detailed analysis of endothelium displaying UMAP colored by EB culture condition (F) or sub-cluster (G).

(H) Proportion of cells in each of the endothelial subclusters, colored by EB culture condition.

(I) Gene expression dotplot of endothelial marker genes for each of the endothelial subclusters and EB culture conditions.

### Eomes depletion promotes allantois endothelium production *in vitro*

The YS and allantois are primary sites of *de novo* vasculogenesis during embryogenesis, distinguished by specific endothelial molecular signatures.<sup>17,19</sup> YS endothelium is marked by *Lyve1*, *Stab2*, *Oit3*, and *Mrc1*, whereas developing endothelium of the allantois expresses *Dll1*, *Jag1*, *Hoxa10/11*, and *Tbx4*.<sup>19</sup> At days 4.5/5, Eomes-KD and WT EBs contained similar proportions of developing endothelial cells (Figure 2C). To investigate endothelial heterogeneity, we sub-clustered Eomes-KD and WT endothelium and explored the expression of arterial, venous,<sup>40</sup> and YS versus allantois endothelial marker genes (Figures 2F–2I).

Eomes-KD EBs abundantly generated endothelial precursors with an allantois signature (Figures 2F–2I, clusters 1 and 2), characterized by high expression of markers such as *Kdr*, *Etv2*, *Hoxa10/11*, *Tbx4*, *Dll1*, and *Jag1*, which were less prominent in WT EBs. Both Eomes-KD and WT EBs contained more differentiated endothelial cells, including cells expressing arterial markers (*Unc5b*, *Dll4*, *Efnb2*, etc.—cluster 3). However, cluster 4 endothelial cells differed between conditions: WT EBs abundantly generated these cells, which expressed some YS endothelial markers (*Mrc1* and *Oit3*) and the hemogenic marker *Runx1*. In contrast, Eomes-KD EBs produced cluster 4 endothelial cells, which displayed reduced YS-specific marker expression. These results suggest Eomes-KD EBs preferentially generate endothelium via an allantois differentiation pathway.

### Chimeric embryo analyses validate critical functions of Eomes for YS but not allantois formation

To investigate the predictive power of our EB model and further explore a role for Eomes during YS and allantois formation *in vivo*, we conducted single-cell RNA sequencing (scRNA-seq) on 4 pools of chimeric embryos generated by injecting WT blastocysts with 4 independent Eomes-KO ESC clones expressing TdTomato (Figures 3A and S3F). At E8.25–E8.5, chimeric embryo pools were dissociated, WT host cells and TdTomato+ Eomes-KO cells were sorted using fluorescence-activated cell sorting (FACS) and analyzed by 10× Genomics scRNA-seq (Figure 3A). The transcriptional profiles of WT and Eomes-KO cells from chimeric embryos were aligned with a gastrulation reference atlas,<sup>17</sup> enabling cell type annotation and identification of cellular and molecular disruptions caused by Eomes-KO (Figures 3B and S3G).

WT cells successfully mapped to the ectodermal, mesodermal, and endodermal cell types typically found in E8.25 embryos, as well as non-epiblast-derived lineages such as extraembryonic endoderm and ectoderm (Figure 3B). By contrast, Eomes-KO cells fail to form non-epiblast-derived lineages, reflecting the restricted potency of ESC (Figure 3B). To investigate statistical differences in the contribution of WT versus Eomes-KO cells to various cellular populations, we performed neighborhood-level differential abundance testing (Figures 3C and S3H).<sup>41</sup> Consistent with previous fate mapping and functional studies,<sup>8–10</sup> Eomes-KO cells were deficient in generating gut tube and anterior mesodermal derivatives, such as cranial and pharyngeal mesoderm and cardiomyocytes (Figures 3B and 3C). However, Eomes-KO cells efficiently contribute to posterior mesodermal derivatives, including caudal and somitic mesoderm, although formation of paraxial mesoderm was impaired (Figures 3B and 3C).

Notably, Eomes-KO cells failed to form YS endothelium and blood progenitors but were able to generate allantois and allantois endothelial cells (Figures 3B and 3C), aligning with the block in YS differentiation observed in our EB model system. The transcriptional profiles of Eomes-KO versus WT allantois endothelium were highly concordant (Figure S3I; Table S2); however, numerous genes were differentially expressed in allantois and lateral plate mesoderm cell populations (Figure S3I; Table S2). Finally, to corroborate our chimera-seq findings, we additionally performed whole-mount immunofluorescence confocal imaging of Eomes-KO chimeric embryos, which confirmed a complete absence of tdTomato+ Eomes-KO cells in the YS but a significant contribution to the allantois, including *Pecam1*+ allantois endothelium (Figures 3D and S4A; Video S1).

### Eomes and T play distinct and compensatory roles during ExEM formation

During gastrulation, T expression begins shortly after Eomes in the proximal posterior epiblast and the nascent mesoderm along the length of the PS.<sup>10</sup> It is subsequently observed in various mesodermal derivatives, such as the cell population at the base of the allantoic bud, including the PGCs,<sup>42</sup> as well as in the notochord and neuro-mesodermal progenitors (Figure 4A).<sup>5,7,11,17</sup> We previously conducted scRNA-seq on T-KO chimeric embryos at E8.5.<sup>14</sup> Reanalysis of these data identifies no evident disruption of YS blood and endothelium, cells, or allantois cell types, including allantois endothelium (Figure 4B). These findings are consistent with earlier studies that show T-deficient ESC can contribute to the developing allantois region in chimeric embryos at E8.25.<sup>16</sup> Chorio-allantois fusion, which occurs at slightly later developmental stages, is impaired in highly chimeric T-deficient allantoizes, mimicking T-null embryos.<sup>15,43</sup>

Several ExEM populations, including the allantois, allantois endothelium, and the lateral plate mesoderm, form successfully in both Eomes-KO and T-KO chimeric embryos (Figures 3C and 4B). Interestingly, Eomes-KO alters the transcriptomes of allantois and lateral plate mesoderm cells, while equivalent cells in T-KO chimeras remain largely unaffected (Figure 4C). The formation and molecular characteristics of Eomes-KO and T-KO allantois endothelium, however, are highly similar and not disrupted (Figure 4C). Therefore, disrupting T alone does not impact the formation or the transcriptional properties of YS or allantois cell types. Rather, neuro-mesodermal progenitors (NMPs) are the major cell type transcriptionally dysregulated in T-KO chimeras (Figures 4B and 4C). By contrast, Eomes is essential for the formation of YS cell types, and, while Eomes-KO allantois cells are specified, they exhibit aberrant gene expression profiles that may impact downstream functional properties.

Disrupting both Eomes and T simultaneously completely blocks intra-embryonic mesoderm formation in ESC models<sup>12,13</sup>; however, the impact on specification of ExEM lineages has not been formally explored. In line with our transcriptional analyses of single KO chimeras, imaging confirms that T-KO tdTomato+ and Eomes-KO tdTomato+ ESC contributed to the allantois region in E8.25 chimeric embryos, including *Pecam1*+ allantois endothelium (Figures 3D, 4D, S4A–S4C, and S4E; Videos S2A and S2B). In striking contrast, Eomes/T double-KO (dKO) tdTomato+ ESC were absent from both the allantois and YS,

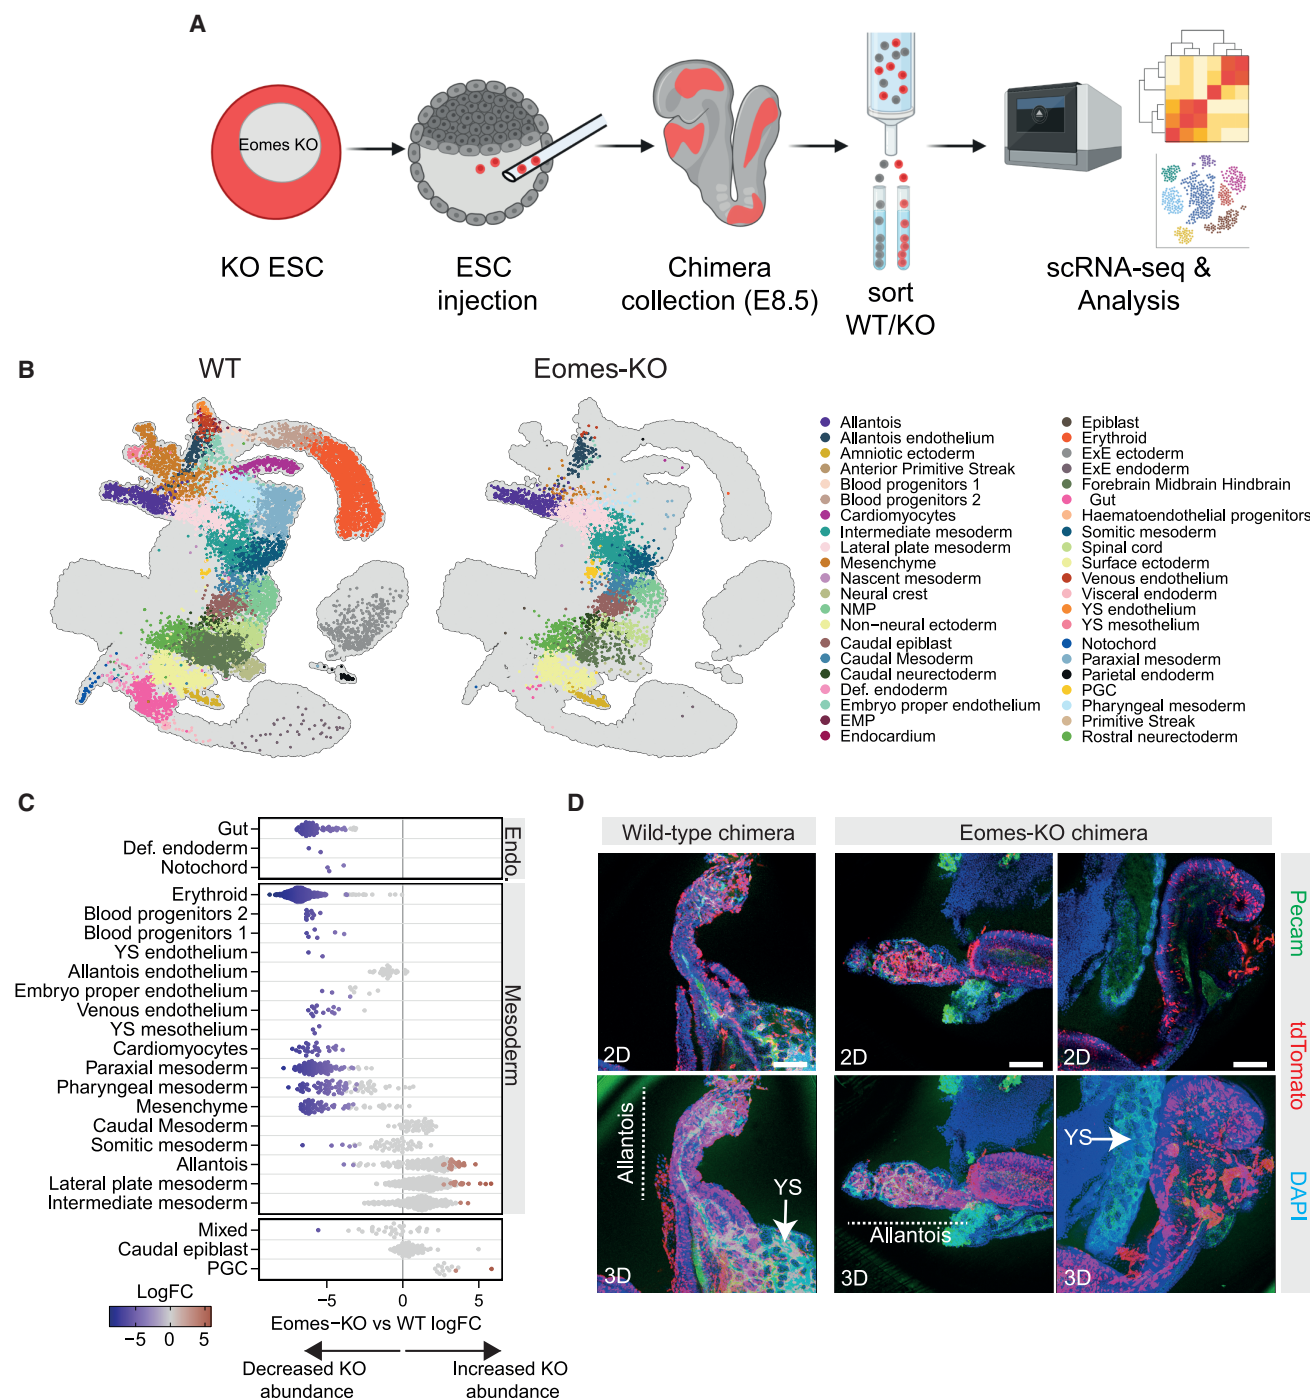

**Figure 3. Eomes is essential for YS but dispensable for allantois development *in vivo***

(A) Experimental design for Eomes-KO/WT chimera-seq. Created with BioRender.com.

(B) Projection of chimera-seq WT (left) and Eomes-KO (right) cells onto the gastrulation atlas UMAP from Pijuan-Sala et al.,<sup>17</sup> colored by cell type annotation.

(C) Neighborhood-level differential abundance testing between Eomes-KO and WT cells. Negative logFC values indicate depletion of KO cells, while positive logFC values indicate enrichment, and neighborhoods without statistical significance are colored gray.

(D) Confocal imaging of chimeras generated by injecting WT (left) or Eomes-KO (right) tdTomato+ ESCs into WT blastocysts. Samples are stained for DAPI (blue), injected tdTomato+ cells (red), and Pecam-1 (green). YS and allantois structures are indicated. Scale bars: 200  $\mu$ m.

indicating a complete block in the ability of Eomes/T dKO ESC to form cell types of these extraembryonic tissues (Figure 4D; Videos S2A and S2B). Furthermore, depleting Eomes protein in

Runx1<sup>Venus</sup> Eomes<sup>mCherry-degron</sup> T-KO EBs blocked the production of KDR+ and/or PDGFRA+ mesodermal cell populations (Figures 4E and S4B–S4D). Together, these findings demonstrate

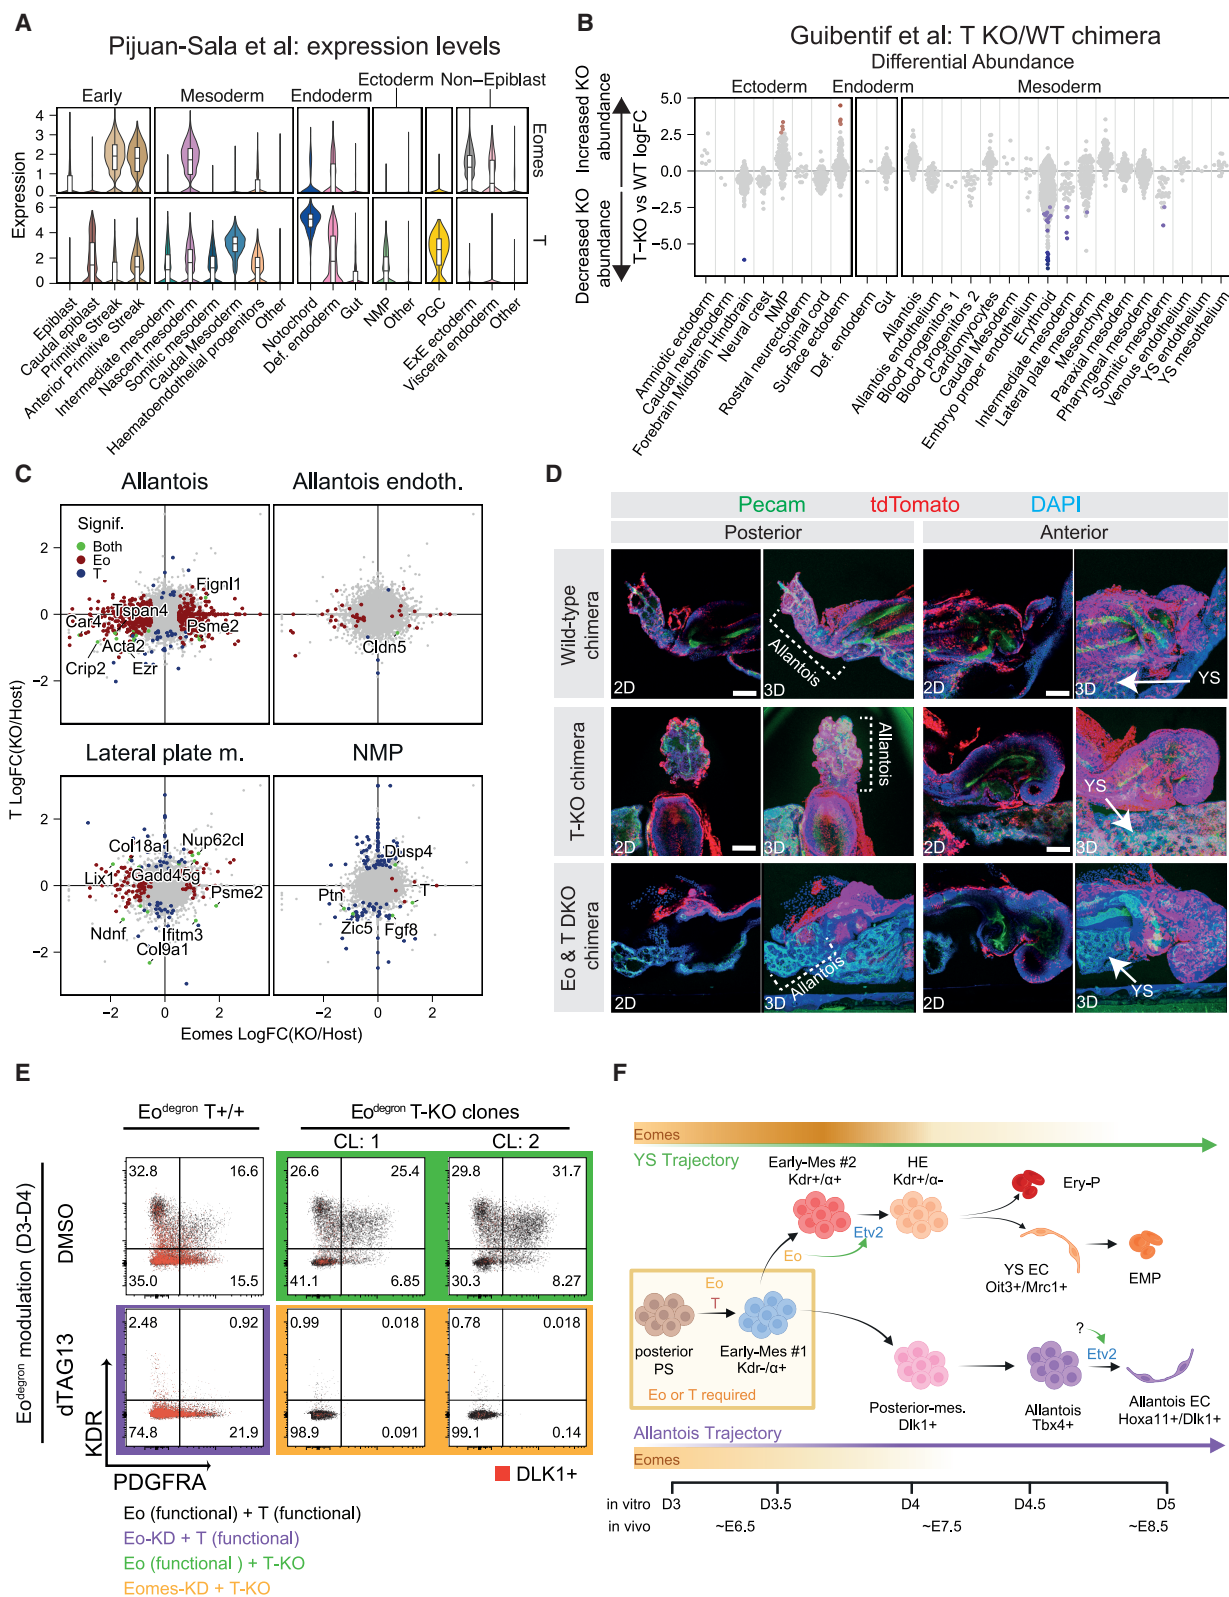

**Figure 4. Eomes and T have distinct and compensatory roles during ExEM formation**

(A) Violin plots displaying Eomes (top) and T (bottom) RNA expression patterns from the Pijuan-Sala et al.,<sup>17</sup> gastrulation atlas, which covers E6.5–E8.5 of mouse development. Cell types with low expression are relabeled as “other.” Def. endoderm, definitive endoderm; NMP, neuro-mesodermal progenitor.

(legend continued on next page)

that while individual KO of Eomes or T does not disrupt the initial generation of allantois mesodermal cells, simultaneous disruption of both T-box factors does.

To further explore the interplay between Eomes and T, we compared the Eomes-KD and WT molecular profiles along allantois differentiation in our *in vitro* multiomics dataset. Notably, in the absence of Eomes, T RNA expression is upregulated during early allantois differentiation (Figure S4F; Table S1). Additionally, we identified a cluster of chromatin regions that exhibit increased accessibility upon Eomes-KD, of which approximately 60% are bound by T in a previously published Eomes/T ChIP-seq dataset from Tosic et al.<sup>13</sup> (Figure S4G, cluster 3; Table S1). These analyses highlight putative T-bound chromatin regions that may compensate for loss of Eomes and facilitate allantois differentiation, providing insights for future studies into this regulatory interplay.

## DISCUSSION

The specification and diversification of ExEM lineages are crucial for the growth and development of the mammalian embryo within the uterine environment. Here, we show a robust EB model mimics temporal induction of ExEM subtypes that arise during gastrulation, generating cell populations that adopt distinct YS or allantoic ExEM fates. Using this system, we identify TFs, signaling pathways, and chromatin accessibility changes associated with the emergence of two major ExEM trajectories. Additionally, we identify a mesenchyme population that potentially represents precursors of two additional ExEM lineages, the amnion and chorion. Our model, therefore, highlights unexpected mesodermal and endothelial diversity during EB differentiation, thus enabling a more precise interpretation of stem cell differentiation pathways, which is essential for downstream therapeutic applications.

Using a degon-based approach in our EB model, alongside validation experiments in chimeric embryos, we identify a seminal role for Eomes in directing specification of YS but not allantoic fates. Eomes depletion induces premature activation of TFs and signaling pathways associated with later stages of allantois formation, suggesting Eomes likely represses allantoic ExEM specification in the early posterior PS when YS formation predominates. Notably, our work identifies a downstream network of hematovascular TFs that Eomes activates, including *Mixl1*, *Mesp1*, and the key regulator *Etv2*, in agreement with a

recent study showing *Etv2* upregulation upon Eomes overexpression in a similar EB model system.<sup>44</sup> *Etv2* is an upstream component of the transcriptional hierarchy regulating induction of hematovascular fate in the embryo proper, YS, and allantois.<sup>26,36–38</sup> Here, we show that Eomes controls *Etv2* expression at the onset of YS ExEM specification prior to *KDR* expression, but not during allantois endothelial formation (Figure 4F). Therefore, we demonstrate that distinct regulatory mechanisms drive *Etv2* expression in diverse ExEM lineages and place Eomes at the top of a transcriptional hierarchy specifically regulating YS hematovascular formation.

The T-box family TFs Eomes and T exhibit distinctive expression patterns during murine gastrulation. Eomes is transiently expressed in ExEM precursors that traverse the posterior PS starting at E6.5, while T appears slightly later throughout the PS and nascent mesoderm.<sup>10</sup> Unlike Eomes, which is crucial for cardiac<sup>9</sup> and YS mesoderm specification, T directs mesodermal formation from NMPs, facilitating posterior axis extension.<sup>14–16</sup> Our chimera studies show that neither TF individually has roles in the initial formation of the allantois mesoderm. Previous studies have shown that disrupting both TFs completely blocks intraembryonic mesoderm formation, pointing to partial redundancy.<sup>12,13</sup> Importantly, our study demonstrates similar redundancy applying to the extraembryonic compartment, since elimination of both Eomes and T ablates ExEM formation both *in vitro* and *in vivo*. Our integrative analysis with ChIP-seq datasets suggests that increased T activity upon Eomes loss-of-function compensates for allantois mesoderm specification.

Altogether, our findings suggest Eomes and T likely act in a balancing mechanism to control YS versus allantois mesoderm specification as the PS elongates and their expression patterns shift during gastrulation. While this study sheds light on their partially redundant roles, further research is needed to fully elucidate the molecular mechanisms underpinning this balance. Importantly, the comprehensive datasets and EB model we provide offer a robust foundation for further investigations into the genetic networks that specify and pattern extraembryonic tissues—an often overlooked but crucial aspect of embryogenesis.

## Limitations of the study

We delineate the molecular dynamics of YS and allantois differentiation using *in vitro* datasets; however, direct comparison to *in vivo* references is constrained by limited single-cell data for

(B) Neighborhood-level differential abundance testing between T-KO and WT cells. Negative logFC values indicate depletion of KO cells, while positive logFC values indicate enrichment, and neighborhoods without statistical significance are colored gray. YS, yolk sac; Def, endoderm, definitive endoderm; NMP, neuro-mesodermal progenitor.

(C) Comparison of DEGs between injected KO and host WT cells for Eomes (x axis) and T (y axis) chimera-seq experiments within specific cell types. Highlighted genes are significant in either T (blue), Eomes (red), or both KO conditions (green).

(D) Confocal imaging of chimeras generated by injecting WT (row 1), T-KO (row 2), Eomes/T dKO (row 3), and TdTomato+ ESC into a WT host blastocyst. Samples are stained for DAPI (blue), injected tdTomato+ cells (red), and *Pecam-1* (green). YS and allantois structures are indicated. Scale bars, 200  $\mu$ m.

(E) Flow cytometric analyses of PDGFRA and *KDR* expression for Eomes<sup>WT</sup>/T<sup>WT</sup>, Eomes<sup>KD</sup>/T<sup>WT</sup>, Eomes<sup>WT</sup>/T<sup>KO</sup>, and Eomes<sup>KD</sup>/T<sup>KO</sup> at day 4 of EB differentiation. Red dots indicate DLK1+ cells.

(F) Model summarizing molecular regulation of YS and allantois mesodermal lineage specification. Eomes plays a crucial role in differentiation toward the YS mesoderm fate, causing Eomes loss-of-function cells to be redirected toward the allantois lineage. *Etv2*, required for hematovascular differentiation, is controlled by Eomes during YS formation but not during the formation of allantois endothelium. The simultaneous KO of Eomes and T, but not their individual KOs, completely ablates the formation of ExEM. Orange bars indicate Eomes expression levels along differentiation trajectories.  $\alpha$ , Pdgfra; EC, endothelial cell; YS, yolk sac; PS, primitive streak; Ery-P, primitive erythroid; HE, hemoendothelium; Posterior-Mes, posterior mesoderm; Early-Mes, early mesoderm; EMP, erythromyeloid progenitor.

this developmental window and ground truth lineage information. The Eomes and T ChIP-seq data in Figure S4G, generated in a different *in vitro* system,<sup>13</sup> may not fully capture their chromatin binding dynamics during ExEM differentiation.

## RESOURCE AVAILABILITY

### Materials availability

### Data and code availability

- Data from this study have been deposited at the Gene Expression Omnibus (GEO: GSE274166 and GEO: GSE274167). Chromatin accessibility profiles can be explored using the UCSC Genome Browser at [https://genome.ucsc.edu/s/Barttheuwer/Theeuwes\\_Harland\\_vitro\\_multiome](https://genome.ucsc.edu/s/Barttheuwer/Theeuwes_Harland_vitro_multiome). Previously published T-KO chimera scRNA-seq was reanalyzed and can be found on Arrayexpress under code E-MTAB-8811 or accessed via the R package “MouseGastrulationData” via the “TChimeraData” function. Reference atlas data used throughout the paper can be accessed at <https://marionilab.github.io/ExtendedMouseAtlas/> for scRNA-seq<sup>17,19</sup> and GEO: GSE205117 for the multiome gastrulation atlas.<sup>18</sup> Previously published T and Eomes ChIP-seq data can be found at GEO: GSE128466.<sup>13</sup>
- All code used to process and analyze the data is available at [https://github.com/BartTheeuwes/Eomes\\_ExEM](https://github.com/BartTheeuwes/Eomes_ExEM).

## ACKNOWLEDGMENTS

We thank William Mansfield at the CRUK Pre-clinical Genome Editing facility for generating embryos for the chimera-seq experiments, the Flow Cytometry Core Facility at CIMR for cell sorting, CRUK-CI genomics core for preparing the single-cell libraries and sequencing of chimera-seq experiments, the Babraham Institute’s Genomics Facility for sequencing of 10× multiome experiments, Darran Clements from the CSCI Imaging Facility for microscopy support, Rebecca Hannah for data support, and the Cambridge Research Computing Services for supplying computer resources. We also thank the Dunn School Don Mason Flow Cytometry Facility, the Dunn School Bioimaging Facility, Genome Engineering Oxford, and the Pathology Support Building Facility. Finally, we would like to thank all members of the Robertson and Gottgens labs for their advice and support, including Philipp Kurbel and Atreyi Biswas for technical assistance. Work at Cambridge was supported by the Wellcome Trust (Wellcome Collaborative Gastrulation Consortium Award, 220379/B/20/Z B.G.; Wellcome Early-Career Award, 226309/Z/22/Z L.T.G.H.; Wellcome PhD studentship, 224928/Z/22/Z B.T.). Work in the Gottgens group was also supported by Blood Cancer UK, the Medical Research Council, Cancer Research UK, and by core support grants from the Wellcome Trust (203151/Z/16/Z and 203151/A/16/Z) and the UKRI Medical Research Council (MC\_PC\_17230). Work at Oxford was supported by the Wellcome Trust (214175/Z/18/Z E.J.R. and 219978/Z/19/Z A.M.B.). E.J.R. is a Wellcome Trust Principal Fellow. For the purpose of open access, the author has applied a CC BY public copyright license to any author-accepted manuscript version arising from this submission.

## AUTHOR CONTRIBUTIONS

Conceptualization and research design, L.T.G.H., B.T., E.J.R., and B.G.; EB differentiation experiments, L.T.G.H. and A.M.B.; bioinformatic analyses, B.T.; ESC cell-line generation, L.T.G.H., A.M.B., and E.J.R.; 10×

Genomics multiomic sample processing, T.L. and S.J.C.; chimera injections and dissections, M.-L.N.T., E.J.R., and I.C.; imaging, I.C.; project support, N.K.W. and E.B.; data curation, B.T. and R.A.; writing, L.T.G.H., B.T., B.G., and E.J.R. wrote the manuscript with feedback from co-authors; supervision, E.J.R. and B.G.; project administration, L.T.G.H., E.J.R., B.G., and W.R.; and funding acquisition, L.T.G.H., B.T., B.G., E.J.R., and A.M.B.

## DECLARATION OF INTERESTS

W.R., S.J.C., and R.A. have been employees of Altos Labs since September 2022.

## DECLARATION OF GENERATIVE AI AND AI-ASSISTED TECHNOLOGIES IN THE WRITING PROCESS

During the preparation of this work, the author(s) used ChatGPT in order to improve clarity of writing. After using this tool/service, the author(s) reviewed and edited the content as needed and take(s) full responsibility for the content of the publication.

## STAR★METHODS

Detailed methods are provided in the online version of this paper and include the following:

- **KEY RESOURCES TABLE**
- **EXPERIMENTAL MODELS AND STUDY PARTICIPANTS**
  - ESC genetic modification using CRISPR-Cas9
  - ESC maintenance
  - In vitro hematovascular EB differentiation protocol
  - Chimera generation
- **METHOD DETAILS**
  - Western blot
  - Flow cytometry
  - Collecting EB samples for 10x multiomics and flow cytometry
  - Nuclear extraction and 10x genomics multiome library preparation
  - In vitro RNA+ATAC Multiome pre-processing
  - In vitro RNA+ATAC Multiome wild-type analysis
  - In vitro RNA+ATAC Multiome Eomes knock-down analysis
  - Chimera imaging
  - Chimera-seq analysis
- **QUANTIFICATION AND STATISTICAL ANALYSIS**

## SUPPLEMENTAL INFORMATION

Supplemental information can be found online at <https://doi.org/10.1016/j.devcel.2025.06.001>.

Received: August 13, 2024

Revised: February 10, 2025

Accepted: June 2, 2025

Published: June 24, 2025

## REFERENCES

1. Kinder, S.J., Tsang, T.E., Quinlan, G.A., Hadjantonakis, A.K., Nagy, A., and Tam, P.P.L. (1999). The orderly allocation of mesodermal cells to the extra-embryonic structures and the anteroposterior axis during gastrulation of the mouse embryo. *Development* 126, 4691–4701. <https://doi.org/10.1242/dev.126.21.4691>.
2. Dzierzak, E., and Bigas, A. (2018). Blood Development: Hematopoietic Stem Cell Dependence and Independence. *Cell Stem Cell* 22, 639–651. <https://doi.org/10.1016/j.stem.2018.04.015>.
3. Arora, R., and Papaioannou, V.E. (2012). The murine allantoin: A model system for the study of blood vessel formation. *Blood* 120, 2562–2572. <https://doi.org/10.1182/blood-2012-03-390070>.

4. Downs, K.M. (2022). The mouse allantois: new insights at the embryonic-extraembryonic interface. *Philos. Trans. R. Soc. Lond. B Biol. Sci.* 377, 20210251. <https://doi.org/10.1098/rstb.2021.0251>.
5. Inman, K.E., and Downs, K.M. (2007). The murine allantois: Emerging paradigms in development of the mammalian umbilical cord and its relation to the fetus. *Genesis* 45, 237–258. <https://doi.org/10.1002/dvg.20281>.
6. Ciruna, B.G., and Rossant, J. (1999). Expression of the T-box gene *Eomesodermin* during early mouse development. *Mech. Dev.* 87, 199–203. [https://doi.org/10.1016/S0925-4773\(98\)00243-3](https://doi.org/10.1016/S0925-4773(98)00243-3).
7. Rivera-Pérez, J.A., and Magnuson, T. (2005). Primitive streak formation in mice is preceded by localized activation of *Brachyury* and *Wnt3*. *Dev. Biol.* 288, 363–371. <https://doi.org/10.1016/j.ydbio.2005.09.012>.
8. Arnold, S.J., Hofmann, U.K., Bikoff, E.K., and Robertson, E.J. (2008). Pivotal roles for *eomesodermin* during axis formation, epithelium-to-mesenchyme transition and endoderm specification in the mouse. *Development* 135, 501–511. <https://doi.org/10.1242/dev.014357>.
9. Costello, I., Pimeisl, I.M., Dräger, S., Bikoff, E.K., Robertson, E.J., and Arnold, S.J. (2011). The T-box transcription factor *Eomesodermin* acts upstream of *Mesp1* to specify cardiac mesoderm during mouse gastrulation. *Nat. Cell Biol.* 13, 1084–1091. <https://doi.org/10.1038/ncb2304>.
10. Harland, L.T.G., Simon, C.S., Senft, A.D., Costello, I., Greder, L., Imaz-Rosshandler, I., Göttgens, B., Marioni, J.C., Bikoff, E.K., Porcher, C., et al. (2021). The T-box transcription factor *Eomesodermin* governs haemogenic competence of yolk sac mesodermal progenitors. *Nat. Cell Biol.* 23, 61–74. <https://doi.org/10.1038/s41556-020-00611-8>.
11. Herrmann, B.G., Labeit, S., Poustka, A., King, T.R., and Lehrach, H. (1990). Cloning of the T gene required in mesoderm formation in the mouse. *Nature* 343, 617–622. <https://doi.org/10.1038/343617a0>.
12. Schüle, K.M., Weckerle, J., Probst, S., Wehmeyer, A.E., Zissel, L., Schröder, C.M., Tekman, M., Kim, G.-J., Schlägl, I.-M., Sagar, et al. (2023). *Eomes* restricts *Brachyury* functions at the onset of mouse gastrulation. *Dev. Cell* 58, 1627–1642.e7. <https://doi.org/10.1016/j.devcel.2023.07.023>.
13. Tasic, J., Kim, G.-J., Pavlovic, M., Schröder, C.M., Mersiosky, S.-L., Barg, M., Hofherr, A., Probst, S., Köttgen, M., Hein, L., et al. (2019). *Eomes* and *Brachyury* control pluripotency exit and germ-layer segregation by changing the chromatin state. *Nat. Cell Biol.* 21, 1518–1531. <https://doi.org/10.1038/s41556-019-0423-1>.
14. Guibentif, C., Griffiths, J.A., Imaz-Rosshandler, I., Ghazanfar, S., Nichols, J., Wilson, V., Göttgens, B., and Marioni, J.C. (2021). Diverse Routes toward Early Somites in the Mouse Embryo. *Dev. Cell* 56, 141–153.e6. <https://doi.org/10.1016/j.devcel.2020.11.013>.
15. Wilson, V., Rashbass, P., and Beddington, R.S.P. (1993). Chimeric analysis of *T (Brachyury)* gene function. *Development* 117, 1321–1331. <https://doi.org/10.1242/dev.117.4.1321>.
16. Rashbass, P., Cooke, L.A., Herrmann, B.G., and Beddington, R.S.P. (1991). A cell autonomous function of *Brachyury* in T/T embryonic stem cell chimaeras. *Nature* 353, 348–351. <https://doi.org/10.1038/353348a0>.
17. Pijuan-Sala, B., Griffiths, J.A., Guibentif, C., Hiscock, T.W., Jawaid, W., Calero-Nieto, F.J., Mulas, C., Ibarra-Soria, X., Tyser, R.C.V., Ho, D.L.L., et al. (2019). A single-cell molecular map of mouse gastrulation and early organogenesis. *Nature* 566, 490–495. <https://doi.org/10.1038/s41586-019-0933-9>.
18. Argelaguet, R., Lohoff, T., Li, J.G., Nakhuda, A., Drage, D., Krueger, F., Velten, L., Clark, S.J., and Reik, W. (2022). Decoding gene regulation in the mouse embryo using single-cell multi-omics. Preprint at bioRxiv. <https://doi.org/10.1101/2022.06.15.496239>.
19. Imaz-Rosshandler, I., Rode, C., Guibentif, C., Harland, L.T.G., Ton, M.-L.N., Dhapola, P., Keitley, D., Argelaguet, R., Calero-Nieto, F.J., Nichols, J., et al. (2024). Tracking early mammalian organogenesis – prediction and validation of differentiation trajectories at whole organism scale. *Development* 151, 1–17. <https://doi.org/10.1242/dev.201867>.
20. Elms, P., Scurry, A., Davies, J., Willoughby, C., Hacker, T., Bogani, D., and Arkell, R. (2004). Overlapping and distinct expression domains of *Zic2* and *Zic3* during mouse gastrulation. *Gene Expr. Patterns* 4, 505–511. <https://doi.org/10.1016/j.modgep.2004.03.003>.
21. Wolfe, A.D., and Downs, K.M. (2014). *Mixl1* localizes to putative axial stem cell reservoirs and their posterior descendants in the mouse embryo. *Gene Expr. Patterns* 15, 8–20. <https://doi.org/10.1016/j.gep.2014.02.002>.
22. Perea-Gómez, A., Shawlot, W., Sasaki, H., Behringer, R.R., and Ang, S.L. (1999). *HNF3β* and *Lim1* interact in the visceral endoderm to regulate primitive streak formation and anterior-posterior polarity in the mouse embryo. *Development* 126, 4499–4511. <https://doi.org/10.1242/dev.126.20.4499>.
23. Probst, S., Tasic, J., Schwan, C., Grün, D., and Arnold, S.J. (2021). Spatiotemporal sequence of mesoderm and endoderm lineage segregation during mouse gastrulation. *Development* 148, dev193789. <https://doi.org/10.1242/dev.193789>.
24. Yamaguchi, T.P., Dumont, D.J., Conlon, R.A., Breitman, M.L., and Rossant, J. (1993). *Flk-1*, an *Fit-Related Receptor Tyrosine Kinase* Is an Early Marker for Endothelial Cell Precursors. *Development* 118, 489–498. <https://doi.org/10.1242/dev.118.2.489>.
25. Kataoka, H., Hayashi, M., Nakagawa, R., Tanaka, Y., Izumi, N., Nishikawa, S., Jakt, M.L., Tarui, H., and Nishikawa, S.I. (2011). *Etv2/ER71* induces vascular mesoderm from *Flk1*+PDGFRα + primitive mesoderm. *Blood* 118, 6975–6986. <https://doi.org/10.1182/blood-2011-05-352658>.
26. Koyano-Nakagawa, N., Kweon, J., Iacovino, M., Shi, X., Rasmussen, T.L., Borges, L., Zirbes, K.M., Li, T., Perlingeiro, R.C.R., Kyba, M., et al. (2012). *Etv2* is expressed in the yolk sac hematopoietic and endothelial progenitors and regulates *Lmo2* gene expression. *Stem Cells* 30, 1611–1623. <https://doi.org/10.1002/stem.1131>.
27. Fleury, M., Eliades, A., Carlsson, P., Lacaud, G., and Kouskoff, V. (2015). *FOXF1* inhibits hematopoietic lineage commitment during early mesoderm specification. *Development* 142, 3307–3320. <https://doi.org/10.1242/dev.124685>.
28. Nahaboo, W., Eski, S.E., Despin-Guitard, E., Vermeersch, M., Versaavel, M., Saykali, B., Monteyne, D., Gabriele, S., Magin, T.M., Schwarz, N., et al. (2022). Keratin filaments mediate the expansion of extra-embryonic membranes in the post-gastrulation mouse embryo. *EMBO J.* 41, e108747. <https://doi.org/10.15252/embj.2021108747>.
29. Scotti, M., Kherdjemil, Y., Roux, M., and Kmita, M. (2015). A *Hoxa13:Cre* mouse strain for conditional gene manipulation in developing limb, hindgut, and urogenital system. *Genesis* 53, 366–376. <https://doi.org/10.1002/dvg.22859>.
30. Naiche, L.A., Arora, R., Kania, A., Lewandoski, M., and Papaioannou, V.E. (2011). Identity and fate of *Tbx4*-expressing cells reveal developmental cell fate decisions in the allantois, limb, and external genitalia. *Dev. Dyn.* 240, 2290–2300. <https://doi.org/10.1002/dvdy.22731>.
31. Schemmer, J., Araúzo-Bravo, M.J., Haas, N., Schäfer, S., Weber, S.N., Becker, A., Eckert, D., Zimmer, A., Nettersheim, D., and Schorle, H. (2013). Transcription Factor *TFAP2C* Regulates Major Programs Required for Murine Fetal Germ Cell Maintenance and Haploinsufficiency Predisposes to Teratomas in Male Mice. *PLoS One* 8, e71113. <https://doi.org/10.1371/JOURNAL.PONE.0071113>.
32. Saitou, M., Barton, S.C., and Surani, M.A. (2002). A molecular programme for the specification of germ cell fate in mice. *Nature* 418, 293–300. <https://doi.org/10.1038/nature00927>.
33. Lugas, J.J., Park, C., Ma, Y.D., and Choi, K. (2009). Both primitive and definitive blood cells are derived from *Flk-1* + mesoderm. *Blood* 113, 563–566. <https://doi.org/10.1182/blood-2008-06-162750>.
34. Bisia, A.M., Costello, I., Xypolita, M.E., Harland, L.T.G., Kurbel, P.J., Bikoff, E.K., and Robertson, E.J. (2023). A degron-based approach to manipulate *Eomes* functions in the context of the developing mouse embryo. *Proc. Natl. Acad. Sci. USA* 120, e2311946120. <https://doi.org/10.1073/pnas.2311946120>.
35. Yzaguirre, A.D., de Bruijn, M.F.T.R., and Speck, N.A. (2017). The role of *Runx1* in embryonic blood cell formation. *Adv. Exp. Med. Biol.* 962, 47–64. [https://doi.org/10.1007/978-981-10-3233-2\\_4](https://doi.org/10.1007/978-981-10-3233-2_4).

36. Liu, F., Li, D., Yu, Y.Y.L., Kang, I., Cha, M.J., Kim, J.Y., Park, C., Watson, D. K., Wang, T., and Choi, K. (2015). Induction of hematopoietic and endothelial cell program orchestrated by ETS transcription factor ER 71/ ETV 2. *EMBO Rep.* 16, 654–669. <https://doi.org/10.15252/embr.201439939>.
37. Rasmussen, T.L., Kweon, J., Diekmann, M.A., Belema-Bedada, F., Song, Q., Bowlin, K., Shi, X., Ferdous, A., Li, T., Kyba, M., et al. (2011). ER71 directs mesodermal fate decisions during embryogenesis. *Development* 138, 4801–4812. <https://doi.org/10.1242/dev.070912>.
38. Koyano-Nakagawa, N., and Garry, D.J. (2017). Etv2 as an essential regulator of mesodermal lineage development. *Cardiovasc. Res.* 113, 1294–1306. <https://doi.org/10.1093/cvr/cvx133>.
39. Nowotschin, S., Costello, I., Piliszek, A., Kwon, G.S., Mao, C.A., Klein, W. H., Robertson, E.J., and Hadjantonakis, A.K. (2013). The T-box transcription factor Eomesodermin is essential for AVE induction in the mouse embryo. *Genes Dev.* 27, 997–1002. <https://doi.org/10.1101/gad.215152.113>.
40. Loh, K.M., and Ang, L.T. (2024). Building human artery and vein endothelial cells from pluripotent stem cells, and enduring mysteries surrounding arteriovenous development. *Semin. Cell Dev. Biol.* 155, 62–75. <https://doi.org/10.1016/j.semcdb.2023.06.004>.
41. Dann, E., Henderson, N.C., Teichmann, S.A., Morgan, M.D., and Marioni, J.C. (2021). Differential abundance testing on single-cell data using k-nearest neighbor graphs. *Nat. Biotechnol.* 2021, 1–9. <https://doi.org/10.1038/s41587-021-01033-z>.
42. Senft, A.D., Bikoff, E.K., Robertson, E.J., and Costello, I. (2019). Genetic dissection of Nodal and Bmp signalling requirements during primordial germ cell development in mouse. *Nat. Commun.* 10, 1089. <https://doi.org/10.1038/s41467-019-09052-w>.
43. Inman, K.E., and Downs, K.M. (2006). Brachyury is required for elongation and vasculogenesis in the murine allantois. *Development* 133, 2947–2959. <https://doi.org/10.1242/dev.02454>.
44. Zhao, H., and Choi, K. (2017). A CRISPR screen identifies genes controlling Etv2 threshold expression in murine hemangiogenic fate commitment. *Nat. Commun.* 8, 541. <https://doi.org/10.1038/s41467-017-00667-5>.
45. Ying, Q.L., Wray, J., Nichols, J., Battle-Morera, L., Doble, B., Woodgett, J., Cohen, P., and Smith, A. (2008). The ground state of embryonic stem cell self-renewal. *Nature* 453, 519–523. <https://doi.org/10.1038/nature06968>.
46. Nostro, M.C., Cheng, X., Keller, G.M., and Gadue, P. (2008). Wnt, Activin, and BMP Signaling Regulate Distinct Stages in the Developmental Pathway from Embryonic Stem Cells to Blood. *Cell Stem Cell* 2, 60–71. <https://doi.org/10.1016/j.stem.2007.10.011>.
47. Barile, M., Imaz-Rosshandler, I., Inzani, I., Ghazanfar, S., Nichols, J., Marioni, J.C., Guibentif, C., and Göttgens, B. (2021). Coordinated changes in gene expression kinetics underlie both mouse and human erythroid maturation. *Genome Biol.* 22, 197. <https://doi.org/10.1186/S13059-021-02414-Y>.
48. Lun, A.T.L., McCarthy, D.J., and Marioni, J.C. (2016). A step-by-step workflow for low-level analysis of single-cell RNA-seq data with Bioconductor. *F1000Res* 5, 2122. <https://doi.org/10.12688/f1000research.9501.2>.
49. McCarthy, D.J., Campbell, K.R., Lun, A.T.L., and Wills, Q.F. (2017). Scater: Pre-processing, quality control, normalization and visualization of single-cell RNA-seq data in R. *Bioinformatics* 33, 1179–1186. <https://doi.org/10.1093/bioinformatics/btw777>.
50. Bais, A.S., and Kostka, D. (2020). Scds: Computational annotation of doublets in single-cell RNA sequencing data. *Bioinformatics* 36, 1150–1158. <https://doi.org/10.1093/bioinformatics/btz698>.
51. Haghverdi, L., Lun, A.T.L., Morgan, M.D., and Marioni, J.C. (2018). Batch effects in single-cell RNA-sequencing data are corrected by matching mutual nearest neighbors. *Nat. Biotechnol.* 36, 421–427. <https://doi.org/10.1038/nbt.4091>.
52. Hao, Y., Stuart, T., Kowalski, M.H., Choudhary, S., Hoffman, P., Hartman, A., Srivastava, A., Molla, G., Madad, S., Fernandez-Granda, C., et al. (2024). Dictionary learning for integrative, multimodal and scalable single-cell analysis. *Nat. Biotechnol.* 42, 293–304. <https://doi.org/10.1038/s41587-023-01767-y>.
53. Granja, J.M., Corces, M.R., Pierce, S.E., Bagdatli, S.T., Choudhry, H., Chang, H.Y., and Greenleaf, W.J. (2021). ArchR is a scalable software package for integrative single-cell chromatin accessibility analysis. *Nat. Genet.* 53, 403–411. <https://doi.org/10.1038/s41588-021-00790-6>.
54. Argelaguet, R., Arnol, D., Bredikhin, D., Deloro, Y., Velten, B., Marioni, J.C., and Stegle, O. (2020). MOFA+: a probabilistic framework for comprehensive integration of structured single-cell data. Preprint at bioRxiv. <https://doi.org/10.1101/837104>.
55. Street, K., Risso, D., Fletcher, R.B., Das, D., Ngai, J., Yosef, N., Purdom, E., and Dudoit, S. (2018). Slingshot: cell lineage and pseudotime inference for single-cell transcriptomics. *BMC Genomics* 19, 477. <https://doi.org/10.1186/s12864-018-4772-0>.
56. Van den Berge, K., Roux de Bézieux, H., Street, K., Saelens, W., Cannoodt, R., Saeys, Y., Dudoit, S., and Clement, L. (2020). Trajectory-based differential expression analysis for single-cell sequencing data. *Nat. Commun.* 11, 1201. <https://doi.org/10.1038/s41467-020-14766-3>.
57. Chen, Y., Lun, A.T.L., and Smyth, G.K. (2016). From reads to genes to pathways: Differential expression analysis of RNA-Seq experiments using Rsubread and the edgeR quasi-likelihood pipeline. *F1000Res* 5, 1438. <https://doi.org/10.12688/F1000RESEARCH.8987.2>.

# STAR★METHODS

## KEY RESOURCES TABLE

(Continued on next page)

**Continued**

**Deposited data**

**Experimental models: Cell lines**

**Experimental models: Organisms/strains**

**Oligonucleotides**

**Software and algorithms**

(Continued on next page)

**Continued**

## EXPERIMENTAL MODELS AND STUDY PARTICIPANTS

### ESC genetic modification using CRISPR-Cas9

#### Generating TdTomato+ Eo-KO and TdTomato+ Eo/T dKO for chimera-seq

For the generation of TdTomato+ Eo-KO and TdTomato+ Eo/T dKO, two custom crRNAs were used to generate an Eomes loss-of-function allele<sup>8</sup> as described previously<sup>10</sup> using TdTomato+<sup>17</sup> (male) and tdTomato+ T-null ESCs lines<sup>14</sup> (male), respectively. Briefly, ssODNs were designed that contained a 5' homology arm upstream of the Eomes intron 1 DNA double-strand break site, followed by insertion of a new EcoRV, Sph1 or Spe1 restriction site and a 3' homology arm located downstream of the Eomes intron 5 DNA break site (key resources table). 10  $\mu$ l of  $2 \times 10^4$  ESCs in Buffer R were electroporated with 1  $\mu$ l of a 1:1 mix of the RNPs and 2  $\mu$ l of the ssODN. Low-density plating was performed after 72 hours, and after 7–10 days clones were picked and screened using a three-primer PCR strategy that simultaneously amplified the WT allele and the null allele (key resources table). Genotypes of clones were verified using PCR, followed by restriction enzyme digests and Western blotting.

#### Eo-deg T-KO for EB differentiations

Feeder-free E14 Runx-Venus Eomes<sup>deg/deg</sup> ESCs<sup>34</sup> were targeted with a Cas9-mediated strategy like that described above, using ssODN template and crRNA guides designed to generate a T-null modification (key resources table). Genotypes of clones were verified using PCR, followed by restriction enzyme digests and Western blotting.

### ESC maintenance

All TdTomato+ mouse ESC lines were cultured at 37°C under 2i+LIF conditions<sup>45</sup> prior to blastocyst injection for chimera-seq experiments. Runx1<sup>Venus</sup> Eomes<sup>mCherry-degron</sup> ESC lines and their derivatives were maintained in feeder free culture conditions in serum + LIF on gelatinized plates.<sup>9</sup>

### In vitro hematovascular EB differentiation protocol

48–72 hours prior to induction of hematovascular differentiation ESC were washed with PBS and cultured in serum free ESC media containing 50% Neurobasal Media (Gibco, Cat #21103049), 50% DMEM/F12 (Gibco, Cat#11320033), supplemented with 0.5X of both N2 (Gibco, Cat #17502048) and B27 (Gibco, Cat #17504044), 1% Pen/Strep, 1% glutamine, 0.05% BSA (Gibco, Cat #15260037), 1  $\mu$ M PD0325091, 3  $\mu$ M CHIR99021 and 1000 U/ml LIF. At day 0 cells were dissociated using TrypLE Express (Thermo Fisher Scientific, Cat# 12605010) and seeded at a density of  $1 \times 10^5$  cells/mL in serum-free differentiation (SF-D) media<sup>46</sup> and cultured on an orbital shaker at 70 rpm for ~18 hours in the absence of growth factors to form EBs. At day 2, EBs were split 1:3 in SF-D media containing recombinant human (rh) VEGF (5 ng ml<sup>-1</sup>; R&D Systems), rhBMP4 (10 ng ml<sup>-1</sup>; R&D Systems) and Activin A (5 ng ml<sup>-1</sup>; R&D Systems) for 48 hr. At day 3, EBs were treated with either DMSO for WT controls or dTAG-13 for Eomes-KD (100 nM, Biotechnie Tocris, Cat #6605). At day 4, EBs were split 1:2 in SF-D media containing rhVEGF (5 ng ml<sup>-1</sup>; R&D Systems), rhBMP4 (10 ng ml<sup>-1</sup>; R&D Systems) and Activin A (5 ng ml<sup>-1</sup>; R&D Systems) for 24 hours.

### Chimera generation

tdTomato-ESC clones used for chimera generation included Eomes-KO (this study), T-KO,<sup>14</sup> Eomes/T-DKO cells (this study) and wild-type controls.<sup>17</sup> E3.5 blastocysts (male and female) were derived from wildtype C57BL/6 matings, injected with 4–6 ESC and transferred into 2.5 day pseudopregnant recipient females. This protocol allows the recovery of chimeric embryos with a 5–50% ESC contribution as previously described.<sup>14,17,47</sup> Chimeric embryos were harvested at E8.5, dissected and processed for either imaging or scRNA-seq. Embryos for scRNA-seq were dissociated using TrypLE Express dissociation reagent (Thermo Fisher Scientific) incubation for 7–10 min at 37°C under agitation followed by sorting of single-cell suspensions into tdTomato+ (KO) and tdTomato- (WT) samples using a BD Influx sorter with DAPI at 1 mg/ml (Sigma) and subsequent 10x Genomics single-cell 3' RNA-seq (v3). 4 separate Eomes-KO clones were used, and each replicate consists of multiple embryos pooled together from individual clones. Chimeric embryo pool efficiencies ranged from approximately 5 to 30%. All mice were bred and maintained in microisolator cages and provided continuously with sterile food, water, and bedding. All mice were kept in specified pathogen-free conditions. All Experiments were performed in accordance with EU guidelines for the care and use of laboratory animals and under the authority of appropriate UK governmental legislation. Use of animals in this project was approved by the Animal Welfare and Ethical Review Body for the University of Cambridge and University of Oxford, covered by relevant Home Office licences.

## METHOD DETAILS

### Western blot

EBs were lysed in RIPA (50 mM Tris pH8.0, 150 mM NaCl, 1% Igpal, 0.5% Na deoxycholate, 0.1% SDS). Protein quantification by Bradford was carried out using DC™ Protein Assay Kit I (BioRad) on a Jenway Genova DNA Life Science Analyzer. Samples were denatured at 98°C for 10 min in Laemmli buffer (BioRad) with 10%  $\beta$ -mercaptoethanol, run on a Mini-Protean® PAGE gel (BioRad) at 90V and transferred onto PVDF membrane for 75 min at 90V. The membrane was rinsed with dH<sub>2</sub>O, washed in 0.1% TBST (Tris-buffered saline-Tween20) for 10 min, blocked with EveryBlot blocking buffer (BioRad) for 10 min at room temperature incubated with primary antibody on a shaking platform overnight at 4°C, washed with TBST, incubated in secondary antibody, and washed with TBST. ECL prime (Sigma-Aldrich) was added per manufacturer's instructions and exposed to X-ray film. When required, the membrane was stripped with stripping buffer (2.9 g glycine, 20 ml SDS in 2L H<sub>2</sub>O, pH 2.2), blocked, washed, and exposed to antibody as above. Antibodies used are listed in the [key resources table](#).

### Flow cytometry

#### Live flow cytometry

For live flow cytometry, EBs were washed with PBS, dissociated with TrypLE and neutralised with FACS buffer (PBS with 1% Pen/Strep, 2% FCS (fetal calf serum)). Cells were resuspended in FACS buffer containing fluorophore-conjugated antibodies and stained on ice for 30 min. Cells were washed and resuspended in FACS buffer with 1:5,000 DAPI (BD Biosciences) for 15 min on ice, washed and resuspended again in FACS buffer. Antibodies used are listed in the [key resources table](#).

#### Intracellular flow cytometry

For intracellular flow cytometry, EBs were washed with PBS, dissociated with TrypLE and neutralized with FACS buffer (PBS with 1% Pen/Strep, 2% FCS (fetal calf serum)). Next, cells were stained with an eBioscience™ Fixable Viability Dye eFluor™ 450 (Invitrogen, Cat# 65-0863-14) in a 96-well plate for approximately 30 min, washed with PBS and subsequently fixed and permeabilized using the eBioscience™ Foxp3/Transcription Factor Staining Buffer Set (Invitrogen, Cat# 00-5523-00) following manufacturer instructions. Cells were stained with an anti-Eomes AF88 antibody (Invitrogen, Cat# 53-4875-82) at a concentration of 1:400 for 30 min at room temperature, washed and resuspended again in FACS buffer for flow cytometric analyses.

### Collecting EB samples for 10x multiomics and flow cytometry

In two separate experiments (EB differentiations performed weeks apart) live and intracellular flow cytometry were performed on day 3, 3.5, 4, 4.5 and 5 WT and Eomes-KD EB samples to track the emergence of HE and blood progenitor populations by assessing the expression of key markers: CD41 and Runx1 (blood progenitor markers), CDH5 (endothelial marker), and KDR/PDGFR $\alpha$  (Figure S3). In the same experiments we also performed the 10x Genomics multiomic workflow (Figures 1 and 2), on day 3, 3.5, 4, 4.5 and 5 EB samples. Notably, the start time of the differentiation setup was staggered, which allowed the collection and dissociation of day 3, 3.5, 4, 4.5, and 5 EBs from both DMSO and dTAG treated conditions on the same collection day. After dissociating the EBs into single cells using TrypLE each sample was split: half of the cells were taken for 10x Genomics multiomic workflow and the other half for live and intracellular flow cytometry. Intracellular flow cytometry confirmed the depletion of Eomes protein expression levels after dTAG addition to the cultures in these experiments (Figure S3).

### Nuclear extraction and 10x genomics multiome library preparation

Cell suspensions in 2 mL eppendorf tubes were centrifuged at 300 xg for 5 min, resuspended in 1 mL of PBS supplemented with 0.04% BSA then filtered using a 40  $\mu$ m flowmi cell strainer. After centrifuging again, the supernatant was removed and the cell pellet resuspended in 100  $\mu$ L of ice-cold nuclear extraction (NE) buffer (10 mM Tris pH 7.5, 10 mM NaCl, 3 mM MgCl<sub>2</sub>, 1% BSA, 0.1% Tween, 1 mM DTT, 1 U/ $\mu$ L RNaseIn (Promega), 0.1% NP40, 0.01% Digitonin) and incubated on ice for 4 min. 1 mL of wash buffer (identical to NE buffer but lacking NP40 and digitonin) was added and nuclei were centrifuged at 500 xg for 5 min at 4°C. Nuclei washed twice by resuspension in 1 mL of wash buffer and centrifugation at 500 xg for 5 min at 4°C. Nuclei were resuspended in 50  $\mu$ L of diluted nuclei buffer (10x Genomics) and 1  $\mu$ L was used to assess quality using a microscope and count nuclei using a Countess II instrument. >99% of nuclei stained positive for trypan blue and the nuclei were found to have the expected morphology. Nuclei were diluted such that a maximum of 16,000 were taken forward for 10x Genomics multiome library preparation. Libraries were prepared using the 10x Genomics Multiome reagents and sequenced on a Novaseq 6000 instrument (Illumina) using the recommended read-lengths.

### In vitro RNA+ATAC Multiome pre-processing

#### Mapping sequencing data

10x Genomics multiome raw base call BCL were first demultiplexed using cellranger-arc mkfastq (Cell Ranger ARC version 2.0.1) to get separate FASTQ files for the GEX (RNA) and ATAC libraries. Next, FASTQ files were mapped to the mm10 reference genome supplied by 10x Genomics (arc-mm10-2020-A-2.0.0) using cellranger-arc count. All downstream processing and analysis were performed in R (v4.2.2). Analysis started with the pre-processing of the RNA data, followed by pre-processing the ATAC and analysis of the combined modalities.

#### scRNA-seq pre-processing

From the scRNA-seq, high quality cells were retained using the following thresholds:  $\log_{10}(\text{number of reads}) > 3$  &  $< 5$ , number of genes  $> 2.5e3$  &  $< 12e3$ , percentage mitochondrial RNA  $< 25\%$ , percentage ribosomal RNA  $< 30\%$ . Count normalization was performed by first calculating size factors using the computeSumFactors function from scran<sup>48</sup> (Version 1.26.0), where cells were pre-clustered using scran's quickCluster with method=igraph, minimum and maximum sizes of 100 and 3000 cells per cluster, respectively, followed by logNormCounts from scuttle<sup>49</sup> (Version 1.8.0). Doublet calling was performed with the scds<sup>50</sup> (Version 1.14.0) package using the hybrid approach and doublet score  $> 1.25$  as threshold. A total of 35,125 cells passed RNA QC.

#### scRNA label transfer from the scRNA-seq atlas of gastrulation and early organogenesis

How the deposited data were processed for this re-analysis (not part of the article)

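Chimeric embryos from 4 pools, each made with an independent Eomes-KO ESC clone, were sorted by the authors into tdTomato+ and tdTomato− cells and sequenced as 8 libraries. The authors counted UMIs per cell with Cell Ranger 6.0.1 on mm10 with the tdTomato gene added (tool and build also in the submitters' processing notes), and the deposited UMI counts are totals per cell, without normalization. The authors also deposited the mitochondrial and ribosomal percent of each cell's UMIs and the number of genes detected. The deposited doublet score is the authors' hybrid score, and cells above 0.5 had been removed. The authors mapped each library to atlas cells and deposited, for each transferred label, the fraction of the 15 nearest atlas cells that carry it. Cell types were taken from the authors' combined annotation, whose 42 labels are those of Fig. 3B. No gene counts were analysed here, so expression was not tested.

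A library was assigned to a genotype through the tdTomato status that the table gives for its cells. Its name does not say which pool it came from, and neither the order of names nor the values were used to pair libraries. The design fixed before the data were examined had the embryo pool as a term, after the paper, and exact tests by sign flips within pools. Neither could be fitted, so the fit with genotype alone and unpaired exact permutation tests, both listed beforehand as alternatives, were used. The paper says that each replicate consists of pooled embryos from one clone, so the 4 libraries of a genotype are separate pools. Every pair of libraries of one genotype differed in its cell type composition by more than sampling noise (largest chi-square p = 2.3e-16). That test over cells covers counting error only, so it does not show that the libraries are separate pools.

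Cells were counted per library and label and tested with edgeR 4.0.16 in R 4.3.3 (glmQLFit and glmQLFTest), with the epiblast-derived cells of each library as its size, no further scaling, types with at least 10 cells, and Benjamini-Hochberg adjustment at 0.05. Standard errors are the log2 fold change divided by the root of the F statistic. Non-epiblast lineages were tested over all cells. Cells are not replicates and entered only as sums. Where a type had no Eomes-KO cell, its fold is a lower bound against a floor of 3 cells over the group, and with 1 to 3 cells a ratio with its exact interval. Shares and label scores were compared by exact permutation of 4 against 4 libraries (70 arrangements) in scipy 1.17.1. The ratio of allantois endothelium to allantois was taken on the log2 scale with 0.5 added to each. Binomial intervals are exact (Clopper-Pearson, 95%) and cover counting error only.

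The abundance test was tested on simulated data, with cell numbers drawn for the real types and library sizes at a dispersion of 0.1 over 50 simulations. With 33 types, 94.5% of types changed 4-fold and 99.2% of those changed 16-fold were called, and 3.14% of unchanged types. With the 9 lineages the values were 98.7%, 100% and 5.5%. These rates hold for that dispersion only. Types with wide standard errors in the real fit, such as amniotic ectoderm (0.59) and allantois endothelium (0.63), may be called less often. The rates also do not cover the rise of remaining shares that follows when a lineage is lost.

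The text names, by a rule fixed before the data were examined, every cell type drawn in Fig. 3C and Fig. S3H or named in the chimera results, every lineage, and any other type past the threshold. Alternatives were TMM scaling, DESeq2 1.42.0 with ratio and with poscounts size factors, limma 3.58.1 on log2 shares, other denominators, filters and thresholds, the original atlas labels (37) and extended atlas labels (77), and cells with a label score of at least 0.5, at least 10000 UMIs or a doublet score under 0.25. Lineages were matched to the original and extended labels after these had been seen, with every somitic label joined to posterior mesoderm as a further alternative. Paraxial mesoderm joined to posterior mesoderm and a denominator of only the types that were not lower in the main fit were also added after the data were seen. The number of cells sets the precision, and the Eomes-KO library of 602 cells limits what can be said of rare types in it, since the floor of 3 cells is 0.498% of that library.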

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

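Of 82 groups of 4 libraries tested for a library far from the others (Dixon's test, which flags about 1 group in 20 by chance), 6 were found, 5 of them among WT host libraries. The WT host library of 5819 cells had 8.52% ExE ectoderm (0.621% to 1.52% in the other 3), 1.96% parietal endoderm (0% to 0.0528%), 0.464% visceral endoderm (0.132% to 0.172%) and a non-epiblast share of 11.4% (0.787% to 1.91%). Forebrain, midbrain and hindbrain made up 2.35% of epiblast-derived cells in the Eomes-KO library of 1153 cells and 3.80% to 3.99% in the other 3. The median label score was 0.933 in 1 WT host library and 1 in the other 3, where the tie at the highest possible score makes the test flag a difference of any size, so this flag says nothing about its size.

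The share of epiblast-derived cells mapped to E8.0 of the atlas, which the paper does not report by genotype, was 39.9% ± 5.94 in Eomes-KO and 21.0% ± 7.88 in WT host libraries (SD, n = 4 each), a difference of 18.98 percentage points (exact permutation test, p = 0.029, adjusted p = 0.14 over 5 stages). It did not pass the correction, although every Eomes-KO library lay above every WT host library. An exact p of 0.029 is the smallest that 4 against 4 libraries allow, and on its own it cannot pass over 5 stages. Equal weight was then given to each of 18 cell types with at least 20 cells per genotype, in libraries where it had at least 5 cells. The difference was 5.26 points (exact p = 0.23). The types weighted differed between libraries, as the Eomes-KO library of 602 cells had no allantois endothelium, for example. Within the allantois lineage the Eomes-KO share was lower, at 18.1% against 25.9% (exact p = 0.086, adjusted p = 0.21 over 20 tests). It was higher within neural ectoderm (38.7% against 14.1%), caudal progenitors (47.1% against 26.4%) and posterior mesoderm (46.5% against 38.9%). These did not pass the correction either (exact permutation tests, adjusted p = 0.19, 0.19 and 0.61). Within neural ectoderm the Eomes-KO share was also higher at E7.75 (11.1% against 4.87%) and lower at E8.5 (13.7% against 37.4%). Both had the smallest possible exact p of 0.029 (adjusted p = 0.19 each), which no other lineage and stage reached.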

How the results depend on the processing

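No paired analysis was possible because the library names do not tie a library to a pool, so leaving out both libraries of a pool was not run either, and leaving out each library in turn was chosen after the data were seen. Single cell types were not compared by name under the original and extended labels, which cover other cells. Of 381 values for single cell types under 12 alternatives, 355 kept their direction and their side of the threshold, as did 246 of 257 with 1 library left out, and for lineages 117 of 124 and 72 of 72. Part of this agreement could not have come out otherwise. For lineages, no filter, a filter of 50 cells and a threshold of 0.10 all repeat the main fit. For cell types the threshold of 0.10 repeats its fold changes. With 1 library left out, 16 to 18 types were lower and 6 to 8 higher, and 6 lineages lower and 3 higher. The extended labels gave 44 types lower of 69 tested, since they divide the cells more finely, and DESeq2 with poscounts size factors gave 3 lineages lower and 3 higher, with no adjusted p for non-epiblast lineages. Joining every somitic extended label to posterior mesoderm gave a log2 fold change of 1.32 for it (1.79 without them). Joining paraxial mesoderm to it changed no call on a lineage. Signs that turned under the alternatives set beforehand were those of types that had not passed the test, apart from neural ectoderm as a lineage (0.55 with poscounts). NMP had log2 fold changes of -0.21 with TMM, -0.94 with DESeq2's ratio size factors, -0.33 without blood in the denominator, and -0.10 to 0.43 with 1 library left out. Surface ectoderm had -0.052, -0.81 and -0.19 under the same 3 alternatives. Allantois endothelium had -0.61 with ratio size factors, -0.81 with limma, -0.13 without blood, and -0.17 to 0.59 with 1 library left out. Rostral neurectoderm had -0.64 with ratio size factors, -0.12 without blood, and -0.16 to 0.60 with 1 library left out. Somitic mesoderm had -0.56 with ratio size factors, and spinal cord 0.024 with poscounts and 0.13 with doublet scores under 0.25. Calls were lost for caudal epiblast (ratio size factors, and without the WT host library of 8133 cells), embryo proper endothelium (poscounts, doublet scores), neural ectoderm (TMM, at least 10000 UMIs, doublet scores), endothelium outside the yolk sac and allantois (TMM, poscounts) and caudal progenitors (ratio size factors). Calls were gained for caudal neurectoderm (poscounts, label and doublet scores, at least 10000 UMIs, threshold 0.10, and without the Eomes-KO library of 3346 or the WT host library of 5819 cells), spinal cord, as lower (ratio size factors, no blood), surface ectoderm, as lower (ratio size factors), EMPs (no filter, threshold 0.10, and without the WT host library of 3791 cells) and haematoendothelial progenitors (without that same library). The cause was not tested. A denominator of only the 17 types that were not lower, chosen after the data were seen, tests none of the 16 that were lower and gave 6 types lower and 5 higher. Its log2 fold changes turned for NMP (-1.27), surface ectoderm (-1.10), allantois endothelium (-1.05), rostral neurectoderm (-1.003), somitic mesoderm (-0.88) and nascent mesoderm (-0.46). Caudal mesoderm and caudal epiblast lost their calls, EMPs, haematoendothelial progenitors and spinal cord passed as lower. With 4 libraries against 3 an exact test cannot go below 0.057, so with 1 library left out no difference between libraries can pass. The ranges were then -3.50 to -1.85 for allantois endothelium per allantois cell (log2), -4.63 to -1.07 percentage points for the non-epiblast share, 15.4 to 21.9 points for E8.0, -0.133 to -0.111 for the label score, -0.195 to 0.0179 for the mitochondrial percent and -0.0541 to 0.473 points for E7.5. With equal weight per cell type the differences were 0.00994 for the mitochondrial percent, 0.242 points for E7.75 and 5.26 for E8.0. Depth in cells limits rare types: with 8561 epiblast-derived Eomes-KO cells, the floor of 3 cells is 0.035% of them.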

Differences from the paper's values

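In Fig. 3C the neighbourhoods of caudal mesoderm and caudal epiblast are drawn without a significant difference. Here both made up a higher share of Eomes-KO cells, with log2 fold changes of 2.45 and 1.41 (edgeR, adjusted p = 0.00013 and 0.013). Under DESeq2's ratio size factors, set before the data were examined, caudal epiblast did not pass the test (0.56, adjusted p = 0.22). With only the 17 types that were not lower in the denominator, chosen after the values were seen and leaving the 16 lower types untested, neither passed (edgeR, 1.17 and 0.13, adjusted p = 0.060 and 0.82). The paper tested neighbourhoods of cells with the embryo pool as a term, and here annotated types were tested with genotype alone.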

Other observations

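The tests of another endothelial label, of other lineages lost from the denominator and of WT host cells in the tdTomato+ libraries, and the comparison of label scores with other types, were chosen after the results were seen. The test on the denominator took 3 forms, each set with the values known. The first, in which amniotic ectoderm lay within its spread of caudal mesoderm, and the second, a ratio per library, did not decide for amniotic ectoderm, and the third, a bound with an edgeR fit, did.

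PGCs, the precursors of eggs and sperm, counted 201 Eomes-KO and 23 WT host cells, or 2.59% ± 1.19 against 0.123% ± 0.084 of epiblast-derived cells (SD, n = 4 each), a log2 fold change of 4.34 (standard error 0.57, adjusted p = 1.1e-05 from edgeR's quasi-likelihood test). Amniotic ectoderm was higher as well (3.32, standard error 0.59), and the paper's text discusses neither. Against the 15 other types that were not lower, the log2 ratio was 3.16 higher in Eomes-KO libraries for PGCs and 1.96 higher for amniotic ectoderm (exact permutation tests, p = 0.029 and 0.057). Loss of every lower type raises each remaining share alike, by at most 1.63 on the log2 scale, and with only the types that were not lower in the denominator edgeR still gave 3.02 for PGCs (standard error 0.98, adjusted p = 0.0085) and 2.07 for amniotic ectoderm (standard error 0.65, adjusted p = 0.0080), which argues against that loss as the whole cause of either rise. Over cells with at least 10000 UMIs the smaller of their log2 fold changes was 3.67, and over label scores of at least 0.5 it was 3.35, which argues against depth and low scores. Every Eomes-KO cell came from injected ESC and every WT host cell from the host embryo. Whether ESC origin contributes to either rise was not tested, as no library held injected WT ESC.

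Eomes-KO libraries held fewer allantois endothelial cells per allantois cell, at 0, 0.0435, 0.169 and 0.201 against 0.344, 0.357, 0.434 and 0.593 in WT host libraries, a log2 difference of -2.89 (exact permutation test, p = 0.029), or -1.85 without the library of 602 cells, which had none for 76 allantois cells. Summed over libraries, where the added 0.5 plays no part, the ratio was 0.157 in Eomes-KO and 0.38 in WT host cells. The log2 difference was also taken under alternatives. Over cells with at least 10000 UMIs it was -3.16 for 4 Eomes-KO against 3 WT host libraries (exact permutation test, p = 0.057, the smallest they allow), with every Eomes-KO library below every WT host library. The WT host library of 8133 cells kept 88 cells and none of the allantois lineage. At equal weight per mapped stage the log2 difference was -2.45. With every other Eomes-KO endothelial cell counted as allantois endothelium and none of the WT host, it was -2.77. In each of these alternatives the library of 602 cells had no endothelial cell, so its ratio was set by the added 0.5. None was run without that library, so their sizes stay uncertain. Their shared direction argues against depth, an earlier stage or another endothelial label as the whole cause. A lower yield of endothelium, or more allantois cells that do not become endothelium, may underlie the ratio. The median label score of allantois cells was 0.867 in Eomes-KO and 1 in WT host cells, and that of allantois endothelium 0.933 in both. Whether uncertain allantois labels contribute to the ratio was not tested.

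Pharyngeal mesoderm and mesenchyme kept 108 Eomes-KO cells. WT host cells that passed the sort would bring erythroid cells with them, 242.8 by the WT host ratio, and 1 was seen, which argues against such cells as the source. Fisher's exact test gave p = 3.7e-53 over cells summed across libraries, which covers counting error only. Their median label score was 0.733, against 1 for WT host cells of the same labels, a difference of -0.267 for each label, where the 16 other types with at least 20 cells in each genotype differed by -0.133 to 0.067. Uncertain labels would give such a drop, and whether the labels of these cells are right stays open.

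The 23 cell types and 9 lineages that passed the test were set against the other ways to divide the 8 libraries into 4 and 4. Of 35 divisions, 1 gave as many cell types and 1 as many lineages, the real one in each case, and the highest of the others gave 0. The smallest share these divisions allow is 1 of 35. They take no account of the embryo pools, and divisions within pools could not be made without knowing the pool of each library. The divisions therefore do not exclude chance under the paired design. The other divisions mix the genotypes, so their spread holds the difference between them. YS blood and endothelium made up 0.0217% ± 0.0435 of epiblast-derived Eomes-KO cells and 26.2% ± 6.84 of WT host cells (SD, n = 4 each). Endoderm with notochord made up 0.124% ± 0.109 and 4.82% ± 0.705, and anterior mesoderm 0.651% ± 0.331 and 7.19% ± 1.09. Posterior mesoderm made up 45.8% ± 7.82 and 12.0% ± 2.28. These gaps do not depend on which libraries share a pool and argue against chance for these lineages.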
